# PPARγ-dependent remodeling of translational machinery in adipose progenitors is impaired in obesity

**DOI:** 10.1016/j.celrep.2024.114945

**Published:** 2024-11-22

**Authors:** Mirian Krystel De Siqueira, Gaoyan Li, Yutian Zhao, Siqi Wang, In Sook Ahn, Mikayla Tamboline, Andrew D. Hildreth, Jakeline Larios, Alejandro Schcolnik-Cabrera, Zaynab Nouhi, Zhengyi Zhang, Marcus J. Tol, Vijaya Pandey, Shili Xu, Timothy E. O’Sullivan, Julia J. Mack, Peter Tontonoz, Tamer Sallam, James A. Wohlschlegel, Laura Hulea, Xinshu Xiao, Xia Yang, Claudio J. Villanueva

## Abstract

Adipose tissue regulates energy homeostasis and metabolic function, but its adaptability is impaired in obesity. In this study, we investigate the impact of acute PPARγ agonist treatment in obese mice and find significant transcriptional remodeling of cells in the stromal vascular fraction (SVF). Using single-cell RNA sequencing, we profile the SVF of inguinal and epididymal adipose tissue of obese mice following rosiglitazone treatment and find an induction of ribosomal factors in both progenitor and preadipocyte populations, while expression of ribosomal factors is reduced with obesity. Notably, the expression of a subset of ribosomal factors is directly regulated by PPARγ. Polysome profiling of the epididymal SVF shows that rosiglitazone promotes translational selectivity of mRNAs that encode pathways involved in adipogenesis and lipid metabolism. Inhibition of translation using a eukaryotic translation initiation factor 4A (eIF4A) inhibitor is sufficient in blocking adipogenesis. Our findings shed light on how PPARγ agonists promote adipose tissue plasticity in obesity.

## In brief

De Siqueira et al. explore the effects of rosiglitazone on adipose stem cell plasticity, showing that PPARγ stimulates expression of ribosomal factors in adipocyte precursors. This leads to translational selectivity of mRNAs involved in lipid storage. They find ribosomal function to be a potential therapeutic target in treating metabolic disorders.

## INTRODUCTION

Obesity is a complex and multifactorial condition that results from an imbalance between energy intake and energy expenditure. Excess accumulation of body fat can negatively impact an individual’s physical, psychological, and social well-being as well as increasing the risk of developing several chronic diseases, such as cardiovascular disease, type 2 diabetes, and certain cancers. This complex interplay of adipose tissue adaptation and expansion during obesity can ultimately lead to maladaptive changes in its structure and function.^1,2^

While the maladaptation of the adipose tissue during obesity has been studied extensively,^3^ it is not clear how distinct cell types within adipose tissue are impacted. Recent single-cell and single-nucleus RNA-sequencing (RNA-seq) studies have uncovered significant heterogeneity and plasticity of adipose progenitor cells (APCs) in mice and humans.^4–17^ External factors such as β-adrenergic stimulation drive dynamic remodeling of APCs, in both brown adipose tissue (BAT) and inguinal white adipose tissue (iWAT),^11,15^ while obesity is characterized by a decline in the number of APCs and a shift toward a fibroinflammatory and less lipogenic profile.^4,9^

The impact of APCs on glucose metabolism was first reported using an inducible adipocyte-specific PPARγ-knockout system, where mice lacking PPARγ and treated with thiazolidinediones (TZDs—PPARγ agonists) showed improved glucose metabolism. This observation suggests that there are either indirect effects of TZDs or PPARγ targets outside of adipocytes.^18^ TZDs have been studied extensively, and one of them, rosiglitazone (Rosi), can improve insulin sensitivity through direct activation of PPARγ, which promotes lipogenesis and secretion of adiponectin, reduces inflammation in adipose tissue, and decreases hepatic and peripheral triglyceride levels.^19–24^ Clinical use of TZDs has shown potent insulin-sensitizing properties in individuals with type 2 diabetes, but their use has decreased in past years due to concerns about increasing cardiovascular risk.^25,26^ Interestingly, better-controlled studies, such as the RECORD clinical trial that was designed to investigate cardiovascular outcomes, concluded that there was no increased risk of heart attack or death. Compared with standard glucose-lowering drugs, Rosi does not increase the risk of overall cardiovascular morbidity or mortality.^27^ Recent studies are in favor of individualized treatment, for instance, including TZDs as a combination therapy in patients with no cardiovascular disease history, since these medications (e.g., pioglitazone) are highly effective in decreasing nonalcoholic steatohepatitis and fibrosis, and overall TZDs are more affordable compared to other therapeutics.^28^ Thus, tailoring combination therapy to meet individual patient needs appears to be the future standard of care for type 2 diabetes mellitus (T2DM) patients.

Given the renewed clinical interest in TZDs, we aimed to understand not only the transcriptional landscape regulated by Rosi in the adipose tissue but also the translational regulation of these messenger RNA (mRNA) networks. Rosi has been shown to increase the mammalian target of rapamycin complex 1 (mTORC1) activity, and deficiency of mTORC1 blocks the Rosi effect on transcriptional remodeling in the adipose tissue.^29,30^ One of the downstream targets of mTORC1 activation is the phosphorylation and, consequently, dissociation of eukaryotic translation initiation factor 4E-binding protein 1 (eIF-4EBP1) from the cap-dependent eukaryotic translation initiation factor 4E (eIF4E).^31–35^ As a consequence, eIF4E can then be recruited to the translation initiation complex eIF4F. In addition, mTORC1 is known to phosphorylate S6K, which in turn phosphorylates several components of the translation machinery (e.g., S6 and eIF4B).^36^ Furthermore, recent studies have implicated the expression of eukaryotic initiation factors, such as eIF2A, eIF6, and eIF4E, with several metabolic phenotypes. Full body knockouts for these initiation factors alter the translational landscape and the regulation of metabolic processes that impact insulin sensitivity and lipid metabolism.^37–39^ However, how the translational machinery is regulated in the context of obesity and TZD-driven remodeling is still not fully understood.

Here, we used single-cell RNA-seq (scRNA-seq) to investigate the impact of acute PPARγ agonist treatment in obese mice in both the inguinal and the epididymal adipose stromal vascular fraction (SVF). We demonstrated that Rosi remodels the molecular landscape in both depots and restores the obese transcriptional profile to what is observed in lean mice. In addition to developing a single-cell transcriptome atlas of leptin-deficient mice (ob/ob), and their response to Rosi in each cell type, we identified a role for PPARγ agonists in regulating translation. We have shown that Rosi increased the expression of ribosomal genes in the APCs and that this remodeling is induced by PPARγ directly binding to enhancers in close proximity to these genes. Moreover, heavily translating ribosomes (polysomes) were occupied not only by fat-specific PPARγ targets but also by a distinct selection of transcripts containing specific G-rich motifs in their 5′ untranslated region (5′ UTR) after Rosi treatment. In conclusion, we propose that this remodeling drives a translation selectivity in the polysomes of the SVF characterizing a specialized adipose tissue translation response to Rosi to drive adipogenesis and maintain adipose homeostasis.

## RESULTS

### Acute Rosi treatment confers improvement in glucose tolerance and structural remodeling of adipose tissue

To evaluate the impact of acute PPARγ agonist treatment, we treated wild-type (WT) C57BL/6 lean mice and obese *Lep*^*ob*^*/Lep*^*ob*^ (ob/ob) mice with either Rosi or vehicle (Veh) by oral gavage for 3 days (Figure 1A). Lean or ob/ob mice treated with vehicle (WT-Veh) or Rosi (WT-Rosi) had similar body weights after treatment (Figure 1B). In contrast, acute treatment with Rosi improved the glucose excursion curves of ob/ob mice compared to ob/ob Veh controls (Figure 1C), while Rosi did not improve the glucose tolerance test of (WT) lean mice. Thus, Rosi was able to normalize the glucose tolerance test of ob/ob mice within 3 days of acute treatment in the absence of changes in body weight.

To assess whether acute treatment with Rosi leads to morphological changes in adipose tissue and liver, we analyzed histological sections of WT and ob/ob mice. WT-Rosi mice presented no hepatic histological changes but a minor increase in total mass (Figures S1A and S1B). In contrast, the liver of ob/ob-Rosi mice showed a decrease in lipid accumulation (Figure S1A) characterized by a reduction in lipid droplet numbers and size (Figure S1C). Next, we examined whether Rosi impacted the weight and histology of brown adipose tissue (BAT), epididymal white adipose tissue (eWAT), and inguinal white adipose tissue (iWAT). We found that BAT mass increased with Rosi treatment in both lean and obese mice (Figure 1D), while the weights of eWAT and iWAT were similar compared between vehicle and Rosi (Figures 1E and 1F). Notably, histology of the eWAT from ob/ob mice treated with Rosi showed a decrease in crown-like structures with no major alterations in the iWAT or BAT in either obese or lean mice (Figure 1G).

To understand which tissues contributed to the improvements in glucose tolerance test in response to Rosi, we measured glucose uptake in ob/ob mice using an adapted conventional glucose tolerance test by mixing a bolus of glucose with [^18^F]fluorodeoxyglucose ([^18^F]-FDG). After 1 h of conscious glucose uptake, imaging was completed by positron emission tomography-computed tomography (PET-CT) scans (Figures 1H and S1D). ob/ob-Rosi mice presented an increase in glucose uptake in the brain, heart, liver, muscle, and adipose tissue (axillary) and a trend in the BAT compared to ob/ob-Veh mice (Figures S1E and S1F). To visualize glucose uptake in adipose tissue depots more clearly, we excluded regions of high [^18^F]-FDG uptake (e.g., heart and bladder) using the software Dragonfly (Object Research Systems). Remarkably, ob/ob-Rosi mice had greater glucose uptake in the adipose tissues compared to ob/ob-Veh mice (Figure 1H; Videos S1 and S2). To evaluate whether Rosi treatment induced expression of beige/brown adipocyte markers within this period, we measured the expression of thermogenic genes in both SVF and mature adipocytes (mADs). We observed upregulation of the thermogenic program in the mADs of iWAT/eWAT in ob/ob-Rosi mice compared to controls. However, only a minor change was detected in the SVF (Figure S1G).

### Single-cell RNA sequencing uncovers stromal vascular cell remodeling after PPARγ agonist treatment

The observation that the mass of eWAT and iWAT of ob/ob mice did not increase in response to Rosi, despite a reduction in adipocyte size, suggests that acute Rosi treatment induces the formation of new adipocytes. Consequently, it is likely that TZDs are initiating the differentiation of adipocyte progenitors into nascent adipocytes, thereby promoting the remodeling of SVF. To further investigate how Rosi treatment influences SVF in adipose tissue, we employed scRNA-seq in both eWAT and iWAT. Since the major Rosi responses were observed in obese mice, we treated ob/ob mice with either Veh or Rosi for 3 days. In addition, we included a WT-Veh group to compare the baseline of lean mice (Figure 2A). Briefly, datasets from both eWAT and iWAT were separately processed through the 10× Genomics Cell Ranger version 3.0.2 single-cell software to perform sample demultiplexing, sequence alignment to mouse genome mm10, quality control assessment, filtering, and unique molecular identifier (UMI) counting to generate gene count matrices (Figures S2A and S2B). 

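For each depot, 6 libraries were analysed, 2 each labelled WT-Veh (lean C57BL/6J mice given vehicle), ob/ob-Veh (leptin-deficient obese mice given vehicle) and ob/ob-Rosi (ob/ob mice given rosiglitazone at 30 mg/kg), from mice aged 12 weeks and treated for 3 days. Each library holds the stromal vascular fraction (SVF) of 1 mouse, that is, the cells left after collagenase digestion once the floating mature adipocytes are removed. The authors deposited a matrix of UMI counts per gene and barcode for each library, without normalization, and a UMI counts an RNA molecule once however often it was copied by PCR. The same 31053 genes are listed in both depots. In eWAT the libraries labelled WT-Veh held 43676720 and 64973283 UMIs, those labelled ob/ob-Veh 53620960 and 48163322, and those labelled ob/ob-Rosi 40933057 and 92475986. The iWAT totals were 28672369 and 50408360, 25996274 and 20132553, and 49039768 and 66818914 in the same order.

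Cells passing the paper's filters were clustered within each depot, and the UMI counts were summed per library and cell class. The sums were compared with the quasi-likelihood test of edgeR, so that mice and not cells are the unit of replication. A gene is called at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 1.1-fold. Below, the ob/ob effect is the log2 ratio of the libraries labelled ob/ob-Veh to those labelled WT-Veh, and the Rosi effect is that of the libraries labelled ob/ob-Rosi to those labelled ob/ob-Veh. A reversed gene is called in both, in opposite directions. With 2 mice per group the smallest exact permutation p of a comparison is 0.33, so every p below rests on the variance model, which has 3 residual degrees of freedom per gene, and both effects share the ob/ob-Veh libraries. In data simulated from the fitted model, 81% to 85% of genes changed 4-fold were called in progenitor-like and preadipocyte-like cells, and 0% to 8% of genes changed 2-fold. Beside 170, 165, 162 and 162 genes recovered at 4-fold (eWAT progenitor-like, eWAT preadipocyte-like, iWAT progenitor-like and iWAT preadipocyte-like cells), 10, 8, 31 and 13 unchanged genes were called, so the share of false calls can exceed the adjusted p.

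The gene mutated in ob/ob mice is Lep, on chromosome 6 from base 29060220 to base 29073877 of GRCm38, and the mutation truncates the protein and leaves the transcript in place. Mature adipocytes make Lep, and their RNA reaches SVF droplets as free RNA, so Lep was set against Adipoq, another adipocyte transcript. The eWAT libraries labelled WT-Veh held 30.5 and 79.3 Lep UMIs per 100 Adipoq UMIs, those labelled ob/ob-Veh 3.59 and 10.3, and those labelled ob/ob-Rosi 259 and 361. In iWAT the values were 20.5 and 31.4, 33.3 and 14.0, and 164 and 139. Adipocytes of untreated ob/ob mice are known to hold more of this transcript than those of lean mice, and rosiglitazone to lower it. Here the libraries labelled ob/ob-Rosi held the most per Adipoq UMI in both depots, and in eWAT those labelled ob/ob-Veh held less than those labelled WT-Veh. The eWAT ratios under ob/ob-Rosi rest on 29 and 88 Adipoq UMIs, and Lep itself overlapped between labels in eWAT, at 0.82 and 2.35 (WT-Veh), 0.15 and 1.25 (ob/ob-Veh) and 1.83 and 3.44 (ob/ob-Rosi) CPM, that is, UMIs scaled to the same library total. Groups are therefore called by their labels throughout, and each direction below holds only as far as the labels do.

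**Figure D1:**
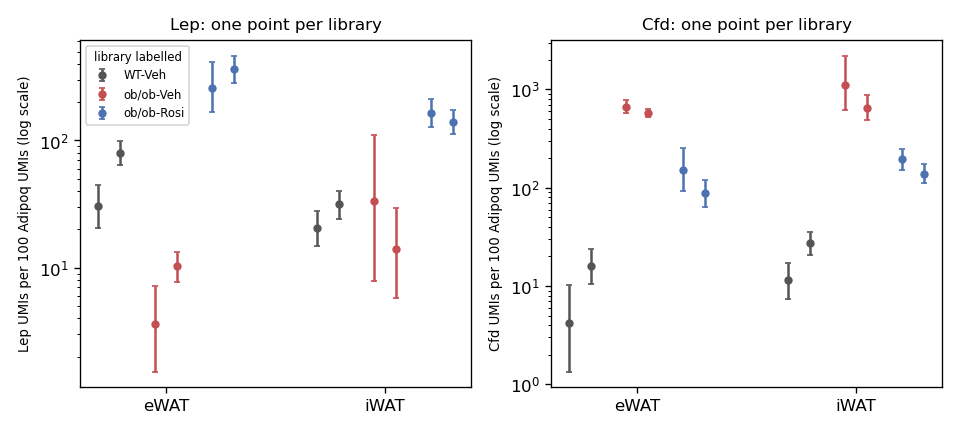
Lep (left) and Cfd (right) UMIs per 100 Adipoq UMIs (log scale) in each library of eWAT and iWAT by label, with 95% intervals from the UMI counts. In eWAT the Lep points of the libraries labelled ob/ob-Rosi lie at 259 and 361, above the other groups.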

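Clustering of the kept cells gave classes named from marker genes fixed in advance, with a class name followed by "-like" since only transcripts were read. In eWAT the largest classes were preadipocyte-like cells (13913), LAM-like cells (13500) and PVM-like cells (8685), and in iWAT PVM-like cells (15944), progenitor-like cells (11571) and EC-like cells (8887). No eWAT cluster carried neutrophil markers, and the iWAT clusters held 189 neutrophil-like cells. The eWAT class set beside SMCs, of 1458 cells, had no counterpart in iWAT. It is called SMC-like after the paper's class, but its markers were Msln, Upk3b, Krt19, Wt1 and others. Acta2, Myh11 and Tagln were markers of a separate class, so SMC-like cells are not shown to be smooth muscle. In the iWAT library labelled WT-Veh replicate 1, 47.8% of the cells fell in clusters whose markers fit no class, against 1.94% in replicate 2. These cells were left out of the comparisons of gene levels but count in the total of each library, so the iWAT shares of all cells are lowered in replicate 1.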

We identified the major cell types described to be present in the adipose tissue: smooth muscle cells (SMCs), neutrophils, B cell lymphocytes (BCs), endothelial cells (ECs), adipocyte progenitor cells (APCs), natural killer T cells (NKTs), dendritic cells (DCs), perivascular macrophages (PVMs), lipid-associated macrophages (LAMs), non-perivascular-like macrophages (NPVMs), and proliferating-lipid-associated macrophages (PLAMs) (Figures 2B–2E). Visualization of the cell clusters using t-distributed stochastic neighbor embedding (t-SNE) plots of the individual mice showed high reproducibility within groups (Figures S2C and S2D). 

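The APC-like share varied little within a group in eWAT and widely in the iWAT WT-Veh group. In eWAT the APC-like share was 25.2% and 26.2% in the libraries labelled WT-Veh, 39.0% and 44.9% in those labelled ob/ob-Veh, and 25.0% and 26.3% in those labelled ob/ob-Rosi. In iWAT the libraries labelled WT-Veh held 1.76% and 30.2% (3.37% and 30.8% of the cells with a class name), those labelled ob/ob-Veh 45.9% and 50.6%, and those labelled ob/ob-Rosi 27.2% and 38.2%. The iWAT WT-Veh group therefore rests on a pair of libraries unlike in this share and in others, with 10.2% and 29.8% PVM-like, 21.0% and 1.16% BC-like, 1.30% and 5.67% NPVM-like, 29.8% and 12.9% NKT-like and 29.0% and 12.2% EC-like cells among the cells with a class name. Other shares varied within eWAT groups too, with 3.08% and 9.80% NKT-like and 2.68% and 8.59% EC-like cells under the label WT-Veh and 13.3% and 4.98% PVM-like cells under ob/ob-Rosi. Over whole-library UMI sums, each library labelled WT-Veh differed less from the ob/ob-Rosi library of the same number (chi-square per degree of freedom 76.8 and 143 in eWAT, 264 and 113 in iWAT) than from the other WT-Veh library (202 and 545).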

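Mean cell shares of the groups show which classes moved. In eWAT, SMC-like cells made up 1.06% of the cells in the libraries labelled WT-Veh, 6.40% in those labelled ob/ob-Veh and 0.778% in those labelled ob/ob-Rosi, and PVM-like cells 14.5%, 22.2% and 9.14%. EC-like cells made up 5.64%, 5.02% and 7.50%, with a range within the WT-Veh group from 2.68% to 8.59%, wider than the differences between the means. In iWAT, NKT-like cells made up 14.1%, 2.61% and 5.12%, and DC-like cells 1.08%, 8.06% and 1.60%, in the same order of labels. Shares of 1 library add up to 100%, so a rise of a class lowers the others even where their numbers do not change.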

Remarkably, ob/ob-Rosi samples from both eWAT and iWAT presented a shift in the cell clusters away from those in the ob/ob-Veh group to resemble the microenvironment in the lean WT-Veh mice (Figures 2B and 2C).

### Rosi treatment leads to a major shift in macrophage subpopulations

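LAM-like cells are macrophage-like cells in clusters led by Trem2 (chromosome 17, 48346401 to 48354147) and other lipid-handling genes. They made up 30.3% of the eWAT cells in the libraries labelled WT-Veh (27.3% and 33.3%), 0.778% in those labelled ob/ob-Veh (0.447% and 1.11%) and 34.3% in those labelled ob/ob-Rosi (32.7% and 35.9%). In iWAT the means were 2.88%, 0.285% and 6.96% of all cells, and 3.59%, 0.285% and 7.03% of the cells with a class name. As a part of the macrophage-like cells of eWAT the means were 58.2%, 2.46% and 64.2%, so a change in other classes does not account for the difference. By edgeR on the cell numbers, the ob/ob effect in eWAT was −5.28 (standard error 0.573, adjusted p 0.00447) and the Rosi effect 5.47 (0.578, adjusted p 0.00398), with both libraries of a group on the same side. In iWAT the effects were −3.33 (1.25, adjusted p 0.0434) and 4.61 (1.32, adjusted p 0.0155), and −3.65 (1.06, adjusted p 0.00863) and 4.62 (1.11, adjusted p 0.00236) without the cells that have no class name, a fit added after the first was seen. With the replicate number as a block, the iWAT ob/ob effect was −3.54 (adjusted p 0.127) and was not called. Counting macrophage-like cells with LAM transcripts, it was −3.74 (p 0.0749). Leaving out single libraries moved the iWAT ob/ob effect the most, from −4.51 to −2.37, and at the lower clustering resolution iWAT had no LAM-like class. Over all cells, the iWAT calls did not hold in 4 of 6 of these fits: without ob/ob-Veh replicate 1, ob/ob-Veh replicate 2, ob/ob-Rosi replicate 1 and ob/ob-Rosi replicate 2, the adjusted p was 0.151, 0.193, 0.107 and 0.107 for the ob/ob effect and 0.137, 0.211, 0.146 and 0.0629 for the Rosi effect.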

Despite the presence of crown-like structures in the histology of the ob/ob-Veh mice (Figure 1G), we found few LAMs by scRNA-seq in the ob/ob-Veh samples (eWAT and iWAT) (Figures 2B and 2C). We hypothesized that LAMs floated with mADs because of their high lipid content and the gentle dissociation protocol used for scRNA-seq (see STAR Methods). To test this, we collected the top floating layer after eWAT/iWAT enzymatic digestion, plated cells overnight, and then performed confocal imaging. We found numerous F4/80-positive cells within the mAD fraction in both eWAT and iWAT of ob/ob-Veh mice (Figure S3A). A few of these macrophages (Macs) were in the process of phagocytosing apoptotic adipocytes, which also showed Plin1 staining, a lipid droplet marker found in adipocytes. In contrast, ob/ob-Rosi samples showed a decrease in the number of macrophages, as well as drastic morphological differences in macrophages, likely reflecting a different state of activation with fewer classically activated cells (Figure S3A). The effect of Rosi on macrophages switching from an inflammatory to an anti-inflammatory profile has been previously described,^40–42^ and PPARγ activation directs an alternative-activation profile by the interleukin-4 (IL-4)-PPARγ-STAT6 pathway. To better understand the changes in macrophage composition in response to Rosi, we performed flow cytometry to quantify macrophages, inflammatory macrophages (IMs), LAMs, and PVMs (Figure S3B). We found that Rosi treatment decreased the number of IMs and LAMs in both eWAT and iWAT, with a stronger response in the eWAT (Figures S3C–S3F).

### Impact of PPARγ agonist treatment on adipocyte progenitor cells

Further evaluation of histology showed that both eWAT (Figure 3) and iWAT (Figure S4) have emerging multilocular cells that are indicative of newly forming adipocytes in ob/ob-Rosi mice (Figures 3A and S4A, arrowheads). 

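Within the APC-like cells, clusters were named progenitor-like or preadipocyte-like from marker genes. In eWAT the preadipocyte-like share of the APC-like cells was 87.4%, 67.4% and 88.8% in the libraries labelled WT-Veh, ob/ob-Veh and ob/ob-Rosi, and in iWAT 43.5%, 21.5% and 56.3%. Several of the large clusters came mostly from the libraries labelled ob/ob-Veh or mostly from the others. The largest eWAT progenitor-like cluster, of 1283 cells, drew 822 and 439 cells from the libraries labelled ob/ob-Veh and 5, 2, 13 and 2 from the others, and the largest preadipocyte-like cluster, of 4737 cells, drew 4 and 5 from them. Among the 10 genes leading that preadipocyte-like cluster are Lgals3, Apoe and Tyrobp, all abundant in macrophages. Of these, Lgals3 alone stood on the macrophage lists used for naming, while Apoe stood on the preadipocyte list, so the cluster kept its name and its cells count in the eWAT preadipocyte-like comparisons. The eWAT and iWAT clusters led by Cd74 and C1qa, of 394 and 270 cells, were left unnamed. Naming rested on the mean level of the markers of a class, so the names of some clusters are weak: in eWAT preadipocyte-like clusters of 1603, 1330 and 218 cells and iWAT progenitor-like clusters of 1826 and 72 cells, 0 markers of the class stood 2-fold above the other APC-like clusters. The eWAT ones of 1603 and 1330 cells supply 644 and 922, and 834 and 492 cells of the libraries labelled ob/ob-Veh. Progenitor-like cells numbered 259 and 217, 1660 and 680, and 264 and 166 in eWAT, and 129 and 1965, 2725 and 2541, and 903 and 3308 in iWAT, in the order of the labels above, so the libraries labelled WT-Veh and ob/ob-Rosi carry few eWAT progenitor-like cells.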

To evaluate whether acute Rosi treatment could impact the adipocyte progenitor populations that give rise to adipocytes, we focused on the cluster of APCs that were then subclustered into progenitors and preadipocytes (Figures 3B and S4B). Interestingly, Rosi treatment of ob/ob mice remodeled the clusters of progenitors and preadipocytes to states that were transcriptionally similar to those observed in lean mice (Figures 3B and S4B). 

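Distances between libraries were taken over the 2000 most variable genes in the summed counts of the APC-like cells, as Euclidean distances of log2 counts scaled to the same library total (CPM). In eWAT the libraries labelled ob/ob-Rosi lay 49.5 from those labelled WT-Veh and 92.6 from those labelled ob/ob-Veh, a ratio of 0.535, and within-group distances were 50.6, 39.4 and 62.5 for the labels WT-Veh, ob/ob-Veh and ob/ob-Rosi. Leaving out single libraries kept the ratio between 0.516 and 0.555. In iWAT the distances were 73.4 and 78.4, a ratio of 0.936, beside 103 within the WT-Veh group. The iWAT ratio hangs on single libraries and on depth: it was 0.675 without WT-Veh replicate 1, and above 1 without WT-Veh replicate 2 (1.20), ob/ob-Veh replicate 1 (1.02) or ob/ob-Rosi replicate 2 (1.03) and with cells thinned to 700 UMIs (1.18). Between the libraries labelled ob/ob-Rosi and WT-Veh, edgeR called 0 genes in eWAT progenitor-like cells (105 higher and 131 lower at an unadjusted p under 0.05; DESeq2 called 1) and 0 in eWAT preadipocyte-like cells (88 and 142; DESeq2 5). It called 0 in iWAT progenitor-like cells (234 and 202; DESeq2 19) and 0 in iWAT preadipocyte-like cells (167 and 220; DESeq2 23). A count of 0 with 2 libraries per group leaves room for changes of a size that the test misses.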

To confirm the progenitor and preadipocyte identities, we checked the expression of classical markers of progenitors (*Pi16* and *Dpp4*) and preadipocytes (*Icam1* and *Cd36*). eWAT presented a very clear and distinguishing expression of progenitor markers and a more diffused expression of preadipocyte markers, potentially exemplifying a gradient of commitment to the adipogenic lineage (Figure 3C). In contrast, iWAT had very clear separation between progenitors and preadipocytes (Figure S4C). 

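Pi16 (chromosome 17, 29317680 to 29330593) and Dpp4 (chromosome 2, 62330073 to 62412231) were among the genes used to name the eWAT clusters, so their levels describe the naming and do not test it. The same holds for Icam1 and Cd36, which were on the preadipocyte list. Pi16 stood at 1229 CPM in progenitor-like and 99.0 CPM in preadipocyte-like cells, and Dpp4 at 276 and 32.1 CPM. A Dpp4 UMI was found in 64.8% of progenitor-like cells, in 9.93% of preadipocyte-like cells and in 0.674% of LAM-like cells, which should lack the gene. The median depths of these classes were 5793.5, 2840 and 3829.5 UMIs, and with every cell thinned to 700 UMIs, the least that any kept cell holds, the shares were 17.8%, 2.52% and 0.148%. Icam1 (chromosome 9, 21015985 to 21028817) stood at 45.6 and 74.6 CPM and Cd36 (chromosome 5, 17781690 to 17888801) at 48.8 and 117 CPM in progenitor-like and preadipocyte-like cells, while EC-like cells held 5524 CPM of Cd36.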

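In iWAT, Pi16 stood at 4400 CPM in progenitor-like and 225 CPM in preadipocyte-like cells, and Dpp4 at 593 and 79.5 CPM. Icam1 stood at 18.7 and 115 CPM and Cd36 at 69.9 and 276 CPM, with 6758 CPM of Cd36 in EC-like cells. The ratio between the classes is larger than in eWAT for Pi16 and for both preadipocyte markers, and smaller for Dpp4. Since all of these markers were among the genes that named the clusters in both depots, the comparison of depots does not test the identity of the cells.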

Next, we made several comparisons to understand how our APC annotations compared with previously published single-cell analyses to validate our progenitor and preadipocyte populations (Figures S5A and S5B). Our dataset was proven to be similar to previously characterized APCs in eWAT and iWAT^43,44^ and single-nucleus RNA-seq from high-fat-fed mice.^9^

To determine whether Rosi impacts the total number of ob/ob progenitors and preadipocytes in WAT, we performed flow cytometry (Figures 3D and S4D). Since both eWAT and iWAT showed high expression of *Pdgfrα* (Figures S5C and S5D), we defined our gating strategy as follows: lineage exclusion or Lin^-^ (CD31^-^, CD45^-^) and PDGFRα^+^, followed by the isolation of progenitors (DPP4^+^) and preadipocytes (ICAM1^+^ and ICAM1^+^/CD36^+^) (Figure S5E). 

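Pdgfra (chromosome 5, 75152292 to 75198215) stood at 580 CPM in eWAT progenitor-like cells and 601 CPM in eWAT preadipocyte-like cells, against 6.43 CPM in LAM-like cells and 20.7 CPM in EC-like cells. The iWAT levels were 465 and 600 CPM, against 7.33 and 17.3 CPM. Transcript levels do not measure the surface protein that the gate uses.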

In both tissues, we observed a reduction in both frequency and absolute numbers of the less committed populations (PDGFRα^+^ and DPP4^+^) in the ob/ob-Rosi mice compared to ob/ob-Veh (Figures 3E, S4E, S5F, and S5G). Interestingly, we also observed a reduction in the preadipocyte ICAM1^+^ cells in the eWAT at frequency level (Figure S5F) and in iWAT at both absolute number and frequency levels in ob/ob-Rosi mice (Figures S4E and S5G). We then hypothesized that such reduction could reflect more differentiation of those progenitors/preadipocytes into fully mature fat cells. We subsequently gated those preadipocytes with CD36^+^ as a marker of a more differentiated preadipocyte. Even though the eWAT ICAM1^+^ cells did not show a significant increase in the number of ICAM^+^/CD36^+^ cells after Rosi treatment, we did observe more ICAM^+^/CD36^+^ iWAT cells in ob/ob mice treated with Rosi (Figures 3E and S4E). This response in iWAT is consistent with previous observations showing a more robust response to Rosi in subcutaneous adipose tissue.^23^

To test the differentiation potential of APCs after Rosi treatment, we sorted cells from ob/ob mice acutely treated for 3 days with vehicle or Rosi and plated them on a tissue culture plate. Progenitors were defined as Lin^-^, PDGFRα^+^, DPP4^+^, while preadipocytes were defined as Lin^-^, PDGFRα^+^, DPP4^-^ (Figures 3F, 3G, S4F, and S4G). eWAT DPP4^+^ and DPP4^-^ cells from ob/ob-Rosi mice both showed an increase in adipocyte differentiation after 4 days in complete differentiation medium (DMI), suggesting an *ex vivo* advantage in those cells toward the adipogenic lineage (Figures 3F and 3G). iWAT DPP4^+^ and DPP4^-^ cells from ob/ob-Rosi mice, however, showed a very high adipogenic capacity in the same medium, making it hard to precisely quantify lipid droplet number and size (Figures S6A and S6B). Even though both populations of iWAT DPP4^+^ and DPP4^-^ presented a trend toward more differentiation and smaller lipid droplets in the ob/ob-Rosi samples compared to ob/ob-Veh mice, we decided to complete a similar experiment in two additional conditions: (1) dexamethasone and insulin medium (DI) and (2) minimal medium with insulin. In a similar way, iWAT DPP4^+^ and DPP4^-^ cells from ob/ob-Rosi mice treated with DI presented a trend towards more adipogenic differentiation compared to ob/ob-Veh cells (Figures S6C and S6D). Indeed, in minimal medium, iWAT DPP4^+^ and DPP4^-^ cells from ob/ob-Rosi mice presented a significant increase in adipocyte differentiation in both populations compared to ob/ob-Veh mice (Figures S4F and S4G).

### Rosi-dependent remodeling of specific gene networks in adipocyte progenitor cells

Next, we aimed to identify transcripts in progenitors/preadipocytes that correlate with the improvements in glucose metabolism observed in ob/ob mice treated with Rosi. Specifically, we focused on transcripts that are upregulated in ob/ob mice treated with Rosi and transcripts that are downregulated in ob/ob-Veh mice compared to lean mice (Figures 4 and S7). 

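In eWAT progenitor-like cells the ob/ob effect was called for 101 genes higher and 201 lower of 9044 tested, and the Rosi effect for 195 higher and 78 lower. Of these, 46 genes were reversed down, that is, higher in the libraries labelled ob/ob-Veh and lower in those labelled ob/ob-Rosi, and 143 were reversed up. In preadipocyte-like cells, of 12963 genes tested, 309 were reversed down and 449 reversed up. Fits of 20 data sets simulated without any effect gave at most 2 reversed genes. DESeq2 on the same sums gave 45 down and 182 up in progenitor-like cells and 379 down and 583 up in preadipocyte-like cells. With the replicate number as a block, edgeR gave 145 down and 251 up, and 615 and 771. Replicate numbers are not shown to pair the mice. The Wilcoxon test across cells, which takes cells of a mouse as independent, gave more genes reversed down than up, at 949 and 248 in progenitor-like cells and 1248 and 553 in preadipocyte-like cells. Across genes, the correlation of the ob/ob effect with the Rosi effect was −0.833 and −0.912, against −0.301 and −0.462 on average in the simulations. Genes varied independently there, so a deviation common to both ob/ob-Veh libraries was not simulated. Such a deviation would enter both effects with opposite sign and could also add reversed genes.

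Reversed genes are listed by size of the Rosi effect, with CPM in the order WT-Veh, ob/ob-Veh, ob/ob-Rosi and 2 libraries each. In progenitor-like cells Cpxm2 (chromosome 7, 132032687 to 132154739, with 25.5 and 130, 1.41 and 2.02, and 16.7 and 220 CPM) had a Rosi effect of 6.12 (standard error 1.01, adjusted p 0.00571), Myoc (chromosome 1, 162639155 to 162649693, with 70.7 and 128, 2.12 and 6.88, and 113 and 385 CPM) 5.91 (0.672, 7.82e-04) and Fxyd6 (chromosome 9, 45370185 to 45396159, with 51.1 and 142, 1.85 and 3.85, and 32.1 and 283 CPM) 5.87 (0.873, 0.00341). All 3 are among the genes leading an eWAT progenitor-like cluster of 261 cells, to which the libraries gave 33 and 81 (WT-Veh), 0 and 8 (ob/ob-Veh), and 27 and 112 cells (ob/ob-Rosi), so the share of this cluster and the level per cell are not separated for them. Without ob/ob-Rosi replicate 2 the effects were 3.35 for Cpxm2 (adjusted p 0.243), 4.84 for Myoc and 3.64 for Fxyd6 (adjusted p 0.0355). Among those reversed down were Il6 (chromosome 5, 30013114 to 30019981, with 0 and 13.8, 255 and 168, and 28.2 and 3.06 CPM) at −3.69 (0.649, 0.00853), Ptgs2 (chromosome 1, 150100031 to 150108227, with 108 and 62.6, 1068 and 735, and 130 and 15.3 CPM) at −3.61 (0.648, 0.00956) and Socs3 (chromosome 11, 117966079 to 117970047, with 141 and 205, 743 and 628, and 91.1 and 65.8 CPM) at −3.12 (0.324, 4.14e-04). Without ob/ob-Rosi replicate 1 the effects were −6.10 for Il6 and −5.88 for Ptgs2, and without replicate 2 −2.90 and −2.79. Ptgs2 leads a progenitor-like cluster of 1081 cells, with 834 and 231 from the libraries labelled ob/ob-Veh and 0, 6, 9 and 1 from the others. Dissociation genes made up 2.83% and 2.51% of progenitor-like UMIs under ob/ob-Veh, 1.33% and 1.35% under WT-Veh, and 1.54% and 0.929% under ob/ob-Rosi. Cluster share and a response to digestion are thus not separated from these changes. In preadipocyte-like cells Trem2 (184 and 140, 1.79 and 3.08, and 121 and 141 CPM) had 5.74 (0.364, 7.44e-05), Tagln (chromosome 9, 45929619 to 45936058, with 199 and 88.5, 3.34 and 2.10, and 96.8 and 186 CPM) 5.70 (0.526, 3.11e-04) and Timp1 (chromosome X, 20870166 to 20874735, with 992 and 497, 30.4 and 26.3, and 522 and 1003 CPM) 4.75 (0.445, 3.18e-04). Reversed down were Sult1e1 (chromosome 5, 87575969 to 87591594, with 44.2 and 18.0, 1991 and 1348, and 56.9 and 16.5 CPM) at −5.52 (0.638, 6.95e-04), Trf (chromosome 9, 103204001 to 103230444, with 163 and 114, 720 and 986, and 116 and 60.7 CPM) at −3.28 (0.374, 6.58e-04) and Wnt5a (chromosome 14, 28504750 to 28527448, with 29.3 and 26.6, 137 and 155, and 22.0 and 12.0 CPM) at −3.12 (0.323, 4.56e-04). Sult1e1 and Trf lead a preadipocyte-like cluster of 1803 cells, with 900 and 890 from the libraries labelled ob/ob-Veh and 3, 0, 9 and 1 from the others. Timp1 is among the genes leading clusters of 2494 and 1728 cells, to which the ob/ob-Veh libraries gave 12 and 5, and 1 and 2. Cluster share and level per cell are not separated for them either. Of the genes reversed up, 83 of 143 (58.0%) in progenitor-like and 211 of 449 (47.0%) in preadipocyte-like cells stood at least 5-fold higher in another cell class, against 9.11% and 15.4% of the genes tested, and Trem2 is a macrophage gene. Over the fits without a library, the counts in progenitor-like cells went from 10 down (without WT-Veh replicate 2) to 144 down (without ob/ob-Rosi replicate 1), and from 44 up (without ob/ob-Veh replicate 1) to 240 up (without ob/ob-Rosi replicate 1).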

Our findings show that Rosi treatment mainly decreased the upregulated obesity-associated genes in the eWAT progenitor/preadipocyte cells (Figures 4A and 4B). eWAT preadipocytes showed a greater overlap in genes upregulated by obesity and downregulated by Rosi than the progenitor cells (Figures 4A and 4B). These reversed pathways, which were upregulated in obesity but downregulated by Rosi, were enriched for inflammatory response processes such as the nuclear factor κB (NF-κB) pathway (Figure 4C). 

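NF-κB signaling was read from a list of genes that TNF induces through NF-κB. Over the 25 tested in eWAT progenitor-like cells the median Rosi effect was −1.35, with 4 genes higher and 10 called lower, and in preadipocyte-like cells −0.67, with 8 higher and 7 called lower. The rotation test fry of limma, adjusted over all lists of the depot, gave 0.0822 and 0.213. The ob/ob effect had medians of 1.10 and 0.27. The list overlaps the genes that warm digestion of tissue induces, whose Rosi effect had medians of −0.80 and −0.58.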

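A list of genes induced by TGF-β gave, over the 25 tested in eWAT progenitor-like cells, a median Rosi effect of 0.21 (13 higher, 5 called higher and 0 lower, adjusted p 0.161), and in preadipocyte-like cells 0.71 (18 higher, 10 called higher and 2 lower, adjusted p 0.135). The ob/ob effect had medians of −0.27 and −0.73. Extracellular matrix genes, a readout of fibrosis, had a Rosi effect of 0.33 in progenitor-like cells (25 of 36 higher, adjusted p 0.0192) and 0.72 in preadipocyte-like cells (28 of 36 higher, adjusted p 0.00892), so the libraries labelled ob/ob-Rosi held more of these transcripts than those labelled ob/ob-Veh.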

Interestingly, eWAT progenitor cells had downregulated pathways such as transforming growth factor β (TGF-β) signaling, conceivably reflecting a decrease in the progenitor fibroinflammatory profile (Figure 4C).^9^ In contrast, the reversed pathways that were downregulated in obesity but upregulated by Rosi were related to pathways such as PPAR signaling and adipogenesis pathways (Figure 4D). 

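Genes of PPAR targets and adipocyte differentiation had a median Rosi effect of 0.32 over 22 genes in eWAT progenitor-like cells (15 higher, 4 called, adjusted p 0.135) and 0.33 over 28 genes in preadipocyte-like cells (17 higher, 3 called higher and 1 lower, adjusted p 0.365). The ob/ob effect had medians of −0.40 and −0.59. Without library ob/ob-Rosi replicate 2 the preadipocyte-like median was 0.02. In EC-like cells, which hold the most Pparg (chromosome 6, 115360951 to 115490399) of the eWAT classes at 201 CPM, the median was −0.50, with 10 of 30 genes called lower, and −0.14 over the 23 genes that are not on the list of adipocyte RNA (fry p 0.0614 before adjustment).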

Surprisingly, we also observed an increase in ribosome and peptide chain elongation pathways in preadipocytes (Figure 4D).

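Over the 79 ribosomal protein genes the median Rosi effect in eWAT preadipocyte-like cells was 0.21, with 57 higher, 0 called by edgeR and 3 by DESeq2, and in progenitor-like cells −0.04, with 35 higher. The fry test gave 0.132 and 0.478 before adjustment and 0.264 and 0.645 after it. At an unadjusted p under 0.05 the list as a whole is therefore not separated from 0 in either class. The 6 elongation factor genes had medians of 0.17 and −0.06 (5 and 3 higher). Normalization by library size alone gave the ribosomal list a median of 0.14 in preadipocyte-like cells, the lowest among the normalizations.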

Unlike eWAT, iWAT progenitor/preadipocyte cells showed a different pattern in response to Rosi (Figures S7A–S7D). In the iWAT progenitors, Rosi reversed similar numbers of up- and downregulated obesity-associated genes. However, in the iWAT preadipocytes, Rosi mainly increased the downregulated obesity-associated genes, which is opposite to the trend in eWAT preadipocytes, where Rosi primarily inhibited the upregulated genes in obesity (Figures S7A and S7B). 

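In iWAT progenitor-like cells the ob/ob effect was called for 77 genes higher and 69 lower of 12716 tested, and the Rosi effect for 219 higher and 177 lower, with 69 genes reversed down and 52 reversed up. DESeq2 gave 126 down and 157 up, and the test across cells 1419 and 1279. Simulated data without an effect gave a correlation of the effects of −0.411 on average, against −0.797 observed. With CPM in the order of labels WT-Veh, ob/ob-Veh and ob/ob-Rosi, Fabp5 (chromosome 3, 10012548 to 10016607, with 154 and 72.8, 4.78 and 6.34, and 127 and 73.8 CPM) had a Rosi effect of 4.17 (standard error 0.447, adjusted p 0.00269), Ass1 (chromosome 2, 31470207 to 31520672, with 9.87 and 42.2, 3.32 and 4.54, and 31.8 and 73.1 CPM) 3.76 (0.576, 0.0130) and Il34 (chromosome 8, 110741829 to 110805924, with 159 and 281, 13.9 and 18.6, and 133 and 300 CPM) 3.74 (0.459, 0.00502). Il1r2 (chromosome 1, 40074079 to 40125231, with 40.9 and 57.0, 696 and 647, and 80.7 and 45.3 CPM) had −3.42 (0.357, 0.00269), C2 (chromosome 17, 34862604 to 34898265, with 15.5 and 9.86, 73.9 and 62.1, and 13.6 and 6.02 CPM) −2.85 (0.392, 0.00809) and Gdf10 (chromosome 14, 33923587 to 33937983, with 28.2 and 23.3, 171 and 131, and 23.6 and 22.8 CPM) −2.70 (0.268, 0.00253). A single library decides these counts: without WT-Veh replicate 1 they were 256 down and 581 up, and without either library labelled ob/ob-Veh they were 0.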

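In iWAT preadipocyte-like cells 10 genes were reversed down and 6 reversed up of 11829 tested, from 12 genes higher and 17 lower in the ob/ob effect and 98 higher and 93 lower in the Rosi effect. DESeq2 gave 117 down and 178 up, the test across cells 748 and 1314, and edgeR without WT-Veh replicate 1 gave 214 and 540. More genes were reversed up than down in each of these. The opposite holds for the main edgeR fit of all libraries, on few reversed genes. With all libraries, edgeR gave 249 down and 369 up without a filter on low counts. It gave 235 and 360 with the replicate number as a block, and 14 and 7 with library size alone. With CPM in the order WT-Veh, ob/ob-Veh, ob/ob-Rosi by label, Cd300lg (chromosome 11, 102041509 to 102055620, with 80.7 and 189, 3.67 and 10.1, and 50.9 and 88.1 CPM) had a Rosi effect of 3.27 (standard error 0.552, adjusted p 0.0325), Cyp4b1 (chromosome 4, 115624725 to 115647723, with 70.6 and 68.8, 5.04 and 14.9, and 97.4 and 90.1 CPM) 3.17 (0.415, 0.0219) and Fabp5 (201 and 298, 13.3 and 15.8, and 142 and 117 CPM) 3.15 (0.330, 0.0115). Dkk2 (chromosome 3, 132085292 to 132180304, with 15.1 and 19.1, 85.7 and 116, and 18.2 and 12.8 CPM) had −2.71 (0.310, 0.0142), Sfrp4 (chromosome 13, 19623104 to 19632994, with 64.3 and 42.8, 282 and 235, and 47.5 and 60.5 CPM) −2.26 (0.307, 0.0236) and Il1r2 (25.2 and 20.4, 284 and 201, and 65.7 and 40.0 CPM) −2.20 (0.335, 0.0295). Of these reversed genes, 3 of 6 up and 5 of 10 down stood at least 5-fold higher in another cell class, against 13.5% of the genes tested. In iWAT progenitor-like cells this held for 10 of 52 up and 20 of 69 down, against 17.1% of the genes tested. In eWAT the count of genes reversed up exceeded that of genes reversed down by edgeR and DESeq2. The test across cells gave the opposite in eWAT, with 949 down and 248 up in progenitor-like and 1248 and 553 in preadipocyte-like cells.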

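In iWAT the TNF and NF-κB genes had a median Rosi effect of −0.68 in progenitor-like cells (5 of 25 higher, 5 called lower, adjusted p 0.0847) and −0.47 in preadipocyte-like cells (8 of 25 higher, 2 called lower, adjusted p 0.356). Complement genes had medians of −0.54 (7 of 17 higher, 2 called lower, adjusted p 0.158) and −0.69 (3 of 16 higher, 0 called by edgeR, adjusted p 0.371). In eWAT the same complement genes had medians of 0.76 (9 of 14 higher, 5 called, adjusted p 0.00892) and 0.30 (11 of 16 higher, 5 called), so the depots differ in sign for this list when the libraries are taken by their labels.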

Similar to eWAT, iWAT progenitors/preadipocytes showed a decrease in inflammation in the reserved set of genes that were downregulated by Rosi, such as activation of complement and tumor necrosis factor a (TNF-α) signaling via NF-kB (Figure S7C). 

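PPAR and adipogenesis genes had a median Rosi effect of 0.01 in iWAT progenitor-like cells (13 of 26 higher, 1 called in each direction, adjusted p 0.885) and 0.16 in preadipocyte-like cells (14 of 28 higher, 1 called, adjusted p 0.636). The progenitor-like median changed sign without ob/ob-Veh replicate 1 (−0.27), with library-size normalization (−0.14) and after thinning (−0.11). The ob/ob effect had medians of −0.08 and −1.19.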

Rosi-induced pathways are involved in adipogenesis and fatty acid metabolism in both iWAT APC populations (Figure S7D). In contrast to the eWAT cells, however, in iWAT we found more shared pathways between progenitors and preadipocytes in both the downregulated and the upregulated sets (Figures S7C and S7D). Interestingly, we again observed an upregulation in the ribosome, peptide chain elongation, and the eIF pathway in both iWAT progenitors and preadipocytes. Moreover, upstream regulators of translation, such as metabolism of amino acids and mTOR signaling,^36^ were also upregulated in the progenitor cells (Figure S7D).

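All 79 ribosomal protein genes had a positive Rosi effect in both iWAT classes, with medians of 1.09 in progenitor-like and 1.07 in preadipocyte-like cells. Called over all tested genes were 1 and 3 of them, and 61 and 62 when p was adjusted over the list alone. The fry test gave 0.0655 and 0.0217, and 0.227 and 0.158 adjusted over the lists of the depot, and camera, which allows for correlation among the genes of a list, gave 0.189 and 0.114. The fry value of 0.0217 in preadipocyte-like cells hangs on single libraries. That result did not hold in 4 fits without a library, while the median over all such fits stayed between 0.99 and 1.13. Ribosomal protein genes made up 10.2% and 11.0% of the progenitor-like UMIs in the libraries labelled ob/ob-Veh, 17.2% and 22.5% in those labelled ob/ob-Rosi, and 12.8% and 20.6% in those labelled WT-Veh. Initiation factor genes had medians of 0.65 and 0.61 (26 of 30 higher in both classes, adjusted p 0.214 and 0.158), and elongation factor genes 0.75 and 0.62 (6 and 5 of 6 higher, adjusted p 0.316 and 0.241). Leaving out ob/ob-Rosi replicate 2 lowered the ribosomal median in progenitor-like cells the most, to 0.85.

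**Figure D2:**
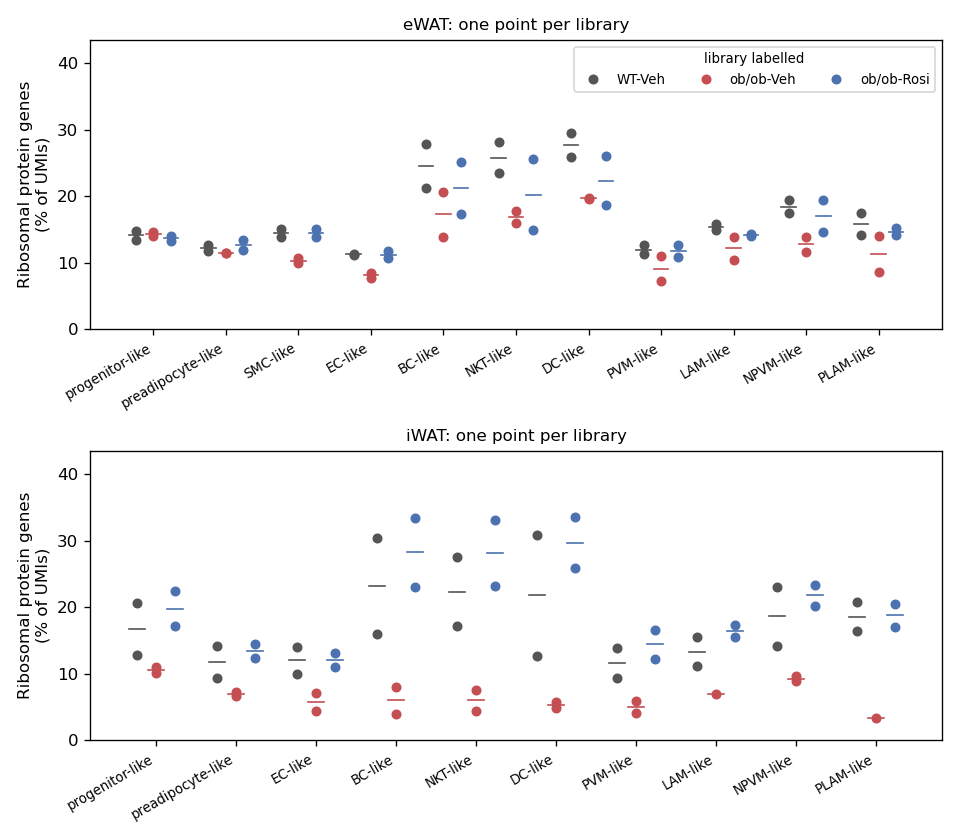
Share of UMIs from ribosomal protein genes (%) in each population of eWAT (top) and iWAT (bottom), a point per library and a bar at the mean of each label. In iWAT progenitor-like cells the libraries labelled ob/ob-Veh sit at 10.2% and 11.0%, below those of the other labels.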

### Rosi-dependent remodeling of the transcriptional landscape in other cell populations in the adipose stromal vascular fraction

We completed further analysis of other cell types in the adipose SVF to provide a Rosi transcriptional atlas (Figures S8 and S9). For the eWAT cells (Figure S8), we were able to assess nine populations: macrophages (LAMs, PLAMs, NPVMs, and PVMs), NKT cells, BCs, DCs, ECs, and SMCs. 

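In eWAT 9 populations besides APCs could be fitted, each with at least 20 cells in all 6 libraries. The lowest numbers were 21 PLAM-like and 30 BC-like cells per library. Genes reversed down and up numbered 64 and 70 in LAM-like, 680 and 659 in PLAM-like, 194 and 205 in NPVM-like and 95 and 159 in PVM-like cells. They numbered 145 and 105 in NKT-like, 22 and 37 in DC-like, 78 and 175 in EC-like and 19 and 64 in SMC-like cells, by the labels of the libraries.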

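No eWAT cluster was neutrophil-like at any clustering resolution used, so reversed genes could not be counted for neutrophils in eWAT.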

We found fewer than 30 genes reversed in neutrophils; therefore, we did not include the UpSet graph. Cells expressing PPARγ, such as macrophages, NKTs, ECs, and SMCs, had a robust response to Rosi^45–50^ (Figures S8A–S8I). 

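Outside EC-like cells, eWAT levels of Pparg were 33.4 CPM in LAM-like, 27.5 in PLAM-like, 23.0 in NPVM-like, 7.42 in PVM-like, 12.0 in NKT-like and 1.65 in SMC-like cells, beside 13.4 in preadipocyte-like and 1.00 in progenitor-like cells. Levels of Pparg and numbers of genes called in the Rosi effect were not in the same order: EC-like cells had 235 genes higher and 179 lower, PLAM-like cells 745 and 732, and SMC-like cells 83 and 25.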

The only exception was the BCs, which had a very small gene intersection between genes altered in obesity and those being modulated by Rosi (Figure S8F). 

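In eWAT BC-like cells 0 genes were reversed down and 12 reversed up by edgeR, of 4192 tested, with 24 called higher and 0 lower in the Rosi effect (198 and 189 at an unadjusted p under 0.05). The class holds 30 to 161 cells per library, the fewest in the libraries labelled ob/ob-Rosi, and fewer genes could be tested than in any other eWAT class, so the low count does not separate a weak response from a low number of cells.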

In a manner similar to that of the eWAT progenitors/preadipocytes, the rest of the SVF had a more robust Rosi response towards the downregulation of genes previously upregulated in the ob/ob-Veh mice (Figures S8J and S8K). Collectively, the downregulated pathways involved several inflammatory and fibrosis pathways, with pathways such as IL-7 being reversed uniquely in the NKTs (Figure S8J). These results emphasized a shift towards a less inflammatory microenvironment in the eWAT after Rosi treatment. 

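Summed over the 9 populations, 1297 genes were reversed down and 1486 reversed up, by the labels. More were reversed down than up in NKT-like and PLAM-like cells, and fewer in the remaining 7 populations. Leaving out 1 library kept the sums between 519 and 1993 down and between 625 and 2324 up.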

The upregulated pathways by Rosi again included the ribosome pathway, as shown in the progenitors/preadipocytes. In addition, Rosi treatment increased the expression of pathways involved in cholesterol metabolism and the respiratory electron transport chain (ETC) in macrophages (PLAMs, NPVMs, and PVM) and NKTs and also uniquely upregulated glycolysis and peroxisome pathways in PLAMs (Figure S8K).

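The median Rosi effect on the ribosomal protein genes was above 0 in all 9 eWAT populations: 0.65 in SMC-like, 0.52 in EC-like, 0.18 in BC-like, 0.44 in NKT-like, 0.32 in DC-like, 0.57 in PVM-like, 0.48 in LAM-like, 0.49 in NPVM-like and 0.55 in PLAM-like cells. Called over all tested genes were 4 in EC-like, 2 in SMC-like, 2 in LAM-like and 1 in NPVM-like cells. In BC-like, NKT-like and DC-like cells the median changed sign without a single library, to −0.10, −0.14 and −0.08.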

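Genes of oxidative phosphorylation had a median Rosi effect of 0.77 in PLAM-like (64 of 66 higher, 16 called), 0.51 in NPVM-like (62 higher, 5 called), 0.74 in PVM-like (66 higher, 2 called) and 0.55 in NKT-like cells (64 higher, 1 called) of eWAT. Genes of cholesterol synthesis had medians of −0.03, −0.04, 0.12 and −0.20, with 10 of 21, 10 of 21, 12 of 21 and 7 of 21 higher. Cholesterol metabolism covers more genes than its synthesis, and glycolysis and peroxisome genes were not listed in advance and were not tested.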

Similar to the iWAT progenitors/preadipocytes, iWAT stromal cells had a strong upregulation by Rosi of genes downregulated in obesity, which is opposite to the eWAT cells in general (Figure S9). 

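Over the 6 iWAT populations with 6 libraries, 529 genes were reversed down and 525 reversed up, by the labels. DESeq2 gave 806 and 1663. Without library WT-Veh replicate 1 the sums were 2217 and 4132, and without ob/ob-Veh replicate 1 they were 3 and 0, so a single library decides both the numbers and their balance.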

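In iWAT 6 populations had at least 20 cells in every library, and LAM-like and PLAM-like cells were fitted with 5 libraries, as the ob/ob-Veh replicate 2 library held 9 and 19 of them. Genes reversed down and up numbered 14 and 7 in EC-like, 10 and 6 in BC-like, 177 and 311 in DC-like, 311 and 196 in PVM-like and 17 and 5 in NPVM-like cells. In NKT-like cells edgeR gave 0 reversed genes, with 942 genes higher and 784 lower in the Rosi effect at an unadjusted p under 0.05. In LAM-like and PLAM-like cells the lone ob/ob-Veh library enters both effects and the spread comes from the other groups, so their counts are not set beside these.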

We were able to analyze eight populations: macrophages (LAMs, NPVMs, PVMs, and PLAMs), NKTs, BCs, DCs, and ECs. 

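Neutrophil-like cells numbered 40 and 39 in the iWAT libraries labelled WT-Veh, 6 and 6 in those labelled ob/ob-Veh and 67 and 31 in those labelled ob/ob-Rosi, so the libraries labelled ob/ob-Veh held too few cells for a comparison.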

The only population we were not able to assess the Rosi response of was the neutrophils, due to a low number of genes being reversed by Rosi (Figures S9A–S9H). 

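For the TNF and NF-κB genes the median Rosi effect was 0.35 in NPVM-like, 0.02 in PVM-like, −0.46 in NKT-like and −0.12 in EC-like cells of iWAT. For extracellular matrix genes the medians were −0.34, −0.69, −0.80 and −0.15, with 12 of 34, 8 of 36, 7 of 35 and 16 of 36 higher, and in PVM-like cells 11 were called lower. For hypoxia genes they were 0.55, 0.25, 0.35 and 0.41. Apoptosis genes were not listed in advance and were not tested.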

There were fewer pathways downregulated by Rosi; these included apoptosis, TNF-α signaling, extracellular matrix organization, and hypoxia pathways that were shared by multiple cell types, such as macrophages (NPVMs and PVMs), NKTs, and ECs (Figure S9I). The pathways upregulated by Rosi included anabolic pathways such as the ribosome, peptide chain elongation, and eIF pathway, as well as the ETC pathway, and fatty acid metabolism, across cell types (Figure S9J).

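In every iWAT population all 79 ribosomal protein genes had a positive Rosi effect by the labels, with medians of 1.47 in EC-like, 2.68 in BC-like, 2.67 in NKT-like, 3.15 in DC-like, 1.87 in PVM-like, 1.65 in LAM-like, 1.83 in NPVM-like and 3.25 in PLAM-like cells, all above those in progenitor-like and preadipocyte-like cells. LAM-like and PLAM-like cells had a single library labelled ob/ob-Veh, with 32 and 40 cells, so their values carry little weight. Called in the others were 71 in DC-like, 62 in PVM-like, 49 in BC-like, 7 in NPVM-like and 0 in EC-like and NKT-like cells. Oxidative phosphorylation genes had medians of 1.01 in EC-like, 1.66 in BC-like, 1.74 in NKT-like, 2.02 in DC-like, 1.44 in PVM-like, 1.33 in LAM-like, 1.68 in NPVM-like and 2.54 in PLAM-like cells. Initiation factor genes ranged from 0.70 in PVM-like to 1.17 in DC-like cells, and elongation factor genes from 0.94 in PVM-like to 2.22 in PLAM-like cells, with 1.92 in DC-like cells. Ribosomal protein genes made up 5.35% of DC-like UMIs in the libraries labelled ob/ob-Veh and 29.7% in those labelled ob/ob-Rosi. In direction the rise is thus common to the iWAT populations, also to those with both libraries in each group.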

### Induction of ribosomal transcriptional signature with PPARγ agonist treatment in adipocyte progenitor cells

Given the observed potential role of PPARγ agonists in remodeling both the transcriptional landscape and the translation machinery in adipose cells, we conducted a detailed analysis of progenitor/preadipocyte cells to understand how Rosi influences the ribosomal transcriptional signature. Among the genes associated with ribosome homeostasis modulated by Rosi (Figure 5A), iWAT progenitors and preadipocyte cells from ob/ob-Rosi mice showed a significant upregulation of several small ribosomal (Rps) and large ribosomal (Rpl) transcripts (lanes 4 and 8) compared to ob/ob-Veh mice (Figure 5A). Conversely, in eWAT ob/ob-Rosi samples, there was a major upregulation of ribosome genes primarily in the preadipocyte population compared to eWAT ob/ob-Veh mice (lanes 2 and 6) (Figure 5A), likely indicating an increase in protein synthesis necessary for final adipocyte differentiation.

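Of the ribosomal genes named in the figure, the Rosi effects in iWAT progenitor-like and preadipocyte-like cells were 1.43 and 1.45 for Rpl11, 1.21 and 1.21 for Rpl19, 1.09 and 0.81 for Rpl23a, 0.84 and 0.76 for Rps3a1, 1.27 and 1.28 for Rps14 and 0.86 and 0.77 for Rps27a. The lowest adjusted p of these in edgeR was 0.0727, for Rpl11 in preadipocyte-like cells. For Rpl11 both libraries labelled ob/ob-Rosi were above both labelled ob/ob-Veh in both classes.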

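In eWAT the Rosi effects in progenitor-like and preadipocyte-like cells were 0.47 and 0.59 for Rpl11, 0.15 and 0.42 for Rpl19, −0.51 and −0.26 for Rpl23a, −0.0041 and 0.40 for Rps3a1, −0.07 and 0.06 for Rps14 and 0.16 and 0.30 for Rps27a. Ribosomal protein genes made up 11.4% and 11.5% of the preadipocyte-like UMIs in the libraries labelled ob/ob-Veh and 11.9% and 13.4% in those labelled ob/ob-Rosi, and in progenitor-like cells 14.1% and 14.6%, and 13.2% and 14.1%. Tested within libraries, the Rosi effect on the list was 0.30 higher in preadipocyte-like than in progenitor-like cells of eWAT, with all 79 genes on that side (fry p 0.0150, but 0.0955 and 0.0654 without ob/ob-Veh replicate 1 and replicate 2), and it differed by −0.05 in iWAT (fry p 0.793). From the rise in preadipocytes, the paper proposes that the protein synthesis needed for the last steps of adipocyte differentiation increases.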

To test whether ribosomal proteins were induced by Rosi, we performed proteomics from the iWAT SVF of ob/ob mice differentiated in the presence or absence of Rosi (Figure 5B). We found several small and large ribosomal proteins being upregulated after Rosi treatment compared to controls (Figure 5C). To test whether ribosomal gene expression is regulated by PPARγ, we analyzed a PPARγ chromatin immunoprecipitation sequencing (ChIP-seq) dataset^51^ using differentiated SVF from BAT, eWAT, and iWAT. Reanalysis of this dataset showed a total of 41 PPARγ binding sites in the eWAT and 24 PPARγ binding sites in the iWAT that are located either at sites proximal to certain ribosome genes, such as on *Rpl23a* and *Rps3a1*, or at more distant sites of select ribosome genes such as *Rpl11*, *Rpl19*, *Rps14*, and *Rps27a* (Figure 5D). We confirmed PPARγ binding to PPAR-response elements (PPREs) on several ribosomal genes by ChIP-qPCR (Figure 5E). We also took an unbiased approach and completed motif analysis of differentially regulated ribosomal genes and found that HNF4a was highly ranked (Figure S10A), which has been previously shown to also regulate ribosomal gene expression.^52^ Although not highly ranked, PPARγ was identified through this analysis as well (Figure S10A).

### Rosi promotes translation in ob/ob mice

Ribosomes play an essential role in translation and are dynamic and heterogenic and present a fast turnover in eukaryotes.^53^ Recent studies have shown significant heterogeneity of ribosomes,^54^ ribosome-mediated specificity,^55^ 5′ UTR functional structures directing translation,^56^ and post-translational modifications.^57,58^ To understand the role of PPARγ agonists on translation, we first measured *in vivo* protein synthesis in the adipose tissue using the surface sensing of translation (SUnSET) assay (Figure 6A). Briefly, mice received an intraperitoneal dose of puromycin—a structural analog of tyrosyl-tRNA—which is incorporated into nascent peptides that are detected by immunoblot analysis. Using this approach, we found that eWAT and iWAT showed increased puromycin labeling, indicating an increase in protein synthesis in the ob/ob-Rosi-treated mice compared to ob/ob-Veh controls (Figure 6B).

To determine whether remodeling in the ribosome-related pathways had an impact on translation and to understand which mRNA networks were differentially translated in response to Rosi, we carried out polysome profiling followed by RNA-seq (Figure 6C). Briefly, cells from SVF of ob/ob mice were differentiated with either DMI-Veh or DMI-Rosi for 4 days *in vitro* (to mimic the *in vivo* Rosi treatment). Polysome profiles from eWAT SVF of ob/ob-Veh and ob/ob-Rosi were found to be similar in both eWAT (Figure 6D) and iWAT (Figure S10B). Subsequently, we conducted polysome sequencing on eWAT SVF to profile highly translating mRNAs. This choice was driven by eWAT’s (1) robust tissue environment remodeling after Rosi treatment (Figures 1G and 2B) and (2) substantial difference in *ex vivo* adipogenesis between Veh and Rosi coupled with (3) its comparatively less understood response to Rosi relative to iWAT. Briefly, input total RNA (control samples) and mRNA from polysome fractions containing more than three ribosomes were extracted and sequenced (Figure 6E). We completed differential gene expression analysis from the polysome fractions between the ob/ob-Rosi group and the ob/ob-Veh group. As a comparison, we also measured differential gene expression on total RNA. In both datasets, transcripts with an adjusted *p* value below 0.05 and a log2 fold change (FC) exceeding 0.2 were designated as differentially expressed. We found >1,400 differentially expressed genes (DEGs) with total RNA and 116 DEGs in the polysome fraction, suggesting translational buffering (Table S1). Translational buffering opposes the impact of alterations in mRNA levels on the proteome by compensating, equilibrating, and offsetting translation^59^ (Figure 6F). These findings suggest significant selectivity in which mRNAs are found in the polysome fraction and are highly translated in response to Rosi.

Among the pathways enriched in the DEGs identified from total RNA-seq (input) are lysosomes, immune response (TNF-α and TGF-β), and oxidative phosphorylation pathways (Figure 6G). In contrast, DEGs being highly translated in the polysome fraction were enriched for more selective pathways pertaining to adipocyte functions, including adipokine signaling pathway, triglyceride biosynthesis, and adipogenesis (Figure 6G). The 85 shared DEGs were enriched for the same pathways as the ones enriched by polysome fraction DEGs, including glycerophospholipid biosynthesis (pathway-wise mean log2(FC) of 1.21 with total RNA FC values and 1.35 with polysome fraction FC values) and PPARa pathway (mean log2FC of 1.54 with total RNA FC values and 2.0 with polysome fraction FC values) (Figure 6G). These results highlight how eWAT switches its translatome from inflammatory pathways to a metabolic/adipogenic profile after Rosi treatment.

To validate the above findings from eWAT SVF, we also examined the response in the primary SVF cells in both eWAT and iWAT by qPCR (Figures S10C–S10E). We selected the highly ranked targets based on the degree of change between groups (log2FC), which included several fat-specific genes such as *Adipoq*, *Arxes1*, *Fabp4*, *Plin1*, and *Aqp7*. Surprisingly, we found unique patterns of selectivity in the eWAT SVF, with *Adipoq*, *Arxes1*, and *Fabp4* presenting higher expression in the polysome fraction than in the total RNA, highlighting robust translational induction, whereas *Plin1* and *Aqp7* showing a more modest trend (Figure S10D). In contrast, the iWAT SVF presented a similar pattern of higher polysome occupancy for all those targets, emphasizing a fat-depot specialization in response to Rosi (Figure S10E) and potentially explaining its stronger response to Rosi. We also ranked by fold change the transcripts present only in the polysomes (Figure S10F), highlighting, for instance, the presence of important adipose genes such as *Clstn3*.^60^

Next, we addressed whether changes in translation lead to similar changes at the protein level by completing a proteomics analysis (Figure 5B). We found that several adipogenic proteins were upregulated by Rosi (Figure 6H), confirming a positive correlation between translational activity (Figures S10D and S10E) and protein expression and showing a fine regulation of selected proteins being upregulated between the polysome and the proteomics (Figure 6I). Since most of these targets are direct targets of PPARγ, we were also able to validate the expression by immunoblot of FABP4 (Figure 6J).

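The ob/ob effect on the ribosomal protein genes, that is, the libraries labelled ob/ob-Veh against those labelled WT-Veh, had a median of −0.84 in iWAT progenitor-like cells (3 of 79 higher, fry p 0.155) and −0.94 in preadipocyte-like cells (4 higher, fry p 0.0509). Without library WT-Veh replicate 2 the medians were −0.34 and −0.46. In eWAT they were −2.11e-05 (fry p 0.994) and −0.17 (21 of 79 higher, fry p 0.163).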

Our observation that ob/ob mice have reduced expression of ribosomal factors as measured by scRNA-seq compared to lean mice suggests that inhibition of translation may be a driving factor that leads to impaired adipogenesis in obesity. To test this hypothesis, we incubated 10T1/2^clone#22^ cells with a translation inhibitor targeting eIF4A (CR-1–31-B) as described in the STAR Methods (Figures 6K and 6L). At day 3 of differentiation, control cells showed significant differentiation, while cells treated with 10 nM CR-1–31-B had few lipid droplets (Figures 6K and 6L). Notably, at 25 nM, we noted cell death after 48 h (data not shown) (Figure S10G). Using a similar paradigm, we repeated the experiment with sorted iWAT DPP4^+^ and DPP4^-^ cells and found that control (DPP4^+^ and DPP4^-^) cells from ob/ob-Rosi mice had increased adipogenic potential compared to ob/ob-Veh mice (Figure S10H). Interestingly, after translation was blocked, both ob/ob-Veh and ob/ob-Rosi cells showed similar differentiation (Figure S10H). We noted that CR-1–31-B had a stronger effect on differentiation in 10T1/2 cells, perhaps because primary cells were strongly committed to the adipogenic lineage, showing lipid droplets within 24 h; therefore, blocking translation did not impact the existing lipid droplets.

### Identification of GC-rich motifs in the 5′ UTR of mRNAs with enhanced translational efficiency induced by Rosi

Translation is a predominant process for protein synthesis that regulates the global level of gene expression products.^61^ To determine whether Rosi impacts translation efficiency, we reanalyzed the polysome sequencing data by normalizing polysome-enriched RNAs to total RNA. This approach allowed us to systematically identify transcripts with differential translation efficiency (DTETs) (Figure 7A, see STAR Methods^62^). A total of 135 transcripts had increased translational efficiency by Rosi and 206 were downregulated (Figure 7B). Intriguingly, upregulated transcripts were not necessarily direct targets of PPARγ (Figure 7B), highlighting an enhancement in translation efficiency independent of the increase in gene expression caused by the PPARγ-agonist treatment. Notably, one of the isoforms of *Pnpla2* (ENSMUST00000169665) was identified as a DTET after Rosi treatment (Figure 7C). *Pnpla2* encodes adipose triglyceride lipase (ATGL), a pivotal enzyme in triglyceride hydrolysis.^63^ Translation initiation is controlled by primary sequences or secondary structures in the 5′ UTR mRNAs.^56^ Analysis of the 5′ UTR showed an enrichment of hexamers as measured by k-mer enrichment analysis (Figure 7A). Interestingly, we found that the 5′ UTR of Rosi-upregulated DTETs contains guanine (G)-rich sequences (Figure 7D), which are capable of forming G quadruplexes (G4) and other secondary structures that serve as roadblocks in the translation process.^64^ Secondary structures such as G4 can impact the ability of the initiation machinery to scan the UTR to identify the start codon.^65^ For instance, DNA G4 structures are lost during stem cell differentiation to drive cellular specialization by enhancing translation.^66^

To verify whether the enrichment scores were robust when choosing different background sets, we calculated the correlations of the hexamers’ enrichment scores and observed strong correlations (Figure S11A). In addition, we performed the same analysis in coding regions (CDS) and 3′ UTRs (Figure S11A). The enriched hexamers in the CDS of Rosi-induced DTETs showed a strong AG-rich motif, whereas the motif in the 3′ UTR was U rich (Figures S11B and S11C), highlighting the diverse translation regulation in different RNA regions. We then focused on the 5′ UTR because it is well established that secondary structures in mRNAs are essential to regulate translation initiation.^67^ We decided to characterize the transcripts containing this G-rich motif in the upregulated targets (Figure 7A; see STAR Methods). We identified several transcripts presenting the G-rich motif in the 5′ UTR (Figure S11D). Remarkably, we found several zinc fingers containing transcripts, such as *Zfp451*, *Zfp292*, *Zfp932*, *Zfp825*, *Zfp131*, *Zfp654*, and *Zfp516* (Figures 7E and S11D). *Zfp451* and *Zfp516* in particular are directly involved in driving stem cell differentiation and activation of UCP1 expression, respectively.^68,69^ In addition, *Syntaxin 6* (*Stx6*), *Tensin 1* (*Tns1*), *Periostin* (*Post*), and *Pnpla2* (coding for ATGL) were directly involved in adipose-specific processes such as Glut4 trafficking,^70^ cell-cell interactions,^71^ and lipid metabolism.^63,72^

## DISCUSSION

Adipose tissue dysfunction represents a distinct risk factor for the development of type 2 diabetes. In particular, adipocyte hypertrophy plays a pivotal role in disrupting metabolic adaptability. While adipose tissue has the capacity to expand, there is a finite threshold in its capacity to absorb excess lipids, contributing to the onset of metabolic syndrome.^73–76^ The use of TZDs as an antidiabetic treatment stimulates the production of new adipocytes, diminishes inflammation, and enhances metabolic adaptability. Notably, Rosi stands out as a potent agent that bolsters insulin sensitivity in peripheral tissues, including both muscle and adipose tissue.^19^ Our acute treatment strategy highlights the strong therapeutic effects of Rosi in normalizing glucose metabolism and that these changes coincide with the induction of ribosomal factors in adipose tissue. Our observation that transcriptional expression of ribosomal factors is reduced in adipocyte progenitors and preadipocytes of obese mice may explain why obese mice develop adipocyte hypertrophy, as we have now shown direct evidence that inhibition of translation blocks adipocyte differentiation. Thus, one could speculate that reduced expression of ribosomal factors could prevent lipid storage in emerging adipocytes, leading to accumulation of energy in existing adipocytes that develop hypertrophy.

Our single-cell analysis shows how cells from the SVF respond to Rosi during obesity in the adipose tissue. We found extensive remodeling of many cell types in the SVF of both eWAT and iWAT, including a reduction in lipid-associated macrophages/IMs after Rosi treatment in obese mice. The decrease of inflammatory cells is a remarkable function of Rosi, and it is essential to restore the immune tonus in the adipose tissue. Notably, our findings highlight a role for Rosi in enhancing ribosomal gene expression and subsequent translational efficiency. It is noteworthy that of the 1,461 differentially expressed transcripts that respond to Rosi, only 85 are enriched in the polysome fraction, suggesting selectivity of mRNAs that are being highly translated. Moreover, these mRNAs are enriched in pathways involved in adipogenesis, lipid metabolism, hormone-sensitive lipase and triglyceride hydrolysis, adipocytokine signaling, and bile acid metabolism. The drivers of cell-type-selective translational selectivity are not well documented but are of significant interest in their potential for providing therapeutic targets for metabolic diseases. The specialization of ribosomes is a current focal point across various fields of study.^53^ Therefore, further studies to understand how ribosomes specific to fat tissue select the mRNA networks for translation are needed.

How post-transcriptional processes control the precise balance of protein production within adipocytes is not well understood. Our analysis suggests that, while there is induction of translation, there is significant translational buffering. This buffering prevents abrupt fluctuations in protein levels due to changes in gene expression, ensuring that translation is fine-tuned and responsive to specific cellular conditions. Translation buffering can be achieved through factors like ribosome pausing,^77^ increasing mRNA stability,^78^ or regulating the availability of transfer RNA (tRNA) molecules.^79^ Our data suggest that Rosi-induced transcripts undergo translational buffering, where there is a reduction in translation rate compared to the total mRNA (Table S1). Surprisingly, although a large number of genes are transcriptionally altered by Rosi, we found that in the eWAT there is a decrease in the translation of several immune-related pathways, and instead, the polysomes are enriched with adipogenic-related targets allowing these genes to be selectively translated (Figure 6). Ribosomes somehow bypass the overwhelming transcriptional remodeling of Rosi and selectively induce the translation of essential adipose-specific targets that promote fat homeostasis.

The regulation of translation specific to the adipose tissue is an area that lacks mechanistic understanding. For example, in 3T3-L1 cells during adipogenesis, enhancement of the ribosome machinery and a dynamic regulation of polysomes versus free mRNA fraction seem essential to drive full adipocyte differentiation.^80,81^ In addition, initiation factors, such as eIF6, control the translation of transcriptional factors C/EBPβ and C/EBPδ in a G/C-rich 5′ UTR manner, contributing to lipid metabolism homeostasis.^38^ Our studies propose that Rosi regulates fat-specific translation through a direct mechanism where PPARγ drives the expression of ribosomal transcripts and builds up the machinery necessary to translate specialized fat mRNAs. In conclusion, we propose an exciting role for TZDs (Rosi) in regulating the translation machinery in the adipose SVF. Our studies suggest that Rosi not only drives the fat-transcription networks but also promotes translation in a very precise and sophisticated way to ensure fat cell specialization. This opens up a new perspective on adipose tissue translation homeostasis and its adaptability to diverse stressors.

### Limitations of the study

Our finding that obese mice have reduced expression of ribosomal factors compared to lean mice in progenitors and preadipocytes was remarkable. Further analysis to address whether obesity decreases protein expression by western blot analysis or mass spectrometry is needed to further validate these findings. Furthermore, polysome profiling of lean and obese mice is needed to provide a better understanding of how translation is impacted. In addition to that, even though we showed increase at protein levels of ribosomal proteins after Rosi treatment compared to ob/ob-Veh, we did not find a significant increase in the peaks of monosomes or polysomes in the polysome profile. This finding could imply that either ribosomal proteins are not being incorporated into ribosomes or there is an increased turnover of ribosomes in ob/ob-Rosi mice compared to ob/ob-Veh mice. Finally, our analysis of the 5′ UTR mRNAs showed structures that could modulate the rate of translation, such as the G quadruplexes. These structures normally are involved as repressors of translation; however, we found an upregulation in translation efficiency. This could highlight a yet undescribed role of Rosi driving the expression of proteins that may be able to reverse these structures.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Requests for further information and resources or reagents should be directed to the lead contact, Claudio Villanueva, at .

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- scRNA-seq and polysome RNA-seq data have been deposited at GEO: GSE267192 and GSE268057 and are publicly available as of the date of publication.
- All original code has been deposited at Zenodo at https://doi.org/10.5281/zenodo.13926724 and is publicly available as of the date of publication.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Cells

3T3L1 cell line was obtained from ATCC (CL-173). C3H/10T1/2 cell line was obtained from ATCC (Clone 8, CL-226). 10T1/2 cells were subjected to limiting dilution to identify a monoclonal cell population exhibiting high adipogenic potential (based on lipid droplet formation and PPARγ target gene expression). 10T1/2 clone#22 cells were gifted from Tontonoz Lab.

#### Mice

Adult C57BL/6J (12-week-old) male mice (stock #000664) and *Lep*^*ob*^*/Lep*^*ob*^ (stock #000632) were acquired through Jackson Laboratories. All mice were housed at a maximum of 5 animals per cage in temperature-controlled rooms under a 12-hour light/dark cycle and provided water and chow *ad libitum.* All mouse procedures were performed under animal study proposals approved by the University of California, Los Angeles Animal Research Committee (ARC 2019–066).

### METHOD DETAILS

#### Rosiglitazone treatment

To examine the effects of PPARγ agonist, C56BL/6 and *Lep*^*ob*^*/Lep*^*ob*^ mice were given 30 mg/kg rosiglitazone (Sigma R2408), or vehicle [2.6% methylcellulose (StemCell Technologies, M3120) diluted 1:5 in Dulbecco’s modified medium (GIBCO)] by oral gavage in the morning and evening for three consecutive days as previously described.^88^

#### Stromal vascular fraction isolation for scRNASeq

To ensure high quality and viability of the single cell suspensions, stromal vascular fractions were isolated as previously described^89^ with small modifications. Briefly, 300mg of the white adipose tissue (eWAT or iWAT) were collected (small biopsies from several locations of the fat depot to represent tissue environment), cut into small pieces, suspended in phosphate-buffered saline (PBS) (calcium, magnesium free) (GIBCO) containing 2mg/mL of type II collagenase (Worthington), and digested for 40 minutes at 37°C with agitation (100 rpm). The resulting dissociated tissue was resuspended in DMEM (GIBCO) with 10% FBS, gently mixed, passed through 100μm strainers, and centrifuged at 150g for 8 min at 4C. Next, supernatant and floating adipocytes were removed, and pellet was resuspended in DMEM (GIBCO) with 10% FBS and centrifuged at 150g for 8 min at 4C. Red blood cells were lysed using ACK lysis buffer (GIBCO). Lysate pellets were first washed with DMEM (GIBCO) with 10% FBS, centrifuged at 150g for 8 min at 4C and then PBS with 0.04% BSA (Gemini). The resulting pellets were finally resuspended in 200uL of PBS, 0.04% BSA (Gemini), passed through 40μm tip-strainers, counted, and further used for 10X 3’GEX library preparation and sequencing.

#### 10X 3’GEX library preparation and sequencing

The Chromium Single Cell Gene Expression Solution upgrades short read sequencers to deliver a scalable microfluidic platform for 3ʹ digital gene expression by profiling 500–10,000 individual cells per sample. A pool of ~3,500,000 10x Barcodes are sampled separately to index each cell’s transcriptome. It is done by partitioning thousands of cells into nanoliter-scale Gel Beads-in-emulsion (GEMs), where all generated cDNA shares a common 10x Barcode. Libraries are generated and sequenced from the cDNA and 10x Barcodes are used to associate individual reads back to the individual partitions. In addition to the poly(dT) primer that enables the production of barcoded, full-length cDNA from poly-adenylated mRNA, the Single Cell 3ʹ v3.1 Gel Beads also include two additional primer sequences (Capture Sequence 1 and Capture Sequence 2), that enable capture and priming of Feature Barcoding technology compatible targets or analytes of interest. Only the poly(dT) primers are used in this protocol for generating Single Cell 3ʹ Gene Expression libraries. GEMs are generated by combining barcoded Single Cell 3ʹ v3.1 Gel Beads, a Master Mix containing cells, and Partitioning Oil onto Chromium Next GEM Chip G. To achieve single-cell resolution, cells are delivered at a limiting dilution, such that the majority (~90–99%) of generated GEMs contain no cell, while the remainder largely contains a single cell. Immediately following GEM generation, the Gel Bead is dissolved, primers are released, and any co-partitioned cell is lysed. Primer containing (1) an Illumina TruSeq Read 1 (read 1 sequencing primer), (2) 10x Barcode, (3) 12nt unique molecular identifier (UMI), and (3) 30nt poly(dT) sequence are mixed with the cell lysate and a Master Mix containing reverse transcription (RT) reagents. Incubation of the GEMs produces barcoded, full-length cDNA from poly-adenylated mRNA. After incubation, GEMs are broken, and pooled fractions are recovered. Silane magnetic beads are used to purify the first-strand cDNA from the post GEM-RT reaction mixture, which includes leftover biochemical reagents and primers. Barcoded, full-length cDNA is amplified via PCR to generate sufficient mass for library construction. Enzymatic fragmentation and size selection are used to optimize the cDNA amplicon size. TruSeq Read 1 (read 1 primer sequence) is added to the molecules during GEM incubation. P5, P7, a sample index, and TruSeq Read 2 (read 2 primer sequence) are added via End Repair, A-tailing, Adaptor Ligation, and PCR. The final libraries contain the P5 and P7 primers used in Illumina bridge amplification. A Chromium Single Cell 3’ Gene Expression library comprises standard Illumina paired-end constructs which begin and end with P5 and P7. The 10x Barcode and 12 bp UMI are encoded in Read 1, while Read 2 is used to sequence the cDNA fragment. Sample index sequences are incorporated as the sample index read. TruSeq Read 1 and TruSeq Read 2 are standard Illumina sequencing primer sites used in paired-end sequencing. These libraries were sequenced using Illumina’s NovaSeq6000 platform in paired end 2 × 100bp configuration. Data quality check was done on Illumina SAV, and data de-multiplexing was performed with Illumina Bcl2fastq v2.19.1.403 software.

#### scRNA-seq data processing and quality control

The 10X Genomics Cell Ranger version 3.0.2 single-cell software^87^ was used to perform sample demultiplexing sequencing alignment to mouse genome mm10, filtering, and unique molecular identifier (UMI) counting to generate gene count matrices. Single cells were identified from background noise by filtering on the proportion of mitochondrial reads (threshold: < 25%), the number of UMI (thresholds: 700–22,000), and the number of detected genes (thresholds: 200–6,000).

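Of 67341 deposited eWAT barcodes, 5499 lay below the lower UMI limit, 1946 above the upper limit and 3355 at or above the mitochondrial limit, 2593 of these last in the libraries labelled ob/ob-Veh. Of 72414 iWAT barcodes, 3932 lay below the lower UMI limit and 0 above the upper UMI limit or at the mitochondrial limit, and the highest mitochondrial share was 25.0%, so the iWAT files had passed part of the filters before deposit. Leaving out the gene filter kept 57640 eWAT cells.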

#### Cell clustering and cell type identification

The cell clustering and cell type identification were performed using the Seurat R package version 4.0.2. The Louvain algorithm was employed to determine cell clusters based on similarities in transcriptome patterns, and the resulting clusters were visualized using t-Distributed Stochastic Neighbor Embedding (t-SNE) and Uniform Manifold Approximation and Projection (UMAP). Highly variable genes selected using the FindVariableFeatures function with default parameters were subjected to principal component analysis (PCA). The number of principal components used for Louvain clustering and subsequent visualization was determined with the Jackstraw permutation approach (*n*=25 for clustering of all cells and *n*=15 for APC sub-clustering). Since all samples were processed in the same batch and sequenced together, and we did not observe any disagreement in cell type alignment among the replicates in each group and between the samples in two (WT-Veh vs ob/ob-Rosi) of the three experimental groups. Therefore, there is a lack of evidence for batch or technical effect in our dataset to justify data integration. The only difference we observed was between the ob/ob-Veh group against the other two groups, which represents biological effects that should not be removed. For this reason, we did not use integration across groups in order to preserve the biological effect. Cell type identities of the clusters were resolved by comparing the cell cluster-specific marker genes expressed in each cluster in our own dataset, identified with a Wilcoxon rank sum test, with known cell-type-specific markers curated from literature, single-cell atlases, and previous studies in the white adipose tissue. For a gene to be considered in the cell cluster marker analysis, it had to be expressed in at least 10% of the single cells from the cluster of interest and exhibit at least a 0.25 log-fold change in the cell cluster of interest compared to other cells. Multiple testing was corrected using the Benjamini-Hochberg method to estimate the false discovery rate (FDR).

#### Identification of differentially expressed genes (DEGs), pathways, and enriched motifs

To determine which genes were affected by genetic background or rosiglitazone treatment, we compared the cell transcriptome of each cell type between age groups using a Wilcoxon rank sum test. To be considered in the analysis, a gene had to be expressed in at least 10% of the single cells from at least one of the two groups for that cell type and there had to be at least a 1.1-fold change in gene expression between the groups. Multiple testing correction was done using the Benjamini–Hochberg method to estimate FDR. To assess pathway enrichment, we performed Fisher’s exact test to determine the overlap between the DEGs and pathways from KEGG, REACTOME, BIOCARTA, and HALLMARK. Multiple testing correction was performed using the Benjamini-Hochberg method to estimate FDR. The enrichment score was calculated as the number of overlapped genes divided by the number of genes in our cell type-specific gene set, multiplied by 20,000, and then divided by the total number of genes in the pathway. For the Upset plot illustrating the intersection of differentially expressed genes (DEGs), all graphs are at Benjamini-Hochberg-adjusted *p*-value < 0.05. The 4 categories include upregulated DEGs in obese mice compared to lean mice (ob/ob_UP), downregulated DEGs in obese mice compared to lean mice (ob/ob_DOWN), upregulated DEGs in response to Rosi treatment compared to ob/ob-Veh (Rosi_UP), and downregulated DEGs in response to Rosi treatment compared to ob/ob-Veh (Rosi_DOWN) (see STAR Methods). Horizontal bars (set size) indicate total DEGs for each cluster in each plot. In the UpSet plots, dots point to the specific clusters for which the vertical bars for DEG counts are shown, and vertical lines between dots represent the intersections between two or more clusters. The blue circle signifies the set of DEGs that are upregulated in obese mice and downregulated in response to rosiglitazone treatment. The red circle represents the DEGs that are downregulated in obese mice and upregulated following rosiglitazone treatment. For the reversed pathways (upregulated or downregulated by Rosi), the size of each dot corresponds to the enrichment score for each pathway, reflecting the ratio of overlapping genes to total genes within the cell type-specific gene set, adjusted by a scale factor of 20,000, and then divided by the total number of genes within the pathway. The color of the left side of each dot represents the log2(fold-change), calculated based on the average fold change across all overlapping DEGs within a pathway in obese mice compared to lean mice. Color of the right side of each dot represents the log2 (fold-change), calculated based on the average fold change across all overlapping DEGs within a pathway in response to rosiglitazone treatment. To identify motif sequences enriched in the promoter regions of the differentially expressed ribosomal genes that are influenced by the ob/ob effect or Rosi effect in eWAT and iWAT progenitors or preadipocytes, we applied findMotifs.pl function of HOMER^83^ with default and modified parameters (promoter region used for motif finding: −2000 and 2000; motif length: 12,13,14) to explore *de novo* and known motif sequences.

#### Regular stromal vascular fraction and mature adipocyte isolation

Stromal vascular fractions were isolated as previously described.^90^ Briefly, entire WAT depots were cut into small pieces, suspended in DMEM (GIBCO) + 50 mM HEPES (GIBCO) + 1mg/mL type II collagenase (Sigma), + 1% BSA - low fatty acid (Gemini), and digested for 30 minutes at 37°C with agitation (120 rpm). The resulting dissociated tissue was passed through 100mm strainers, and adipocytes were either collected and frozen in Trizol (ThermoFisher) for RNA extraction or removed from the supernatant by centrifugation (750g, 10min, 4C). After a second filtration with 40μm strainers, red blood cells were lysed using ACK lysis buffer (GIBCO). The resulting pellets were processed further for flow cytometry, sorting or primary cell culture.

#### Flow cytometry and sorting

Cells were analyzed for cell-surface markers using fluorophore-conjugated antibodies (BioLegend, eBioscience). Cell surface staining was performed in HBSS (GIBCO). Flow cytometry was performed using the Attune NxT and data were analyzed with FlowJo software (BD). Cell surface and intracellular staining were performed using the following fluorophore-conjugated antibodies: (a) macrophages panel^8^: CD45.2 (104), TCRb (H57–597), CD3 (17A2), CD19 (6D5), NK1.1 (PK136), Ly6G (1A8), CD11c (N418), CD11b (M1/70), CD88 (20/70), CD9 (MZ3), Tim-4 (RMT4–54). (b) progenitors: Lineage negative: CD45.2 [104], and CD31 [390], PDGFRα (APA5), DPP4 (H194–112), ICAM-1 (YN1/1.7.4), CD36 (HM36). For sorting, cell suspensions were stained with: CD45.2 [104], and CD31 [390], PDGFRα (APA5), DPP4 (H194–112), and DAPI (AAT Bioquest) and sorted on FACSAria III (BD).

#### Confocal

Sorted cells were plated in a 96-well plate and culture in DMEM (GIBCO), 5μg/mL insulin (GIBCO), 10% FBS (Omega FB#11), 1% PenStrep (GIBCO), and 50μg/mL Primocin (Invivogen) until confluency. Specific differentiation cocktails included: (a) complete adipogenic cocktail (0.5mM 3-isobutyl-1-methylxanthine (Sigma), 1mM dexamethasone (Sigma), 5μg/mL insulin (GIBCO), or (b) DI (dexamethasone (Sigma), and 5μg/mL insulin (GIBCO), or (c) minimal media (5μg/mL insulin (GIBCO). Differentiation media was added for two days and then replaced with minimal media (DMEM, 10% FBS, 5μg/mL insulin) until day 4 of differentiation. Cells were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton, and stained with LipidTOX Green Neutral Lipid (Invitrogen) and DAPI (AAT Bioquest). For macrophage staining, cells from the adipose tissue were dissociated as previously described. Upper floating layer containing mature adipocytes was collected and plated in an 8-well chamber (Nunc Lab-Tek, Sigma) previously treated with poly-L-lysine. After overnight incubation at 37C, slides were washed four times with phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton, blocked with normal donkey serum 5% (Jackson Immuno Research) and stained overnight with PLIN1 (rabbit, 3526, Abcam), and F4/80 (rat, BM8, BioLegend). Next, slides were washed four times with PBS and incubated for one hour with LipidTOX Green Neutral Lipid (Invitrogen), DAPI (AAT Bioquest), donkey anti-rat IgG Alexa Fluor 568 (Abcam), and donkey anti-rabbit IgG Alexa Fluor 647 (Abcam). Images were acquired using Zeiss LSM900 microscope.

#### Histology and lipid droplet quantification

Tissues were fixed for 48h in 10% buffered formalin (ThermoFisher), after which they were washed with 70% ethanol (ThermoFisher), sectioned in paraffin (10 μm thickness for adipose tissues and 5 μm for liver), and stained with hematoxylin and eosin (H&E). The lipid droplet cell area from livers and progenitors/preadipocytes from confocal images were quantified using ImageJ.

#### Glucose tolerance test

For glucose tolerance tests, mice were fasted for 6 hours prior to the challenge with glucose (1 g/Kg mouse) via intraperitoneal injection. Blood glucose levels were assessed by tail vein bleeding using a glucometer (Accu-Chek). AUC was determined using Prism software (GraphPad).

#### μPET/μCT

*Lep*^*ob*^*/Lep*^*ob*^ mice (stock #000632) (12 weeks old, male) treated with either vehicle (*n*=6) or rosiglitazone (*n*=6) were fasted for six hours, prior to intravenous injections via tail vein with 85–90 μCi of [^18^F]-FDG that had been mixed with glucose based on the weight of the mouse (1g/Kg). Following a 50-minute conscious uptake of [^18^F]-FDG, mice were anesthetized with 2% vaporized isoflurane, and PET (energy window 350–650 keV, 10-min static scan) and CT (voltage 80 kVp, current 150 μA, 720 projections, 200μm resolution, scan time 1 min) images were acquired on a GNEXT PET/CT scanner (Sofie Biosciences, Dulles, VA). The PET images were reconstructed using a 3D-Ordered Subset Expectation Maximization (OSEM) algorithm (24 subsets and 3 iterations), with random, attenuation, and decay correction. The CT images were reconstructed using a modified Feldkamp algorithm. Amide software was used to analyze co-registered uPET/uCT images, and a full body panel was generated by placing ROIs for the brain, blood, liver, left and right kidney, bladder, muscle, left and right lung, gastrointestinal tract, and adipose tissues. Visual representation of μPET signal from adipose tissues was generated using ORS Dragonfly software (Object Research Systems Inc, Montreal, Canada).

#### Surface Sensing of Translation (SUnSET)

The assay was performed as previously described with small modifications.^91^ Briefly, mice were intraperitoneally injected with puromycin (40 nmol/g) (Santa Cruz) and returned to their cages with food/water *ad libitum* for one hour. Next, brown, epididymal, and inguinal adipose tissue were collected, and proteins were lysed using radioimmunoprecipitation assay buffer (RIPA) (50mM Tris-HCl pH 7.6, 150mM NaCl, 0.1% sodium dodecyl sulfate, 0.5% sodium deoxycholate, 1% NP40 and freshly added halt protease/phosphate inhibitor cocktail (ThermoFisher). Immunoblots were performed using 20μg of protein and total protein was assessed using UV light exposure to Mini-Protean TGX Stain-free gels (Biorad). Puromycilation was detected using primary anti-puromycin antibody (12D10, Sigma), and HRP AffiniPure Goat anti-mouse IgG, Fcg subclass 2a specific (Jackson Immuno Research). Quantification was performed using ImageJ.

#### Immunoblot

Stromal vascular fraction of *Lep*^*ob*^*/Lep*^*ob* was^ mice was isolated, and primary cells were grown to confluency. Cells were then treated to differentiate with complete adipogenic cocktail (0.5mM 3-isobutyl-1-methylxanthine (Sigma), 1μM dexamethasone (Sigma), 5μg/mL insulin (GIBCO) plus either 1μM rosiglitazone (Novo Nordisk) or vehicle (DMSO) for 2 days. After that, media was replaced for minimal maintenance media (Insulin/Rosi or Insulin/DMSO) for 2 days. At day 4 of differentiation proteins were lysed using radioimmunoprecipitation assay buffer (RIPA) (50mM Tris-HCl pH 7.6, 150mM NaCl, 0.1% sodium dodecyl sulfate, 0.5% sodium deoxycholate, 1% NP40 and freshly added halt protease/phosphate inhibitor cocktail (ThermoFisher). Immunoblots were performed using 20μg of protein. FABP4 was detected using rabbit FABP4 (Cell Signaling, 2120S), and VINCULIN as loading control (Sigma, V9131).

#### Polysome profile

Polysome profiles were obtained as described before.^92–94^ Briefly, stromal vascular fraction of *Lep*^*ob*^*/Lep*^*ob*^ mice was isolated, and primary cells were grown to confluency in 15-cm dishes. Cells were then treated to differentiate with complete adipogenic cocktail (0.5mM 3-isobutyl-1-methylxanthine (Sigma), 1μM dexamethasone (Sigma), 5μg/mL insulin (GIBCO) plus either 1μM rosiglitazone (Novo Nordisk) or vehicle (DMSO) for 2 days. After that, media was replaced for minimal maintenance media (Insulin/Rosi or Insulin/DMSO) for 2 days. At day 4 of differentiation cells were boosted with fresh media for one hour and for the last 5 minutes cycloheximide (Sigma) was added to the media (final concentration 100μg/mL). Cells were lysed and collected in hypotonic lysis buffer (5mM Tris HCl pH 7.5, 2.5 mM MgCl2, 1.5 mM KCl, 100 μg/mL cycloheximide, 2 mM DTT), and 0.5% Triton, 0.5% Sodium Deoxy-cholate were then added to the cell lysates after collection. The cytoplasmic extracts were resolved on 5–50% sucrose gradients by centrifugation in an SW40 rotor at 150,000 x g for 2 hours. The absorbance at 260 nm was measured using a Piston Gradient Fractionator Model 153 instrument (BioComp, Canada). The results were plotted in R as previously described.^95^

#### PPARγ ChIP-Seq

Publicly available dataset GSE41481 was downloaded from Gene Expression Omnibus.^51^ For each fat depot, sequenced reads from the ChIP-seq library were first aligned to mouse reference genome (mm9) with Bowtie2.^82^ Uniquely aligning read per genomic position was kept with Picard for downstream peak calling. Enriched PPARγ-binding regions were identified using HOMER^83^ findPeaks program (with “factor” mode) where default parameters for tag count normalization (to 10 million reads), false-discovery rate (FDR) cutoff (< 0.1%), and filtering options (≥ 4-fold tag count enrichment compared to both input control and local tag density) were applied. Peaks were annotated to the nearest TSS using HOMER annotatePeaks.pl program. Lastly, enriched peaks were visualized with Integrative Genomics Viewer (IGV).^96^

#### Total RNA sequencing and polysomes sequencing analysis

The RNA sample received was quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using TapeStation (Agilent Technologies, Palo Alto, CA, USA). The RNA sequencing library was prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina using manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94 °C. First-strand and second-strand cDNA were subsequently synthesized. cDNA fragments were end-repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing library was clustered on three lanes of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq instrument (4000 or equivalent) ac- cording to the manufacturer’s instructions. The sample was sequenced using a 2 × 150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated from Illumina HiSeq was converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification. Quality control of raw sequencing data was conducted using FastQC,^97^ employing default parameters. Subsequently, sequencing reads were mapped to the mouse genome mm10 using Salmon.^98^ Differential gene expression analysis was then undertaken with DESeq2.^84^ Genes meeting the criteria of an adjusted *p*-value less than 0.05 and a log2(fold change) greater than 0.2 were classified as differentially expressed. Pathway enrichment analysis was executed by examining the overlap between the identified DEGs and canonical pathways from databases such as KEGG, REACTOME, BIOCARTA, and HALLMARK using Fisher’s exact test. Multiple testing corrections were applied using the Benjamini-Hochberg method to determine the false discovery rate (FDR). Additionally, an enrichment score was calculated, capturing the proportion of overlapping genes in relation to the entire gene set specific to a given cell type. This score was normalized by the total number of genes detected in either total RNA sequencing or polysome sequencing.

#### qPCR

RNA from mAD/SVF or polysomes/total RNA pool was resuspended in Trizol reagent (ThermoFisher), and RNA was isolated using Direct-zol RNA Microprep kits as described by the manufacture (Zymo research). Isolated RNA was reverse transcribed using High-Capacity cDNA synthesis kit (ThermoFisher). Gene expression for selected genes was quantified using Quant Studio 6 Flex Real-Time PCR instrument, 384-well (Applied Biosystems by Invitrogen) with KAPA SYBR FAST qPCR 2x Master Mix Rox Low (Kapa Biosystems). A list of primer sequences can be found in Table S2.

#### Differentially translated transcripts analysis

Differential expression analysis was performed using DESeq2.^84^ We designed an interaction term between RNA fractions (i.e., polysome vs total RNA) and treatment (i.e., rosiglitazone vs vehicle) during DESeq2 analysis, which could normalize the expression level of total RNA abundance in polysome fractions. The transcripts with differential translation efficiency (DTETs) were defined using the criteria of adjusted *p*-values less than 0.05 and absolute log2(fold change) greater than 1. The upregulated transcripts after rosiglitazone treatments were classified as log2(fold change) greater than 1, while downregulated ones are classified as log2(fold change) less than −1.

#### Identification and quantification of enriched motifs

To explore the sequence patterns in upregulated transcripts, RNA sequences including 5’UTR, CDS, and 3’UTR were extracted based on the transcriptome annotations from GENCODE VM33. A statistic enrichment analysis was conducted to extract the enriched motifs from hexamer sequences in the upregulated transcripts regions and we chose the sequences from downregulated transcripts as the background group to measure the enrichment of hexamers. In brief, the sequences from the upregulated transcripts regions were extracted by overlapping hexamers using the window length as 6nt and step size as 1nt. The occurrences and frequencies of each hexamer were counted across sequences and the enrichment score was calculated using Z-test. The enriched hexamers between up- vs downregulated transcripts were defined with the enrichment z-scores larger than 3. The motif analyses are performed using RSAT.^85^ First, the position-specific scoring matrix (PSSM) of the enriched hexamers was obtained using the ‘convert-matrix’ program. Sequence motifs were generated using R package ‘ggseqlogo’. Then, we scanned the enriched 5’UTR motif across each position of the 5’UTR in upregulated transcripts using the ‘matrix-scan’ program, which is a pattern-matching method calculating the similarity between sequences with PSSM. The 5’UTR sites with *p*-values lower than 0.05 were selected as the possible regulatory sites to generate a feature map.

#### Design of truncated 5’UTRs

All significant motif sites were used to design the truncated 5’UTRs. We scanned each 5’UTR using the sliding windows in 100nt length with 1nt step size and then counted all the significant motif sites in each 100nt sliding window. The windows with more than 1 motif site were defined as potential functional windows. If there were at least two functional windows in adjacent positions, the windows were merged into a longer one which was defined as the candidate truncated 5’UTRs.

#### eIF4A inhibition

The C3H/10T1/2 cell line was obtained from ATCC (Clone 8, CL-226). 10T1/2 cells were subjected to limiting dilution to identify a monoclonal cell population exhibiting high adipogenic potential (based on lipid droplet formation and PPARγ target gene expression). 10T1/2 clone#22 cells were gifted from Tontonoz Lab. 10T1/2 clone#22 cells were cultured in DMEM (GIBCO), 10% FBS (Omega FB#11) until confluency and subjected to adipogenic differentiation with DMI+GW: 5μg/mL insulin (GIBCO), 0.5mM 3-isobutyl-1-methylxanthine (Sigma), 1μM dexamethasone (Sigma), and 20nM GW1929 (Cayman). After 24 hours, the induction media (DMI+GW) was replaced with the addition of 0.25–25nM of CR-1–31-B (MedChemExpress). After 24h, the media was replaced my maintenance media (DMEM, insulin, GW) with the addition of 0.25–25nM of CR-1–31-B, totalizing a 48h treatment with CR-1–31-B. For the experiments with primary cells, cells were isolated and sorted as previously described. Briefly, DPP4+ and DPP4- cells from ob/ob Veh or Rosi mice were plated in a 96-well plate and culture in DMEM (GIBCO), 5μg/mL insulin (GIBCO), 10% FBS (Omega FB#11), 1% PenStrep (GIBCO), and 50μg/mL Primocin (Invivogen) until confluency (24h). Subsequently, the media was replaced with DMEM, 10% FBS, insulin and 10nM of CR-1–31-B for 48h. Cells were then fixed, stained, and imaged as previously described.

#### ChIP qPCR

ChIP was performed following a previously published protocol with minor modifications.^99^ Briefly, 10T1/2 and 3T3-L1 were differentiated for 5 days with DMI+GW. Crosslinking was performed with 2 mM DSG/PBS RT for 60 min, followed by PBS containing 1% methanol free formaldehyde, RT for 11 min. 40 million cells were lysed and sonicated using M220 Focused-ultra sonicator (Covaris) according to the manufacturer’s protocol. Chromatin was immunoprecipitated with 5 mL antibodies against PPARγ (81B8) (Cell Signaling Technology) or IgG (Millipore) overnight at 4°C. After reversal of cross-linking, DNA was isolated, and DNA enrichment was quantified by q-PCR. Agpat2 was used as positive control of PPARγ ChIP-qPCR. The sequence of primers used for ChIP-qPCR is provided in Table S2.

#### Proteomics and identification of differentially expressed proteins

The cells treated with either Veh or Rosi were lysed in RIPA buffer as previously described and protein concentration was estimated using BCA assay. 50mg total protein was reduced and alkylated using 5μM TCEP (tris-2-carboxyethyl phosphine) and 10mM iodoacetamide, respectively. This was followed by protein clean-up using SP3 protocol^100^ before subjecting to overnight digestion with a mixture of trypsin and lysC proteases. The peptide digests were acidified with formic acid and cleaned using SP3 peptide clean-up protocol.^100^ The dried peptides were resuspended in 5% formic acid and analyzed using LC-MS/MS on a Bruker timsTOF HT instrument. On-line peptide fractionation was performed on an ionopticks AuroraElite C18 Column (75μm ID, 15 cm length, 1.5 μm particle size) connected to a Vanquish Neo UHPLC-System (Thermo Scientific) operated at a flow rate of 500nl/min. The data acquisition mode was selected as diaPASEF ^101^ with m/z window width set to 10m/z covering m/z range of 300–1200, mobility range set to 0.60–1.60 Vs cm^−2^, 100ms ramp time and 50ms accumulation time. DIA-NN software was used for database searching of the raw data with an *in-silico* library generated from *Mus musculus* database.^102^ DIANN output was analyzed on Fragpipe-analyst, resulting in the identification of differentially regulated proteins.^103^ Proteins with adjusted *p*-value < 0.05 and |log2FC| > 2 were identified as being significantly regulated by Rosiglitazone treatment. Volcano plots of these differentially expressed proteins were derived with ggplot2 R package. Significant DE ribosomal proteins were defined with cutoffs of adjusted *p*-value < 0.05 and |log2FC| > 0.25.

### QUANTIFICATION AND STATISTICAL ANALYSIS

For graphs, data are shown as mean ± SEM. GraphPad (GP) pvalue style: *p = 0.0332; **p < 0.0021; ***p < 0.0002. Statistical differences were evaluated using Student t-test or otherwise state in the legends of the figures. Graphs were produced and statistical analyses were performed using GraphPad Prism.

## Supplementary Material

1

2

3

4

## Figures and Tables

**Figure 1.**
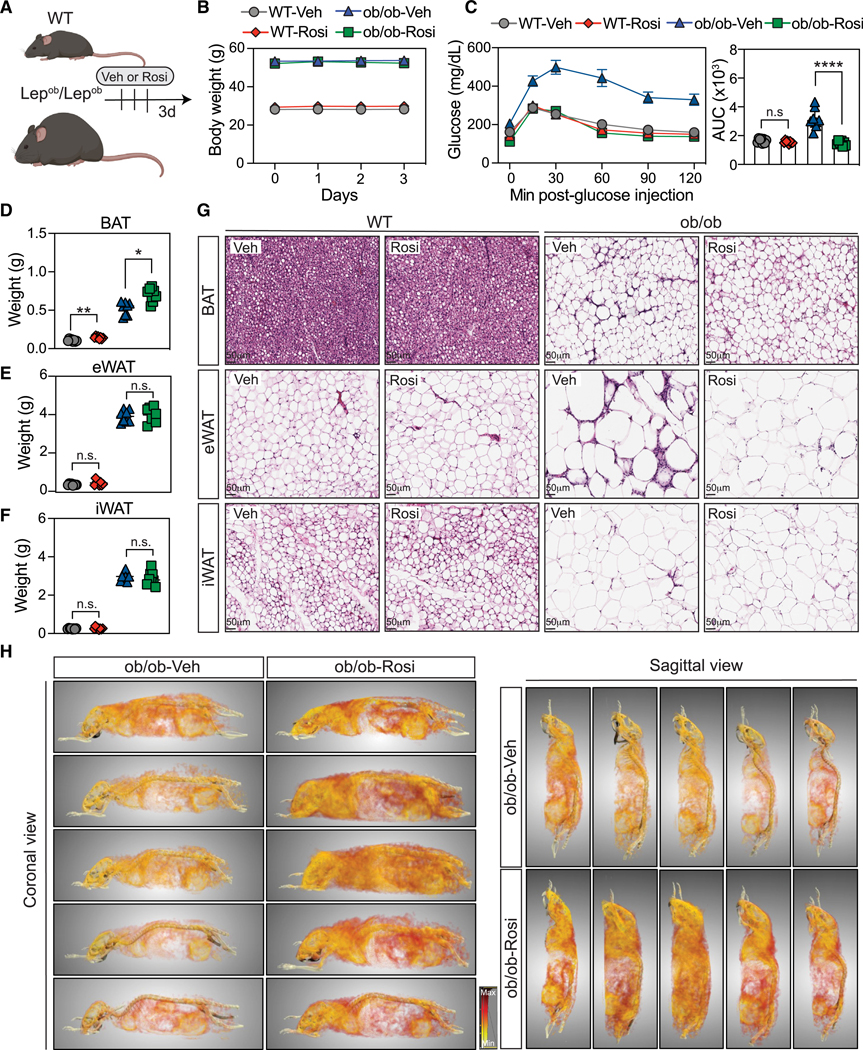
Adipose tissue remodeling after acute rosiglitazone treatment (A) Schematic experimental design: lean (WT) and obese (ob/ob) mice were gavaged with either vehicle (Veh) or rosiglitazone (Rosi) (30 mg/kg) for 3 days. (B) Total body weight after treatment regimen. (C) Intraperitoneal glucose tolerance test with 1 g/kg of glucose. (D–F) Adipose tissue weight: brown adipose tissue (BAT), epididymal white adipose tissue (eWAT), and inguinal white adipose tissue (iWAT). (G) Histological analysis of BAT, eWAT, and iWAT (hematoxylin and eosin staining). (H) Visualization of adipose tissue by PET-CT 1 h after administration of [^18^F]-FDG (100 mCi) with 1 g/kg of glucose. Data represent the mean ± SEM (*n* = 8 mice per group). GraphPad (GP) *p* value style: *p = 0.0332, **p < 0.0021, ***p < 0.0002, and ****p < 0.0001 by one-way ANOVA, multiple comparisons followed by Tukey’s *post hoc* test, or (C) two-way ANOVA followed by Bonferroni’s *post hoc* test.

**Figure 2.**
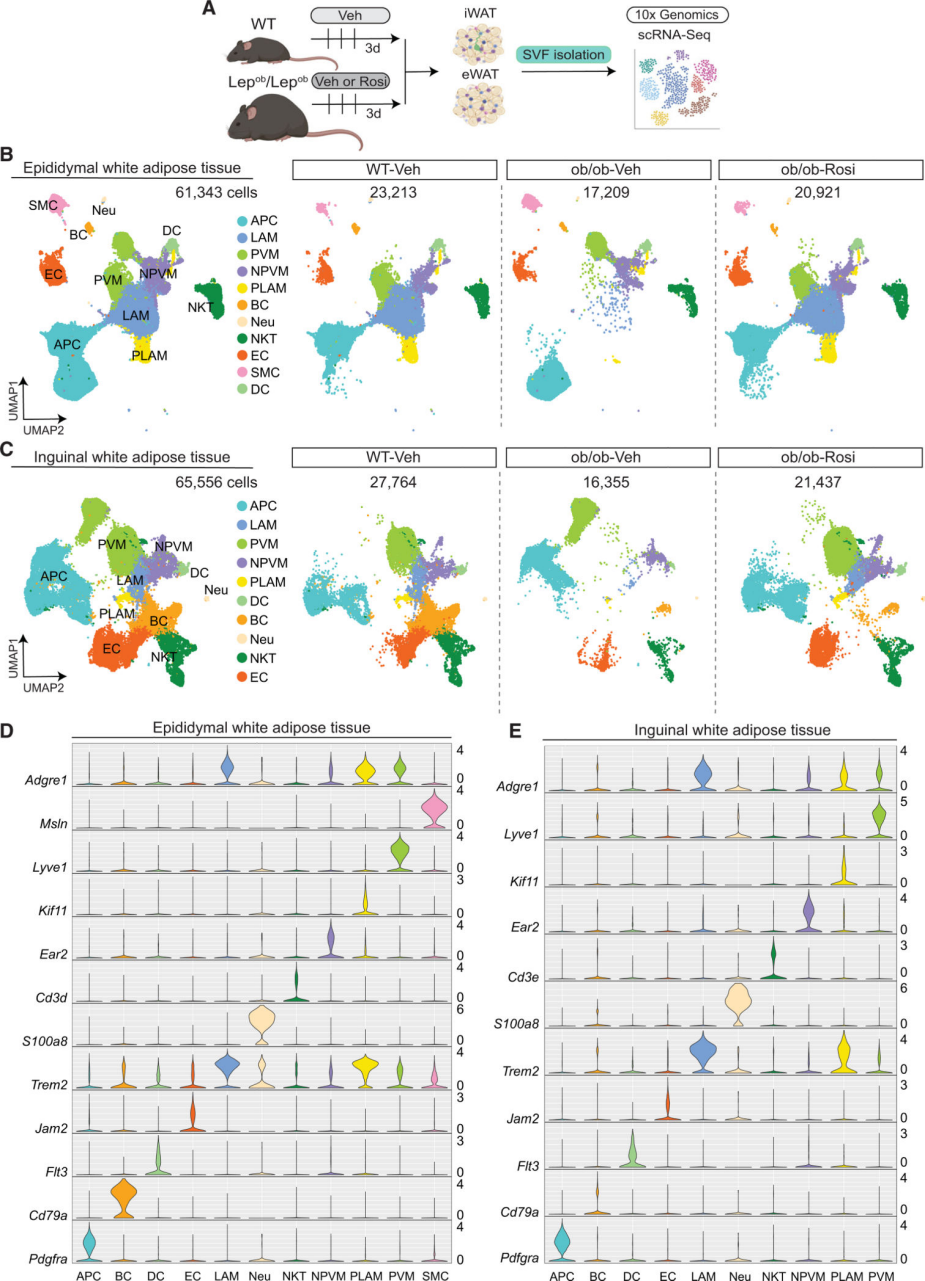
PPARγ-driven regulation of adipose tissue heterogeneity (A) Schematic overview of scRNA-seq: lean C57BL/6J (WT) and obese (ob/ob) mice were treated with either Veh or Rosi for 3 days (30 mg/kg). scRNA-seq was conducted on the stromal vascular fraction extracted from epididymal white adipose tissue (eWAT) and inguinal white adipose tissue (iWAT) separately. (B and C) Uniform manifold approximation and projection (UMAP) plots illustrate the cell clusters among 61,343 eWAT cells and 65,556 iWAT cells. The right three plots separately represent cells from WT-Veh, ob/ob-Veh, and ob/ob-Rosi. Each colored dot signifies a cell, with distinct colors indicating various cell types. The Louvain algorithm was utilized to determine cell clusters. (D and E) Cluster-specific expression of known cell markers.

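With the stated limits, 57613 eWAT cells and 68482 iWAT cells were kept here, against the paper's 61343 and 65556. Without the UMI limits 63537 eWAT and 72414 iWAT cells passed, and without the mitochondrial limit 59552 eWAT cells.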

**Figure 3.**
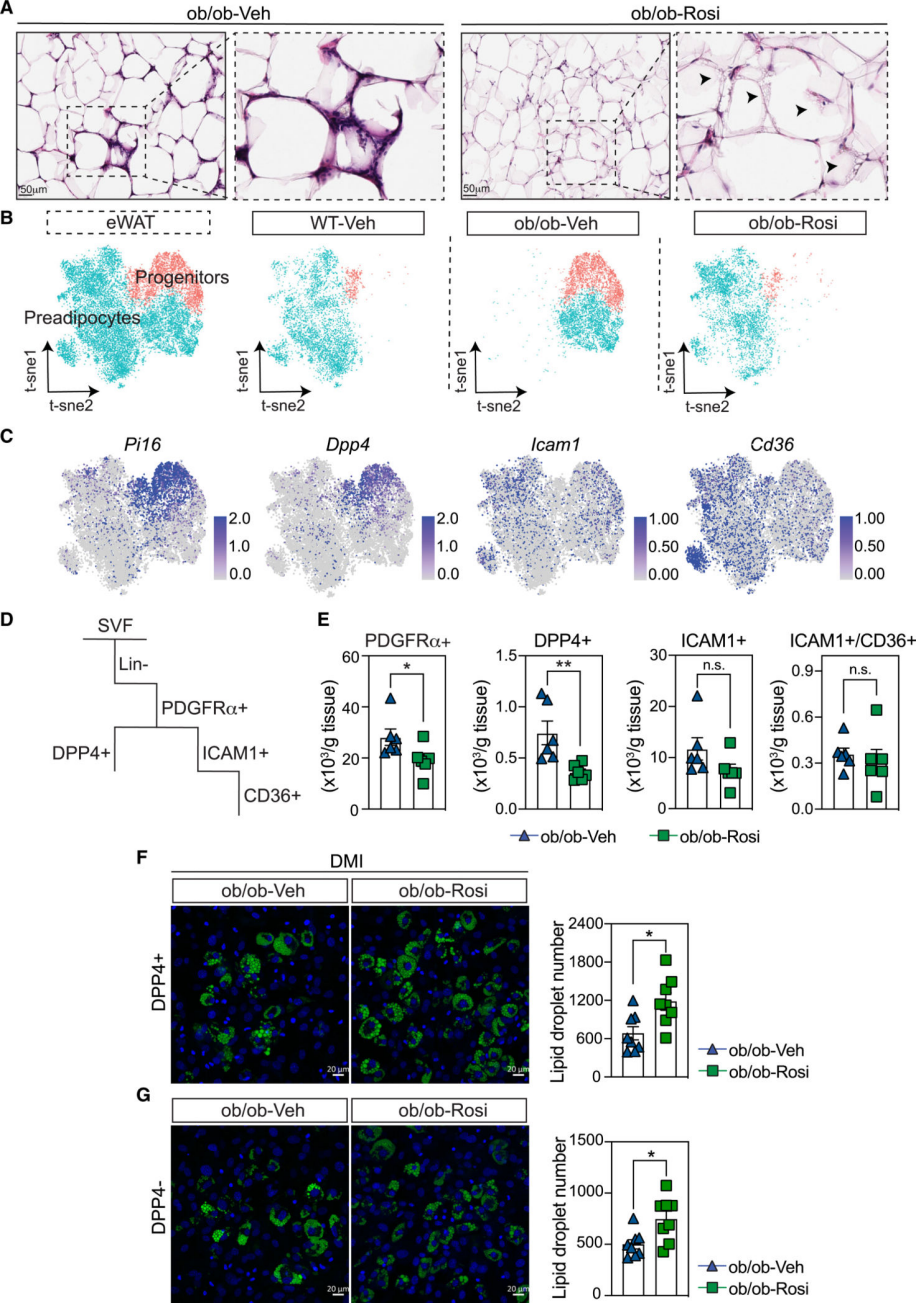
Remodeling of epididymal adipocyte precursor cells in response to PPARγ agonist (A) Histological analysis of epididymal white adipose tissue (hematoxylin and eosin stain) from either ob/ob-Veh- or ob/ob-Rosi-treated mice. (B) t-distributed stochastic neighbor embedding (t-SNE) plot illustrates two subclusters of adipocyte precursor cells in the eWAT: progenitors and preadipocytes. The right three plots separately represent cells from WT-Veh, ob/ob-Veh, and ob/ob-Rosi. Each color-coded dot represents a cell, with progenitors being represented by red and preadipocytes by cyan. The Louvain algorithm was utilized to determine cell clusters. (C) Individual gene t-SNE plots showing the expression and distribution of representative marker genes: *Pi16* and *Dpp4* for progenitors, *Icam1* and *Cd36* for preadipocytes. (D) Gate strategy to characterize progenitors and preadipocytes. (E) Absolute numbers of progenitors and preadipocytes from ob/ob-Veh and ob/ob-Rosi mice. (F and G) Images of confocal microscopy of sorted lineage-negative (CD45^-^, CD31^-^), PDGFRα^+^, DPP4^+^, and DPP4^-^ cells differentiated for 4 days with DMI medium, with DAPI (nuclei, blue) and LipidTox (neutral lipids, green) staining. Data represent the mean ± SEM (*n* = 6 mice per group). Confocal images: four wells per condition, two representative images per well were acquired. GraphPad (GP) *p* value style: *p = 0.0332, **p < 0.0021, and ***p < 0.0002 by two-tailed Student’s t test.

**Figure 4.**
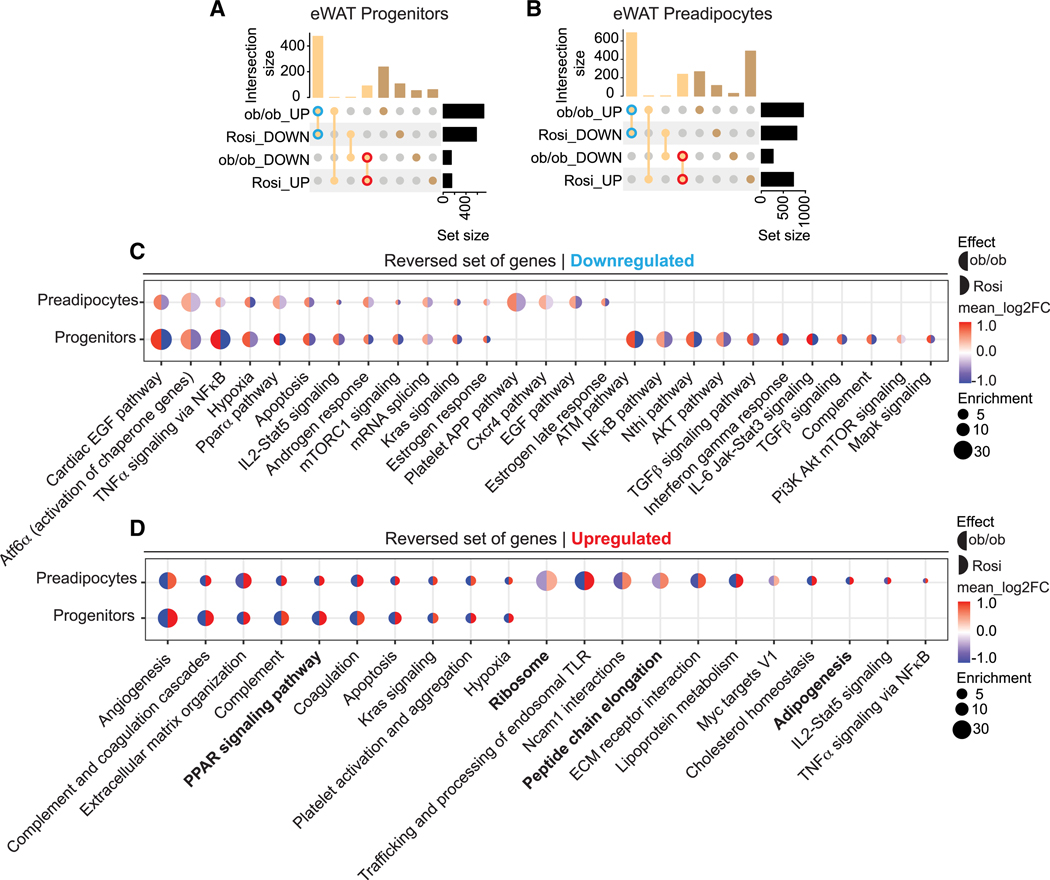
Comparison of differently expressed genes and enriched pathways in response to obesity and rosiglitazone treatment in the eWAT (A and B) UpSet plots illustrating the intersection of differentially expressed genes (DEGs) from eWAT progenitors (A) and eWAT preadipocytes (B), all at Benjamini-Hochberg adjusted *p* < 0.05. The four categories include upregulated DEGs in obese mice compared to lean mice (ob/ob_UP), downregulated DEGs in obese mice compared to lean mice (ob/ob_DOWN), upregulated DEGs in response to Rosi treatment compared to ob/ob-Veh (Rosi_UP), and downregulated DEGs in response to Rosi treatment compared to ob/ob-Veh (Rosi_DOWN) (see STAR Methods for details). (C and D) Dot plots illustrate the top enriched pathways in response to Rosi treatment, which acts to reverse the effects of obesity. All pathways displayed meet the cutoff for statistical significance at Benjamini-Hochberg-adjusted *p* < 0.05 (see STAR Methods for details). (C) Pathway enrichment from DEGs that are upregulated in eWAT obese mice and downregulated following Rosi treatment. (D) Represented pathways enriched from DEGs that are downregulated in eWAT obese mice and upregulated following Rosi treatment.

**Figure 5.**
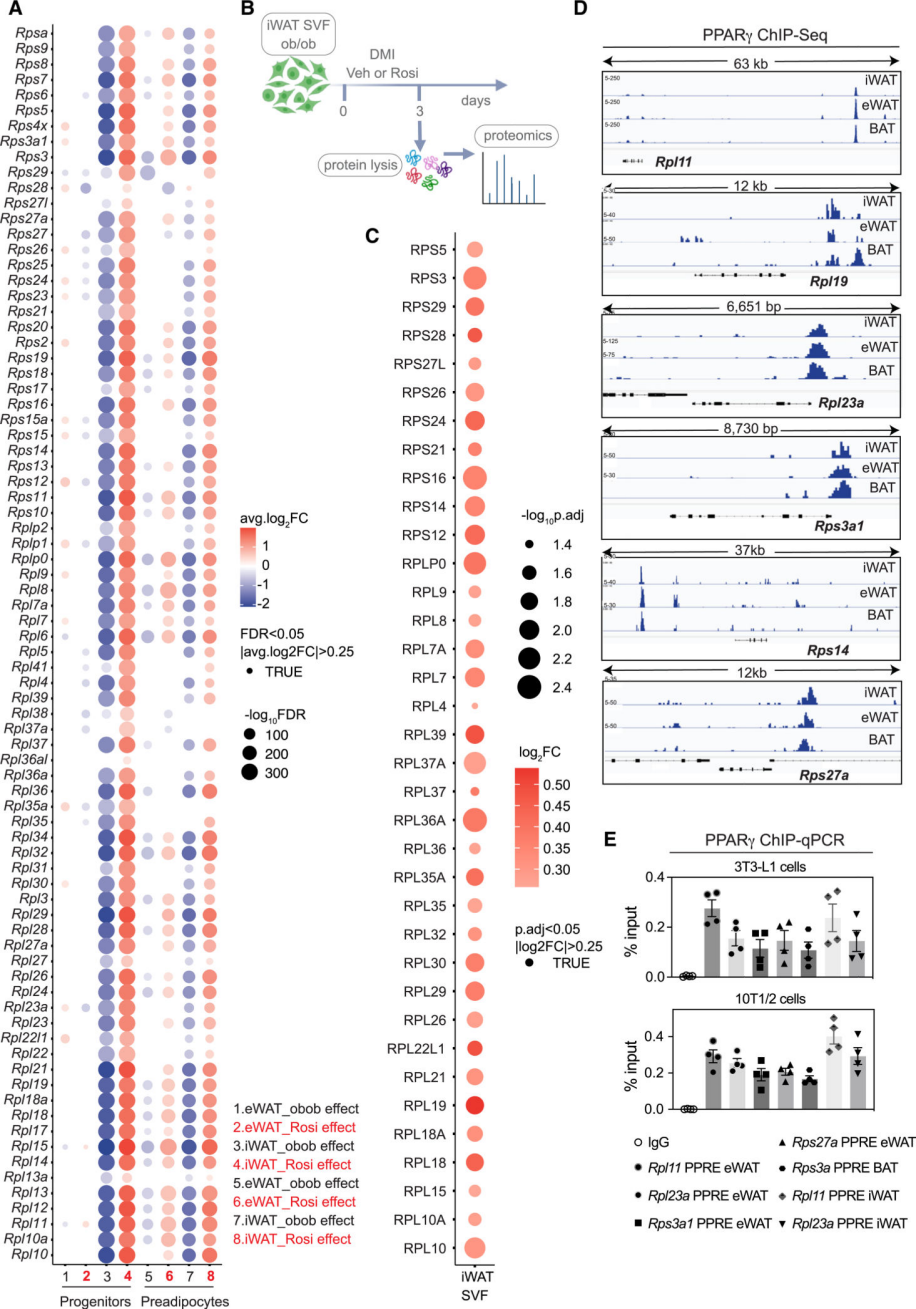
PPARγ-driven enhancement in the transcriptional network of ribosomal genes (A) Dot plot showing differentially expressed ribosomal genes influenced by the ob/ob effect or Rosi effect in eWAT and iWAT progenitors or preadipocytes all at Benjamini-Hochberg-adjusted *p* < 0.05. The size of the dots reflects the -log10(false discovery rate [FDR]) of the DEGs and the color of the dots reflects the fold change (FC) of the DEGs. (B) Schematic describing proteomics analysis of iWAT SVF isolated from ob/ob mice that were differentiated with DMI + Veh or Rosi for 3 days. (C) Dot plot of proteomic analysis showing differentially expressed ribosomal proteins regulated by Rosi in iWAT using an adjusted *p* < 0.05 and |log2FC| > 0.25. (D) PPARγ ChIP-seq showing PPARγ binding sites in close proximity to ribosomal genes: *Rpl11*, *Rpl19*, *Rpl23a*, *Rps3a1*, *Rps14*, and *Rps27a* in eWAT, iWAT, and BAT. (E) PPARγ ChIP-qPCR performed in 3T3-L1 and 10T/12 cells after 5 days of adipocyte differentiation (*n* = 4).

**Figure 6.**
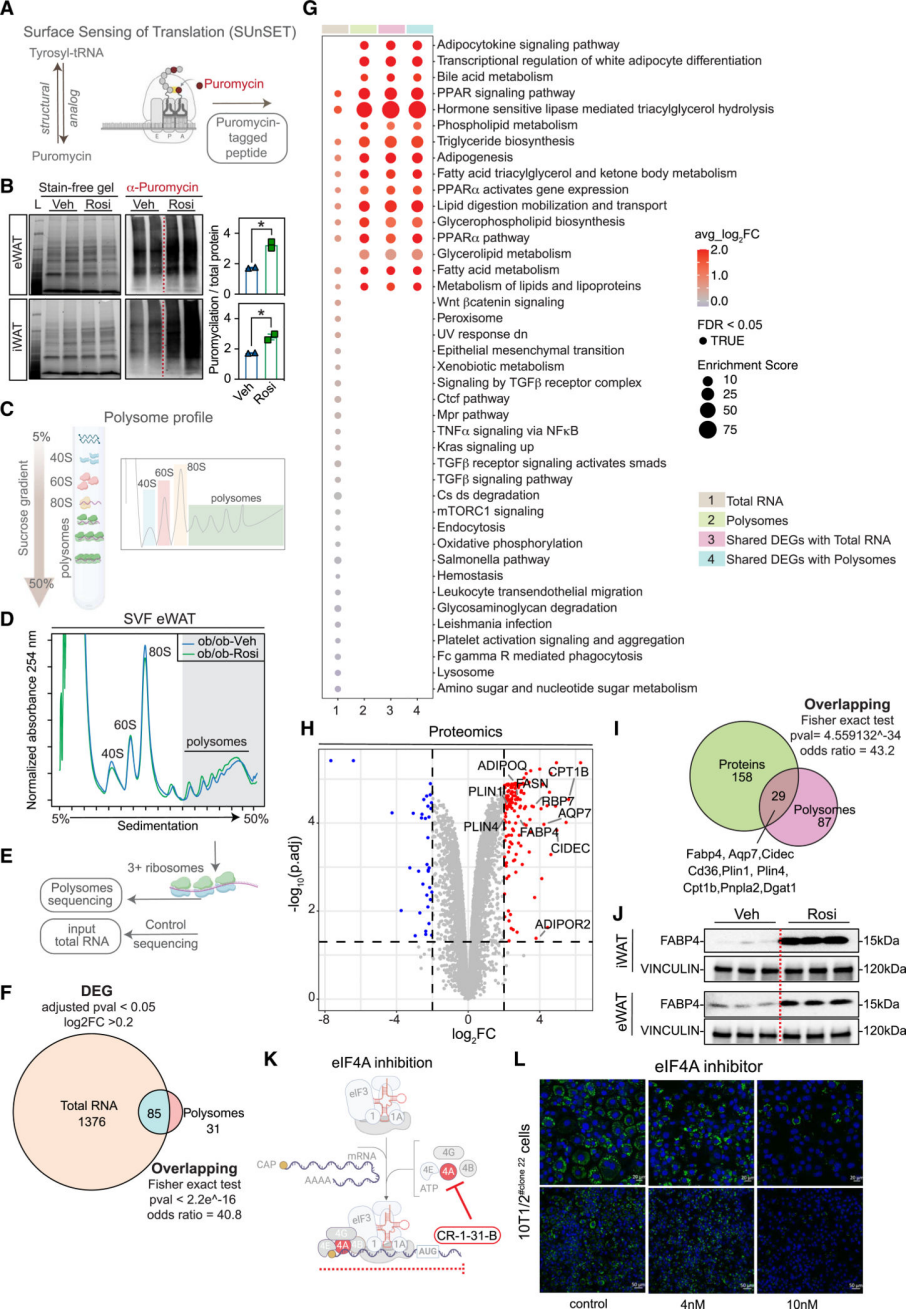
PPARγ-driven translational selectivity in Rosi treated adipocytes (A) Surface sensing of translation (SUnSET) scheme. (B) Immunoblots of eWAT and iWAT. Left: total protein in stain-free gel. Right: immunoblot anti-puromycin and puromycilation quantification. Student t test GraphPad (GP) *p* value style: *p = 0.0332. (C) Polysome profile scheme. Briefly, eWAT/iWAT SVF was differentiated for 4 days, and the cell lysate was applied to a sucrose gradient. 40S, 60S, 80S, and polysomes were separated by ultracentrifugation and fractionated. (D) Polysome profile of primary stromal vascular fraction (SVF) of eWAT after 4 days of adipocyte differentiation. (E) Experimental design for the polysome sequencing: fractions containing more than 3 ribosomes were pooled together for RNA extraction and sequencing. Control samples were input total RNA before samples were submitted to polysome fractionation. (F) Venn diagram illustrates the intersection of DEGs derived from total RNA sequencing and polysome sequencing. Both sets of DEGs satisfy the criteria of an adjusted *p* value of less than 0.05. The significance of overlap was assessed using Fisher’s exact test. (G) Dot plot visualizing the significant pathways that are enriched within the total RNA-sequencing DEG set, polysome-sequencing DEG set, and 85 shared DEG set considering all pathways at Benjamini-Hochberg-adjusted *p* < 0.05. The size of each dot corresponds to the enrichment score for each pathway, reflecting the ratio of overlapping genes to total genes within the cell-type-specific gene set, adjusted by the total number of genes detected by total RNA sequencing or polysome sequencing. Dot color represents the log2 (fold change), calculated based on the average fold change across all overlapping genes within a pathway. (H) Volcano plot of iWAT proteomics data shows differentially expressed proteins regulated by Rosi treatment at adjusted *p* < 0.05 and |log2FC| > 2. (I) Venn diagram illustrates the intersection of polysome DEGs in (F) and differentially expressed proteins in (H). The significance of overlap was assessed using Fisher’s exact test. (J) Immunoblot of FABP4 and VINCULIN from iWAT and eWAT SVF isolated from ob/ob mice and differentiated for 4 days *in vitro* with DMI plus Veh or Rosi. (K and L) Treatment of eIF4A inhibitor (CR-1-31-B) in 10T/12 clone #22 cells. Cells were differentiated with DMI + GW for 1 day and treated for 48 h with CR-1-31-B. Staining is DAPI (nuclei, blue) and LipidTox (neutral lipids, green) at low (10× bottom) and high magnifications (20× top). Confocal images: 2 wells per condition, 2 representative images per well were acquired.

**Figure 7.**
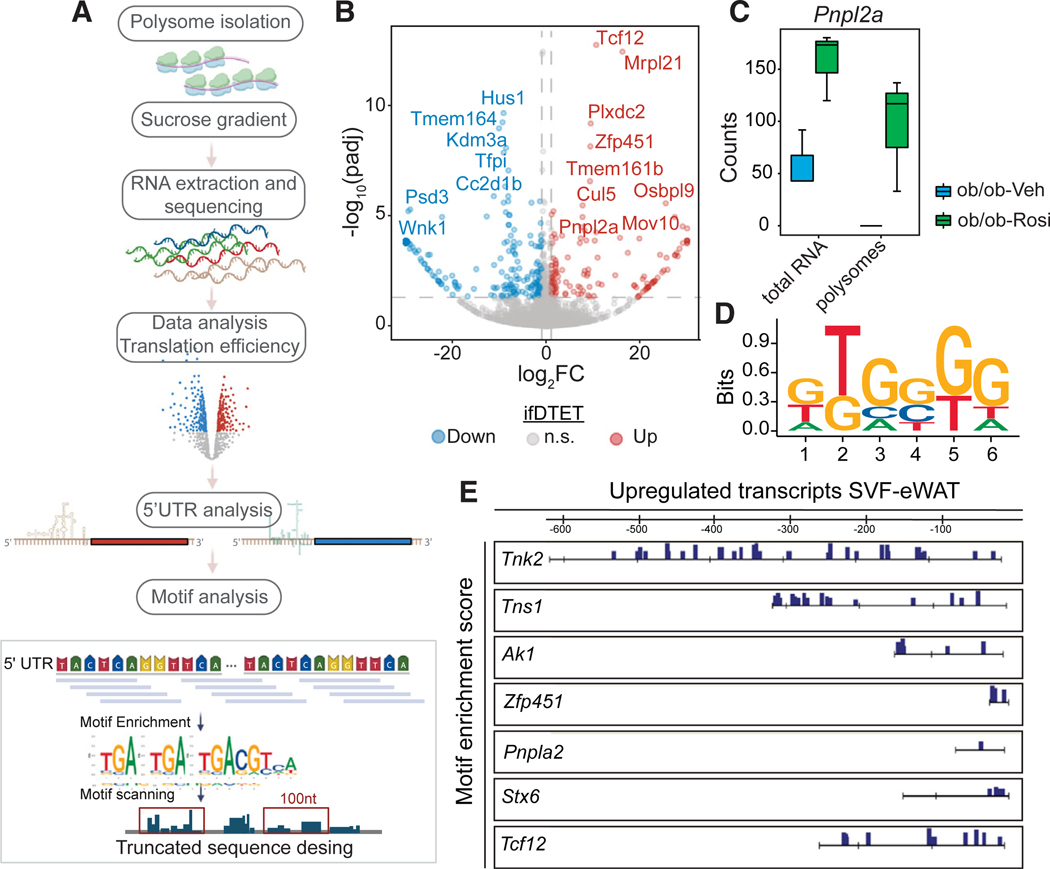
Rosi-induced translation efficiency and identification of G-rich motifs in the 5′ UTR (A) Schematic overview of polysome profiling and sequence feature analysis in the 5′ UTR under acute Rosi treatment. (B) Volcano plot illustrating the differentially translated transcripts between Rosi and Veh treatment. The x axis shows the log2 transformed fold change, while the y axis shows the adjusted *p* value. The red and blue dots label the up- and downregulated transcripts, respectively. (C) Boxplot shows the normalized read count on the *Pnpla2* transcript between different treatments in total RNA and polysome fractions. (D) Sequence motif enriched in the 5′ UTR of upregulated transcripts. (E) The feature map of the 5′ UTR of selected upregulated transcripts. Each deep blue bar indicates a significant site with a *p* value lower than 0.05 calculated by the scan-matrix program.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER

**Antibodies**		

Pacific Blue anti-mouse CD45.2 (104)	BioLegend	Cat# 109819;RRID:AB_492873
PE-Cy7 anti-mouse CD45.2 (104)	BioLegend	Cat# 109830; RRID:AB_1186098
APC/Cy7 anti-mouse TCRβ (H57-597)	BioLegend	Cat# 109220; RRID:AB_893624
APC/Cy7 anti-mouse CD3 (17A2)	BioLegend	Cat# 100222;RRID:AB_2242784
APC/Cy7 anti-mouse CD19 (6D5)	BioLegend	Cat# 115529;RRID:AB_830706
APC/Cy7 anti-mouse NK1.1 (PK136)	BioLegend	Cat# 108723;RRID:AB_830870
APC/Cy7 anti-mouse Ly6G (1A8)	BioLegend	Cat# 127623;RRID:AB_10645331
PE anti-mouse CD11c (N418)	BioLegend	Cat# 117307;RRID:AB_313776
FITC anti-mouse CD11b (M1/70)	BioLegend	Cat# 101205;RRID:AB_312788
APC anti-mouse CD88 (20/70)	BioLegend	Cat# 135808;RRID:AB_10899415
PerCP/Cy5.5 anti-mouse CD9 (MZ3)	BioLegend	Cat# 124817;RRID:AB_2783076
PE-Cy7 anti-mouse Tim-4 (RMT4-54)	BioLegend	Cat# 130009;RRID:AB_2565718
Pacific Blue anti-mouse CD31 (390)	BioLegend	Cat# 102421;RRID:AB_10613457
APC anti-mouse CD140a (PDGFRα) (APA5)	BioLegend	Cat# 135907;RRID:AB_2043969
PerCP-Cy5.5 anti-mouse CD26 (DPP4) (H194-112)	eBioscience	Cat# 45-0261-82;RRID:AB_1548738
PE anti-mouse CD54 (ICAM-1) (YN1/1.7.4)	eBioscience	Cat# 12-0541-81;RRID:AB_465706
Alexa Fluor 488 anti-mouse CD36 (HM36)	BioLegend	Cat# 102607;RRID:AB_528791
Rabbit anti-PLIN1	Abcam	Cat# 3526;RRID:AB_2167274
Rat anti-F4/80 (BM8)	BioLegend	Cat# 123101;RRID:AB_893504
Rabbit anti-Fabp4	Cell Signaling	Cat# 2120S
Mouse anti-Vinculin	Sigma	Cat# V9131;RRID:AB_477629
Mouse anti-Puromycin	Sigma	Cat# 12D10
HRP Goat anti-mouse IgG, Fcy subclass 2a	Jackson Immuno Research	Cat# 115-035-206;RRID:AB_2338514
Donkey anti-rat IgG Alexa Fluor 568	Abcam	Cat# 175475;RRID:AB_2636887
Donkey anti-rabbit IgG Alexa Fluor 647	Abcam	Cat# 150063;RRID:AB_2687541

**Chemicals, peptides, and recombinant proteins**		

CR-1-31-B	MedChemExpress	Cat# HY-136453
Rosiglitazone (*in vitro*)	Cayman	Cat# 71740
Rosiglitazone (*in vivo*)	Sigma	Cat# R2408
Insulin	Gibco	Cat #12585014
Dexamethasone	Sigma	Cat# D4902
3-isobutyl-1-methylxanthine	Sigma	Cat# I5879
LipidTox Green Neutral Lipid	Invitrogen	Cat# H34475
DAPI	AAT Bioquest	Cat# 17507
Type II Collagenase	Worthington	Cat# LS004176
Type II Collagenase	Sigma	Cat# C6885
2.6% Methylcellulose	StemCell Technologies	Cat# M3120

**Deposited data**		

scRNA-Seq	Gene Expression Omnibus	GSE267192
Polysome sequencing	Gene Expression Omnibus	GSE268057

**Experimental models: Cell lines**		

C3H/10T1/2 clone#22	ATCC- clonal selection Tontonoz Lab	Clone#8, CL-226
C3H/10T1/2	ATCC	Clone#8, CL-226
3T3-L1	ATCC	CL-173

**Experimental models: Organisms/strains**		

Mouse C56BL/6	The Jackson Laboratory	JAX:000664
Mouse Lep^ob^/Lep^ob^	The Jackson Laboratory	JAX:000632

**Oligonucleotides**		

qPCR primers, see Table S2	This paper	N/A

**Software and algorithms**		

GraphPad Prism 10	GraphPad	https://www.graphpad.com/
ImageJ	National Institutes of Health	https://imagej.net/ij/
FlowJo, Version 10.10.0	Ashland, OR: Becton, Dickinson and Company	https://www.flowjo.com/solutions/flowjo
R and RStudio	R Consortium	https://posit.co/products/open-source/rstudio/
Seurat	Butler et al.^43^	https://satijalab.org/seurat/
Bowtie2	Langmead and Salzberg^82^	https://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Picard	Broad Institute	https://broadinstitute.github.io/picard/
HOMER	Heinz et al.^83^	http://homer.ucsd.edu/homer/
DESeq2	Love et al.^84^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
RSAT	Turatsinze et al^85^	https://rsat.france-bioinformatique.fr/metazoa/index.php
ggseqlogo	Wagih et al^86^	https://cran.r-project.org/web/packages/ggseqlogo/index.html
10X Genomics Cell Ranger version 3.0.2	Zheng et al^87^	https://www.10xgenomics.com/cn/support/software/cell-ranger/

# Supplementary material for: PPARγ-dependent remodeling of translational machinery in adipose progenitors is impaired in obesity
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Apr 16.
**Supplement:** 1

**Supplemental information**

**PPAR $\gamma$ -dependent remodeling  
of translational machinery in adipose  
progenitors is impaired in obesity**

**Mirian Krystel De Siqueira, Gaoyan Li, Yutian Zhao, Siqi Wang, In Sook Ahn, Mikayla Tamboline, Andrew D. Hildreth, Jakeline Larios, Alejandro Schcolnik-Cabrera, Zaynab Nouhi, Zhengyi Zhang, Marcus J. Tol, Vijaya Pandey, Shili Xu, Timothy E. O'Sullivan, Julia J. Mack, Peter Tontonoz, Tamer Sallam, James A. Wohlschlegel, Laura Hulea, Xinshu Xiao, Xia Yang, and Claudio J. Villanueva**

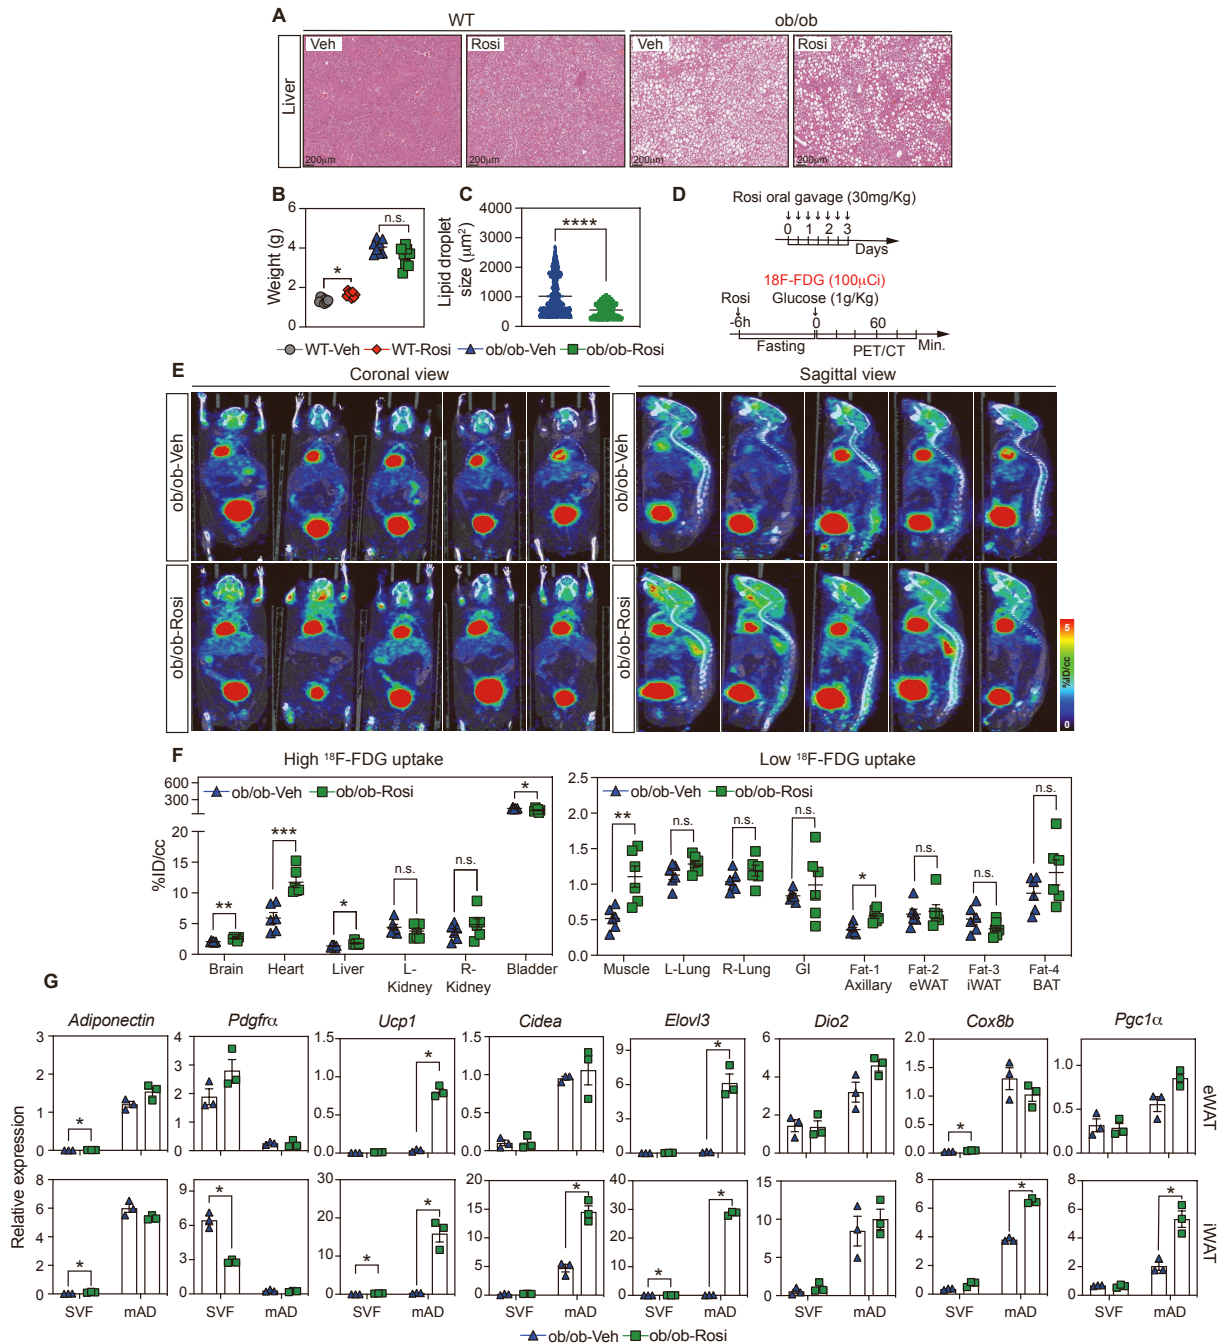

**Fig.S1| Host physiology remodeling after Rosiglitazone treatment.** (A) Histological analysis of the liver after acute Rosi treatment (30mg/Kg). (B) Liver weight. (C) Lipid droplet area quantification of ob/ob mice treated with either Veh or Rosi. (D) Schematic overview of conscious glucose uptake in vivo using a bolus of glucose (1g/Kg) and [<sup>18</sup>F]-FDG (100µCi). (E) PET/CTs at coronal and sagittal view of ob/ob mice treated either Veh or Rosi. (F) Quantification of percent injected dose per cubic centimeter in tissue (%ID/cc) ID, injected dose. Data represent mean ± SEM (n = 6-8 mice per group). (G) RT-PCR from isolate SVF and mature adipocytes (mAD) from eWAT and iWAT ob/ob mice treated with either Veh or Rosi (n=3). GraphPad (GP) pvalue style: \*p= 0.0332; \*\*p < 0.0021; \*\*\*p < 0.0002 by (B) one-way ANOVA, multiple comparisons followed

by Tukey post hoc test, (C) two-tailed Student's t-test, and (F-G) multiple comparisons two-tailed Student's t-test.

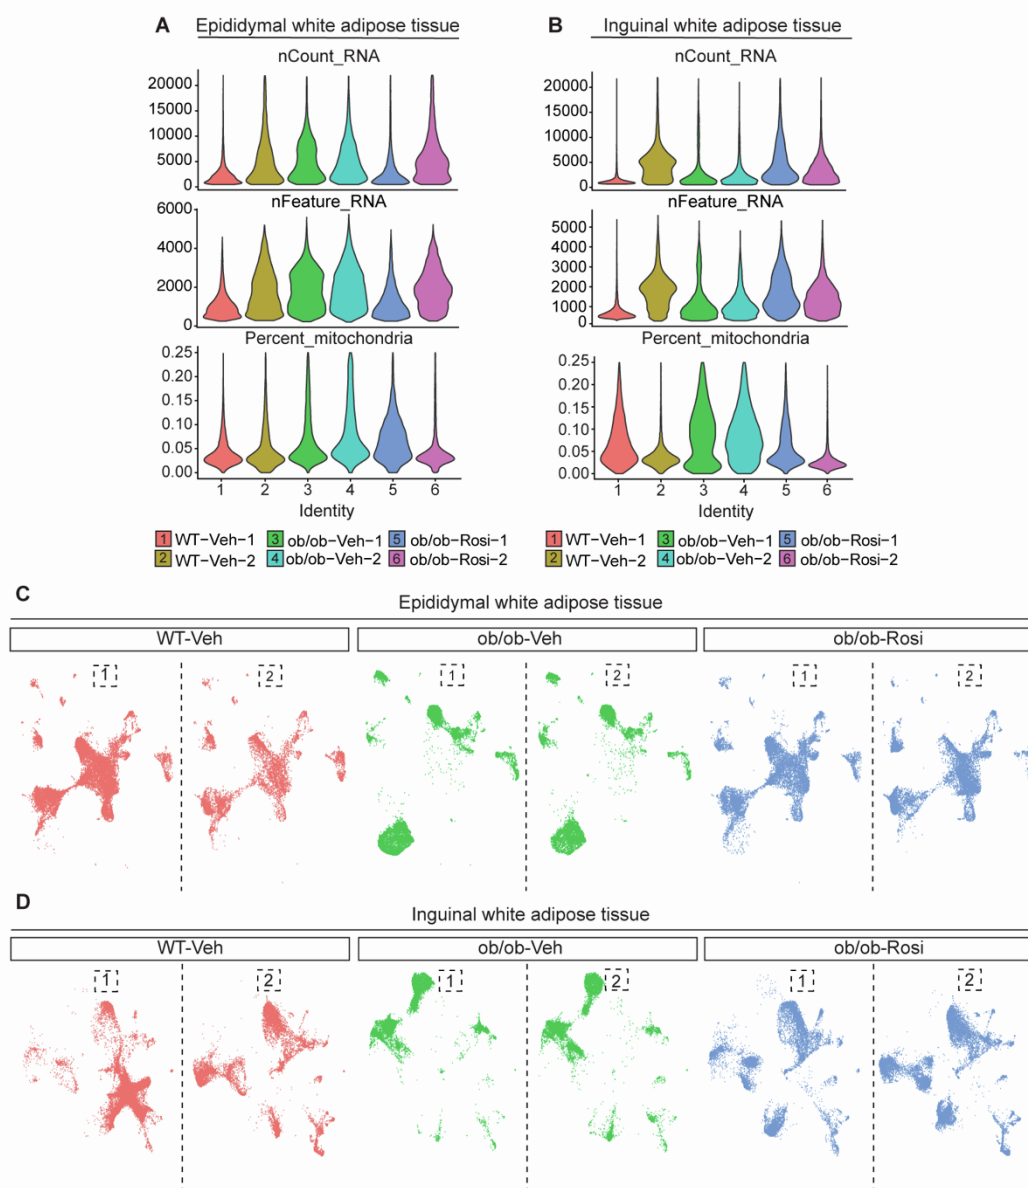

**Fig.S2| Adipose stromal vascular fraction Single-Cell RNA Sequencing quality control. (A-B)** Violin plots display the distribution of the number of Unique Molecular Identifiers (UMI) (nCount\_RNA), the number of detected genes (nFeature\_RNA), and the proportion of mitochondrial reads (Percent\_mitochondria) across each sample in eWAT (**A**) and iWAT (**B**). Cells were selected based on the number of UMIs (with a threshold range of 700-22,000), the number of detected genes (with a threshold range of 200-6,000), and the proportion of mitochondrial reads (with a threshold of less than 25%). (**C-D**) UMAP plot illustrates the cell clusters among 61,343 eWAT cells (**C**) and 65,556 iWAT cells (**D**) by each sample. The three panels separately represent cells from WT-Veh, ob/ob-Veh, and ob/ob-Rosi groups. Each colored dot signifies a cell. Data shown a single scRNA-Seq experiment (n=2 per group).

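Median UMIs per kept cell were 2046 and 4398.5 in the eWAT libraries labelled WT-Veh, 4717 and 4401 in those labelled ob/ob-Veh and 2341 and 4961 in those labelled ob/ob-Rosi. In iWAT they were 1132 and 4671, 1998 and 1919, and 3714 and 3160.5. The median numbers of detected genes in eWAT were 984 and 1779.5, 1888 and 1900, and 1145 and 1905, and in iWAT 631 and 1824, 1035 and 1045, and 1596 and 1418. Median mitochondrial shares in iWAT were 5.89% and 3.32%, 9.05% and 8.06%, and 4.48% and 2.17%.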

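The cells kept were 14718 and 6472 in the eWAT libraries labelled WT-Veh, 9165 and 7751 in those labelled ob/ob-Veh and 9439 and 10068 in those labelled ob/ob-Rosi. In iWAT they were 17063 and 9837, 7205 and 7203, and 9674 and 17500.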

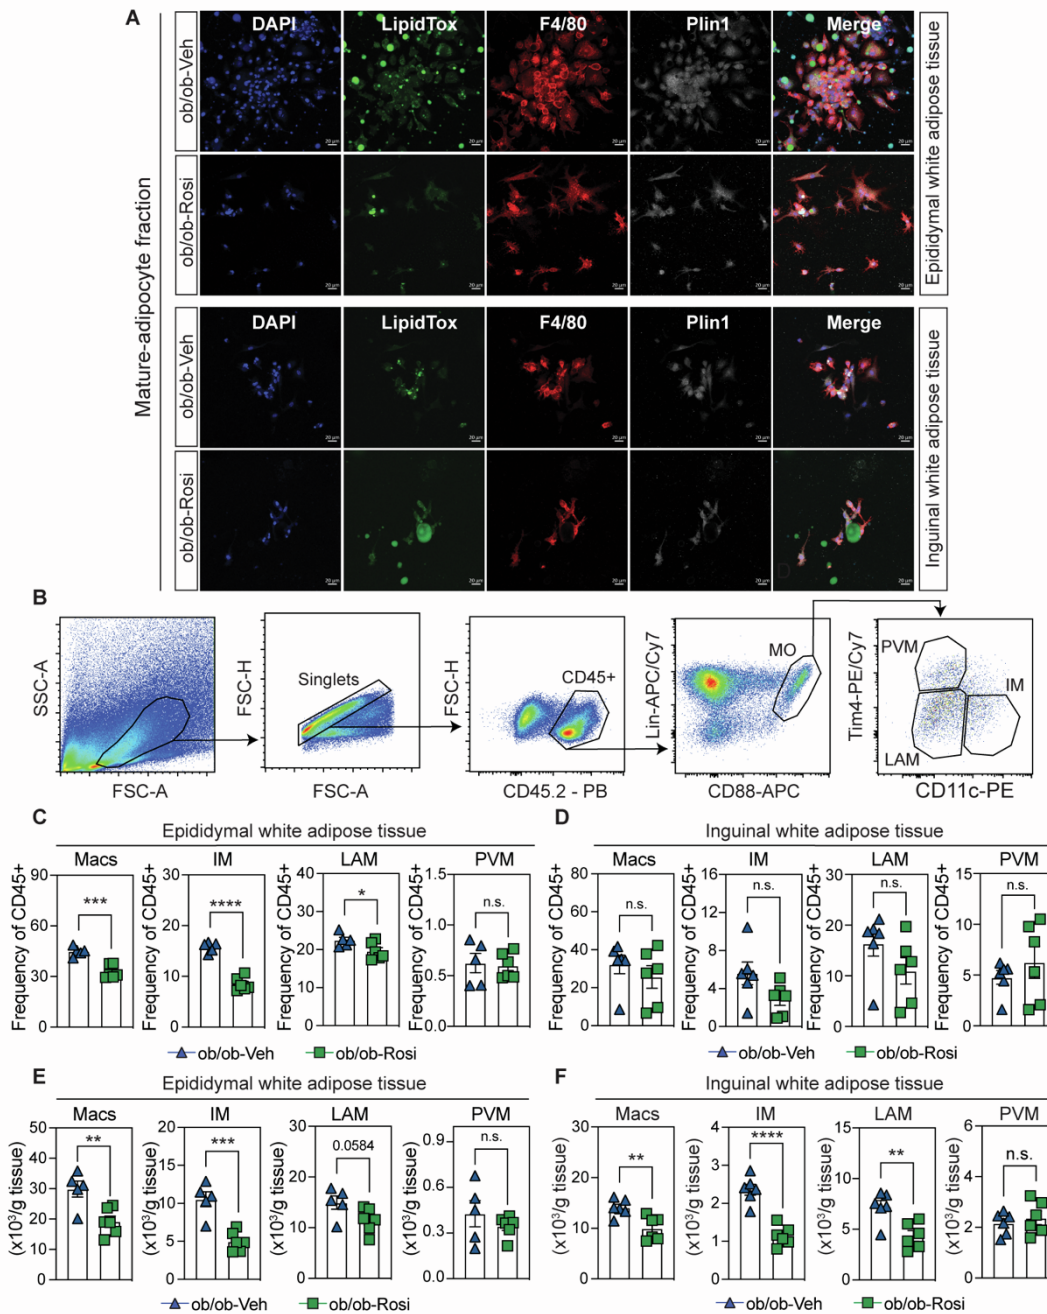

**Fig.S3| Adipose-specific macrophage profile remodeling after PPAR $\gamma$  agonist treatment.** (A) Confocal images of macrophages (F4/80+) cultured overnight from mature-adipocyte fraction from either ob/ob-Veh or ob/ob-Rosi: DAPI (nuclei- blue), LipidTox (neutral lipids-green), F4/80 (macrophages-red), Plin1 (adipocyte-specific perilipin - white). (B) Flow cytometry gate strategy for macrophages: Tim4+: perivascular macrophages (PVM), CD11c+: inflammatory macrophages (IM), Tim4-, CD11c-: lipid-associated macrophages (LAM). (C-F) Frequency and absolute number of Macrophages (Mac), IM, LAM, and PVM from epididymal and inguinal adipose tissue. Data represent mean  $\pm$  SEM (n = 6 mice per group). GraphPad (GP) pvalue style: \*p= 0.0332; \*\*p < 0.0021; \*\*\*p < 0.0002 by two-tailed Student's t-test.

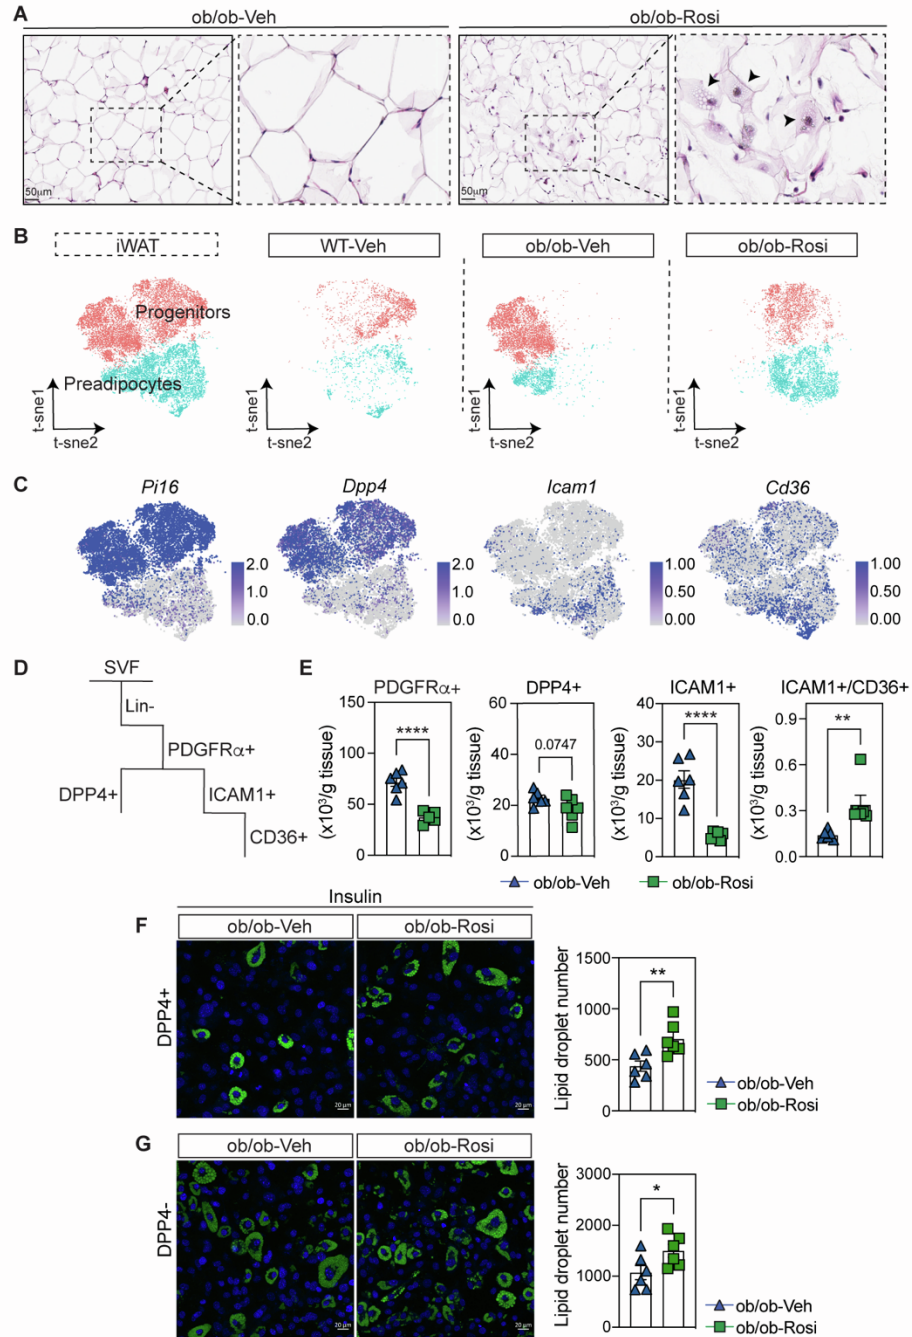

**Fig. S4| Rosiglitazone-driven enhancement of adipocyte differentiation in inguinal adipose tissue.** (A) Histological analysis of inguinal adipose tissue (hematoxylin and eosin stain) from either ob/ob-Veh or ob/ob-Rosi mice. (B) t-distributed stochastic neighbor embedding (t-SNE) plot illustrates two sub-clusters of Adipocyte Precursor Cells (APC) in iWAT: Progenitors and preadipocytes. The right three panels separately represent cells from WT-Veh, ob/ob-Veh, and ob/ob-Rosi. Each color-coded dot represents a cell, with progenitors being represented by red and preadipocytes by cyan. The Louvain algorithm was utilized to determine cell clusters. (C) Individual gene t-SNE plots showing the expression and distribution of representative marker genes: *Pi16* and *Dpp4* for progenitors, *Icam1* and *Cd36* for preadipocytes. (D) Gate strategy to

characterize progenitor cells: Lineage negative (CD45<sup>-</sup>, CD31<sup>-</sup>), PDGFR $\alpha$ <sup>+</sup>, DPP4<sup>+</sup> (progenitors), and ICAM1<sup>+</sup>/CD36<sup>+</sup> (preadipocytes). **(E)** Absolute number of progenitor and preadipocytes from ob/ob-Veh and ob/ob-Rosi mice. **(F-G)** Confocal of sorted lineage negative (CD45<sup>-</sup>, CD31<sup>-</sup>), PDGFR $\alpha$ <sup>+</sup>, DPP4<sup>+</sup>, and DPP4<sup>-</sup> cells differentiated for 4 days on insulin-containing media, DAPI (nuclei-blue), LipidTox (neutral lipids-green). Data represent mean  $\pm$  SEM (n = 3 mice per group). Confocal images: 4 wells per condition, 2 representative images per well were acquired. GraphPad (GP) pvalue style: \*p = 0.0332; \*\*p < 0.0021; \*\*\*p < 0.0002 by two-tailed Student's t-test.

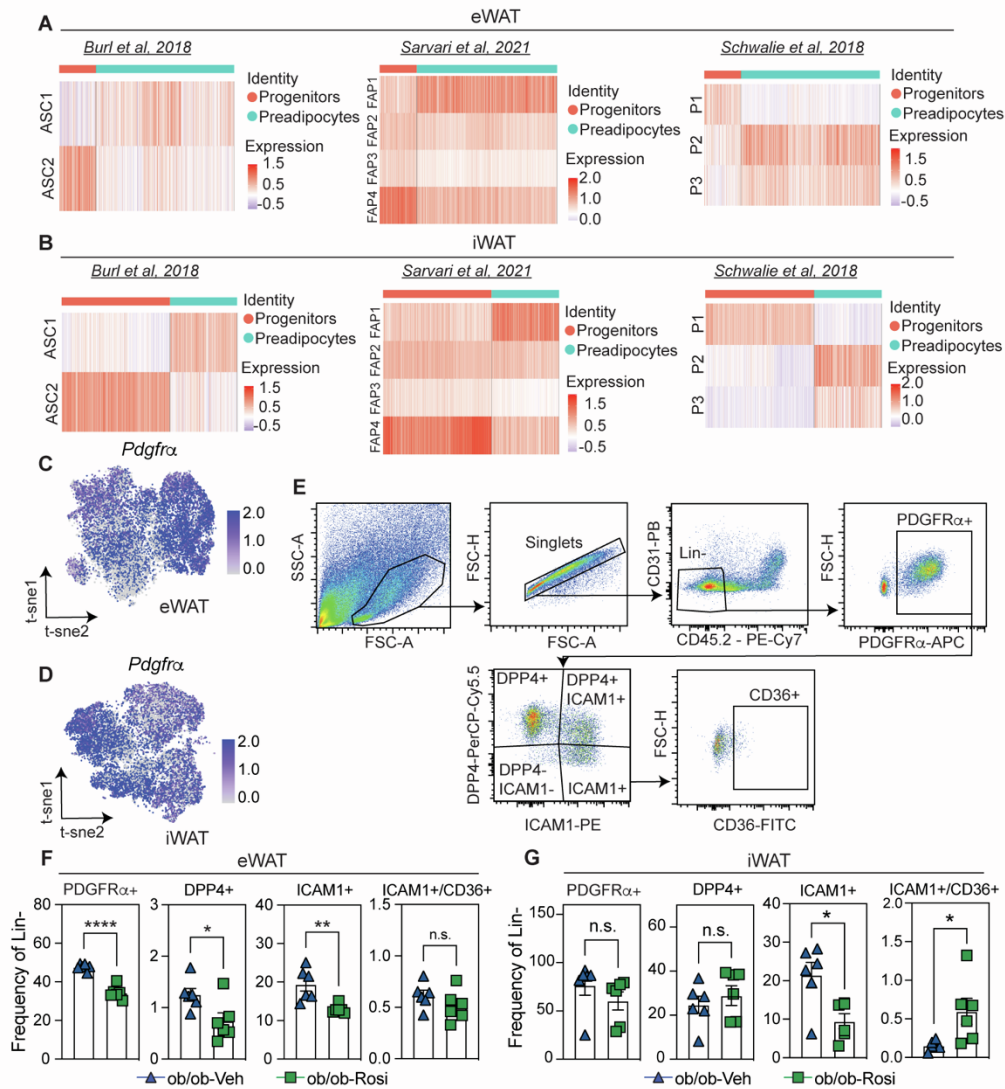

**Fig.S5| Validation of progenitor and preadipocyte populations (A-B)** Heatmap illustrates gene module scores within eWAT (A) and iWAT (B) cells by APC subtype identities. The gene module scores feature the top 50 significant markers from each reference cell type, as delineated in the research findings of *Burl et al.*, *Sarvari et al.*, and *Schwalie et al.* (C-D) t-SNE visualization of *Pdgfra* expression in eWAT and iWAT cells respectively. (E) Flow cytometry gate strategy for progenitors and preadipocytes: Lin- (CD45-, CD31-), PDGFRα+, DPP4+ (progenitors), and ICAM1+ and/or ICAM1+/CD36+ (preadipocytes). (F-G) Frequency of progenitors and preadipocytes from epididymal and inguinal adipose tissue. Data represent mean ± SEM (n = 6 mice per group). GraphPad (GP) pvalue style: \*p = 0.0332; \*\*p < 0.0021; \*\*\*p < 0.0002 by two-tailed Student's t-test.

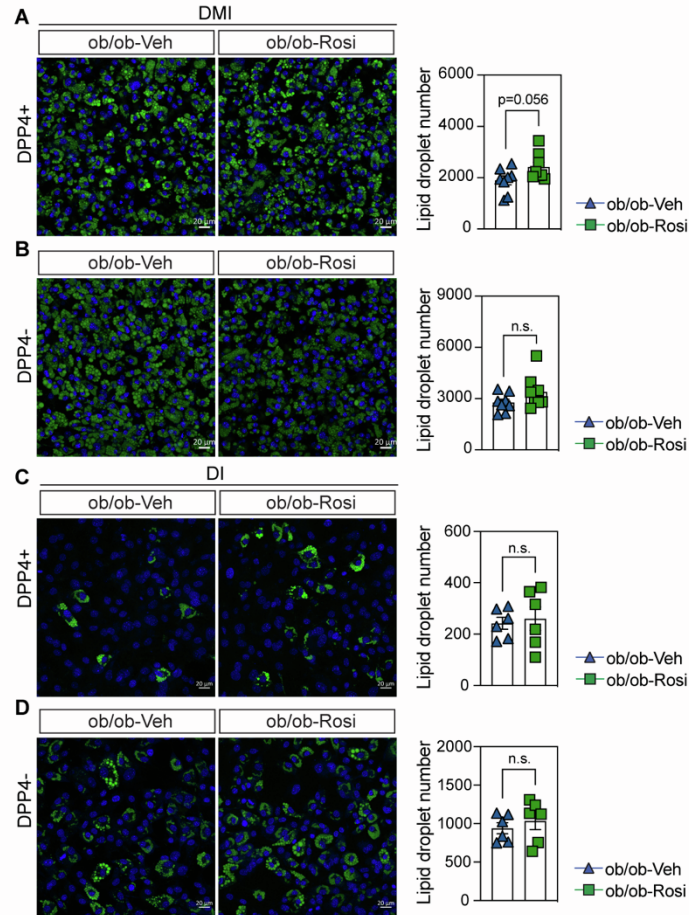

**Fig.S6| Inguinal adipose tissue progenitors differentiation potential after Rosiglitazone treatment.** (A-D) Confocal of sorted lineage negative (CD45-, CD31-), PDGFR $\alpha$ +, DPP4+, and DPP4- cells differentiated for 4 days on DMI (dexamethasone, IBMX, and insulin) media, DAPI (nuclei- blue), LipidTox (neutral lipids- green) (A-B). 4 days on DI (dexamethasone, and insulin) media, DAPI (nuclei- blue), LipidTox (neutral lipids- green) (C-D). Right panels: quantification of lipid droplet number. Data represent mean  $\pm$  SEM (n = 3-6 mice per group). Confocal images: 4 wells per condition, 2 representative images per well were acquired. GraphPad (GP) pvalue style: \*p = 0.0332; \*\*p < 0.0021; \*\*\*p < 0.0002 by two-tailed Student's t-test.

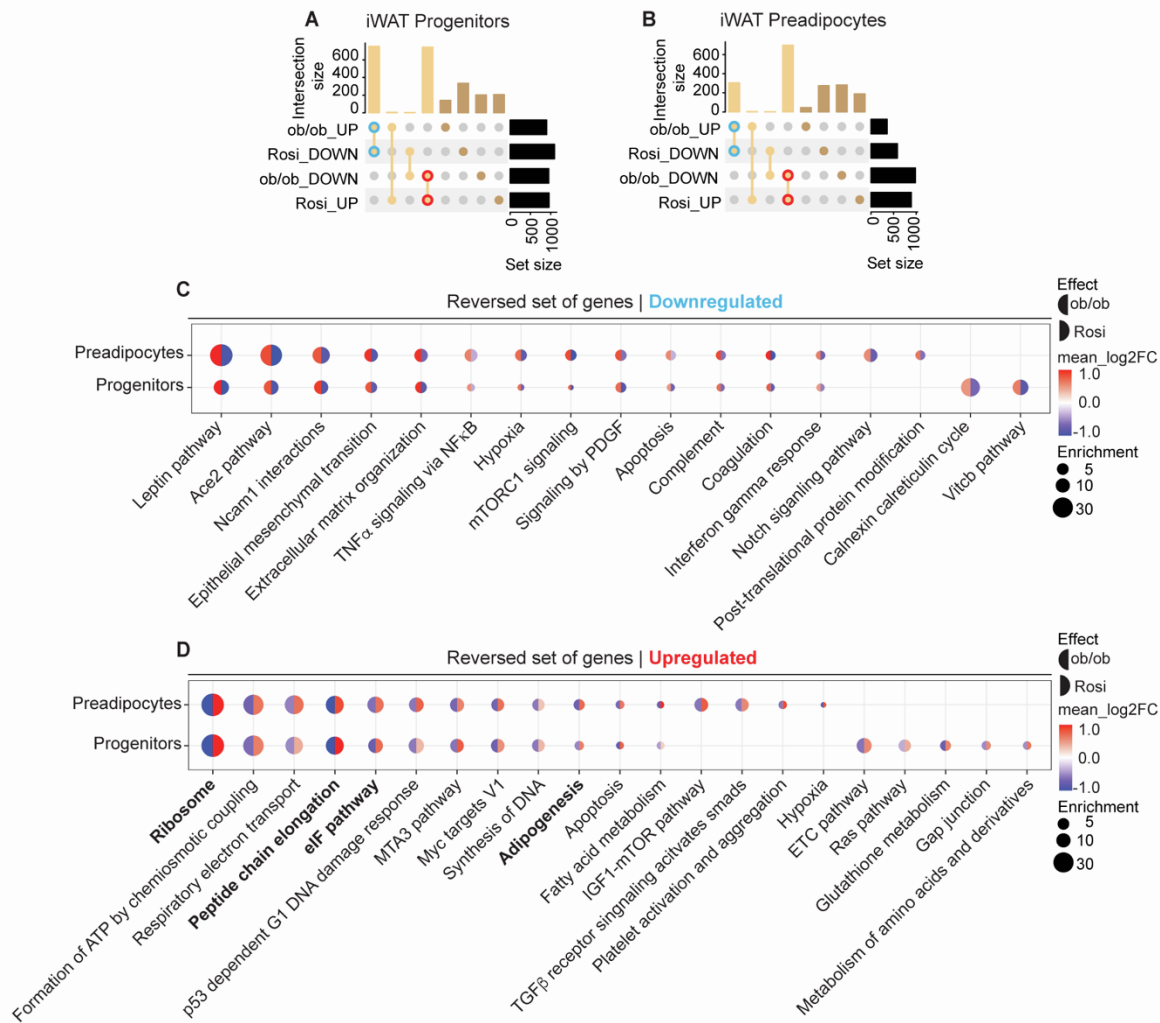

**Fig. S7| Comparison of differentially expressed and enriched pathways in response to obesity and Rosiglitazone treatment in the iWAT (A-D)** UpSet plot illustrates intersections of differentially expressed genes (DEGs) for the iWAT progenitors (A), and iWAT preadipocytes (B), all at Benjamini-Hochberg adjusted p-value < 0.05. The 4 categories include upregulated DEGs in obese mice compared to lean mice (ob/ob\_UP), downregulated DEGs in obese mice compared to lean mice (ob/ob\_DOWN), up-regulated DEGs in response to Rosi treatment compared to ob/ob-Veh (Rosi\_UP), and downregulated DEGs in response to Rosi treatment compared to ob/ob-Veh (Rosi\_DOWN). Horizontal bars (set size) indicate total DEGs for each cluster in each plot. In the UpSet plots, dots point to the specific clusters for which the vertical bars for DEG counts are shown, and vertical lines between dots represent the intersections between two or more clusters. The blue circle signifies the set of DEGs that are upregulated in obese mice and downregulated in response to Rosi treatment. The red circle represents the DEGs that are downregulated in obese mice and upregulated following Rosi treatment. (C-D) Dot plot illustrates the top enriched pathways in response to Rosi treatment, which acts to reverse the effects of obesity. All pathways displayed meet the cut-off for statistical significance at Benjamini-Hochberg adjusted p values < 0.05. The size of each dot corresponds to the enrichment score for each pathway, reflecting the ratio of overlapping genes to total genes within the cell type-specific gene set, adjusted by a scale factor of 20,000, and then divided by the total number of genes within the

pathway. Color of the left side of each dot represents the  $\log_2(\text{fold-change})$ , calculated based on the average fold change across all overlapping DEGs within a pathway in obese mice compared to lean mice. Color of the right side of each dot represents the  $\log_2(\text{fold-change})$ , calculated based on the average fold change across all overlapping DEGs within a pathway in response to Rosi treatment. **(C)** Represented pathways enriched from DEGs that are upregulated in iWAT obese mice and downregulated following Rosi treatment. **(D)** Represented pathways enriched from DEGs that are downregulated in iWAT obese mice and upregulated following Rosi treatment.

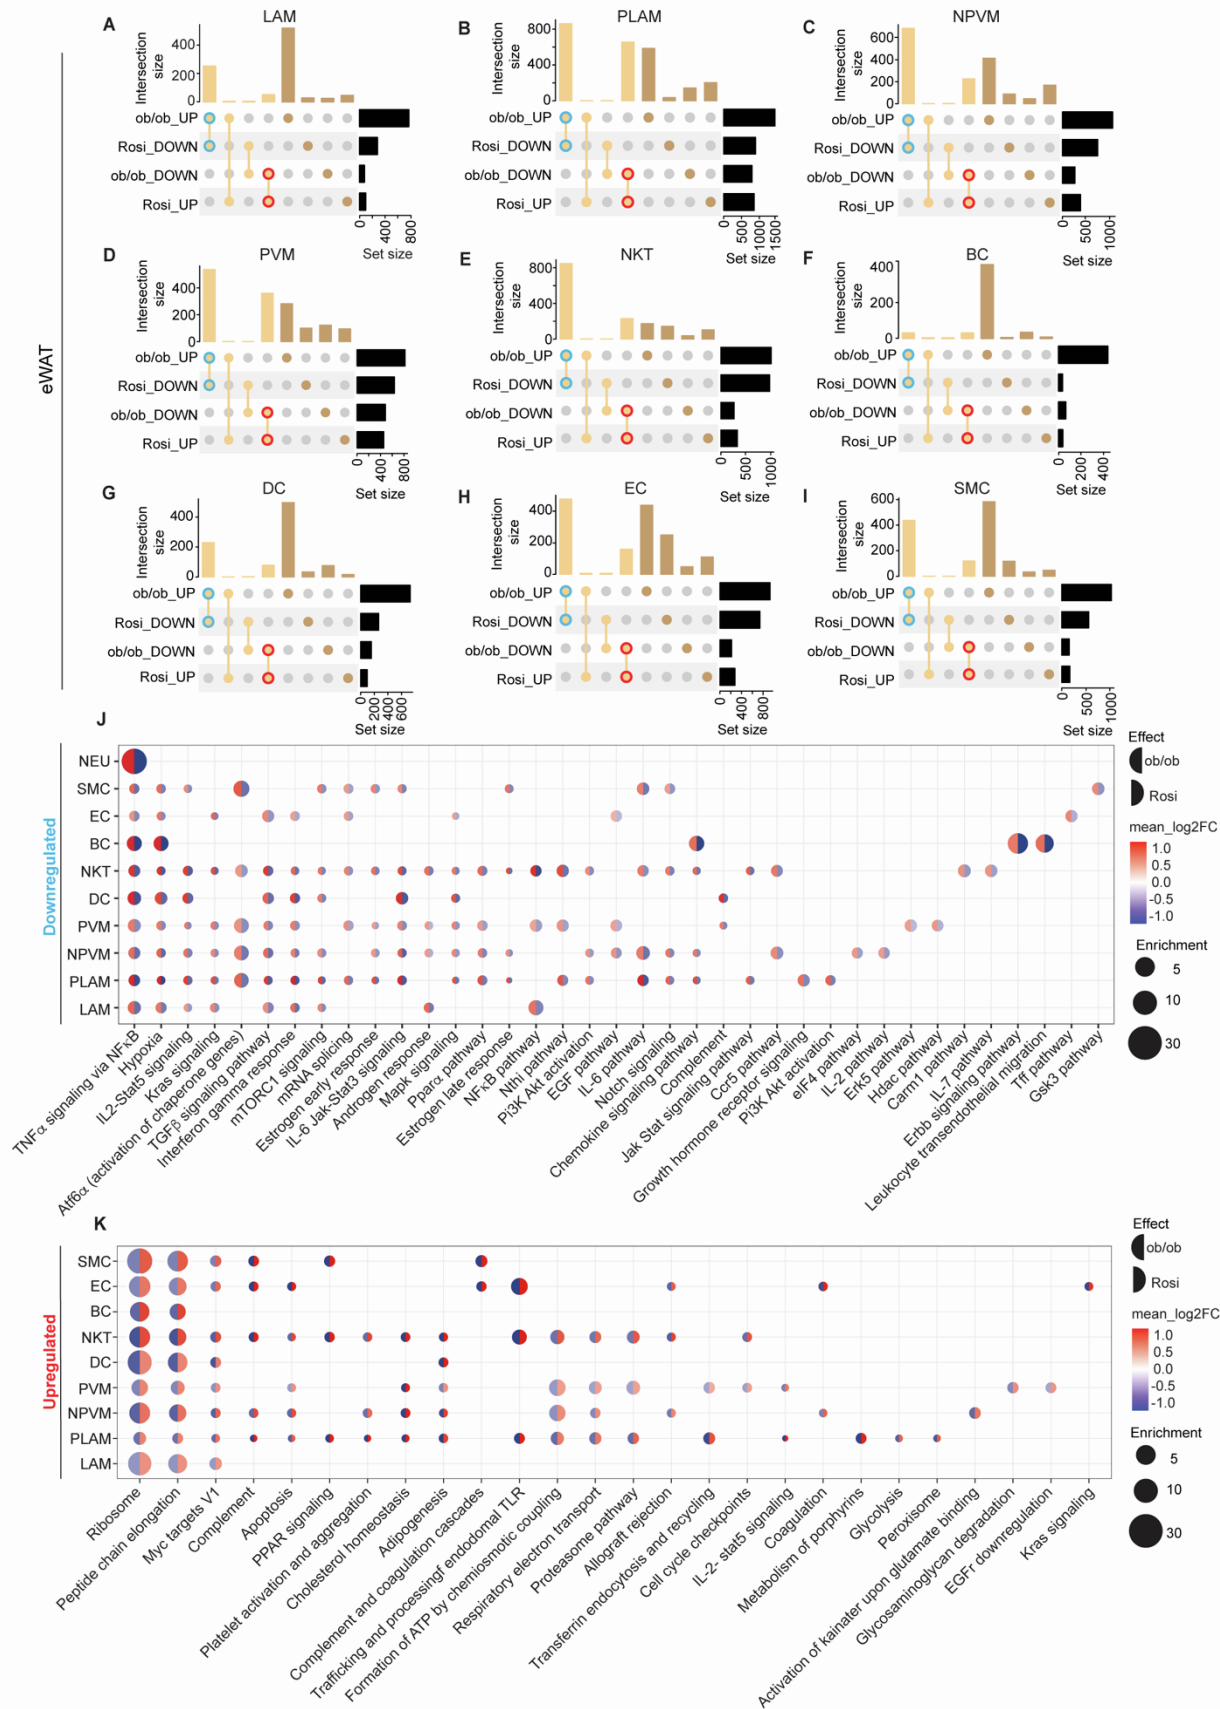

**Fig.S8| Effects of Rosiglitazone treatment in the stromal vascular fraction of epididymal adipose tissue.** (A-I) UpSet plot illustrates intersections of DEGs for the cell types in eWAT. (J-K) Dot plot illustrates the top enriched pathways in response to Rosi treatment in each cell type, which acts to reverse the effects of obesity. (J) represent pathways enriched from DEGs that are upregulated in obese mice and downregulated following Rosi treatment and (K) represent pathways enriched from DEGs that are downregulated in obese mice and upregulated following Rosi treatment.

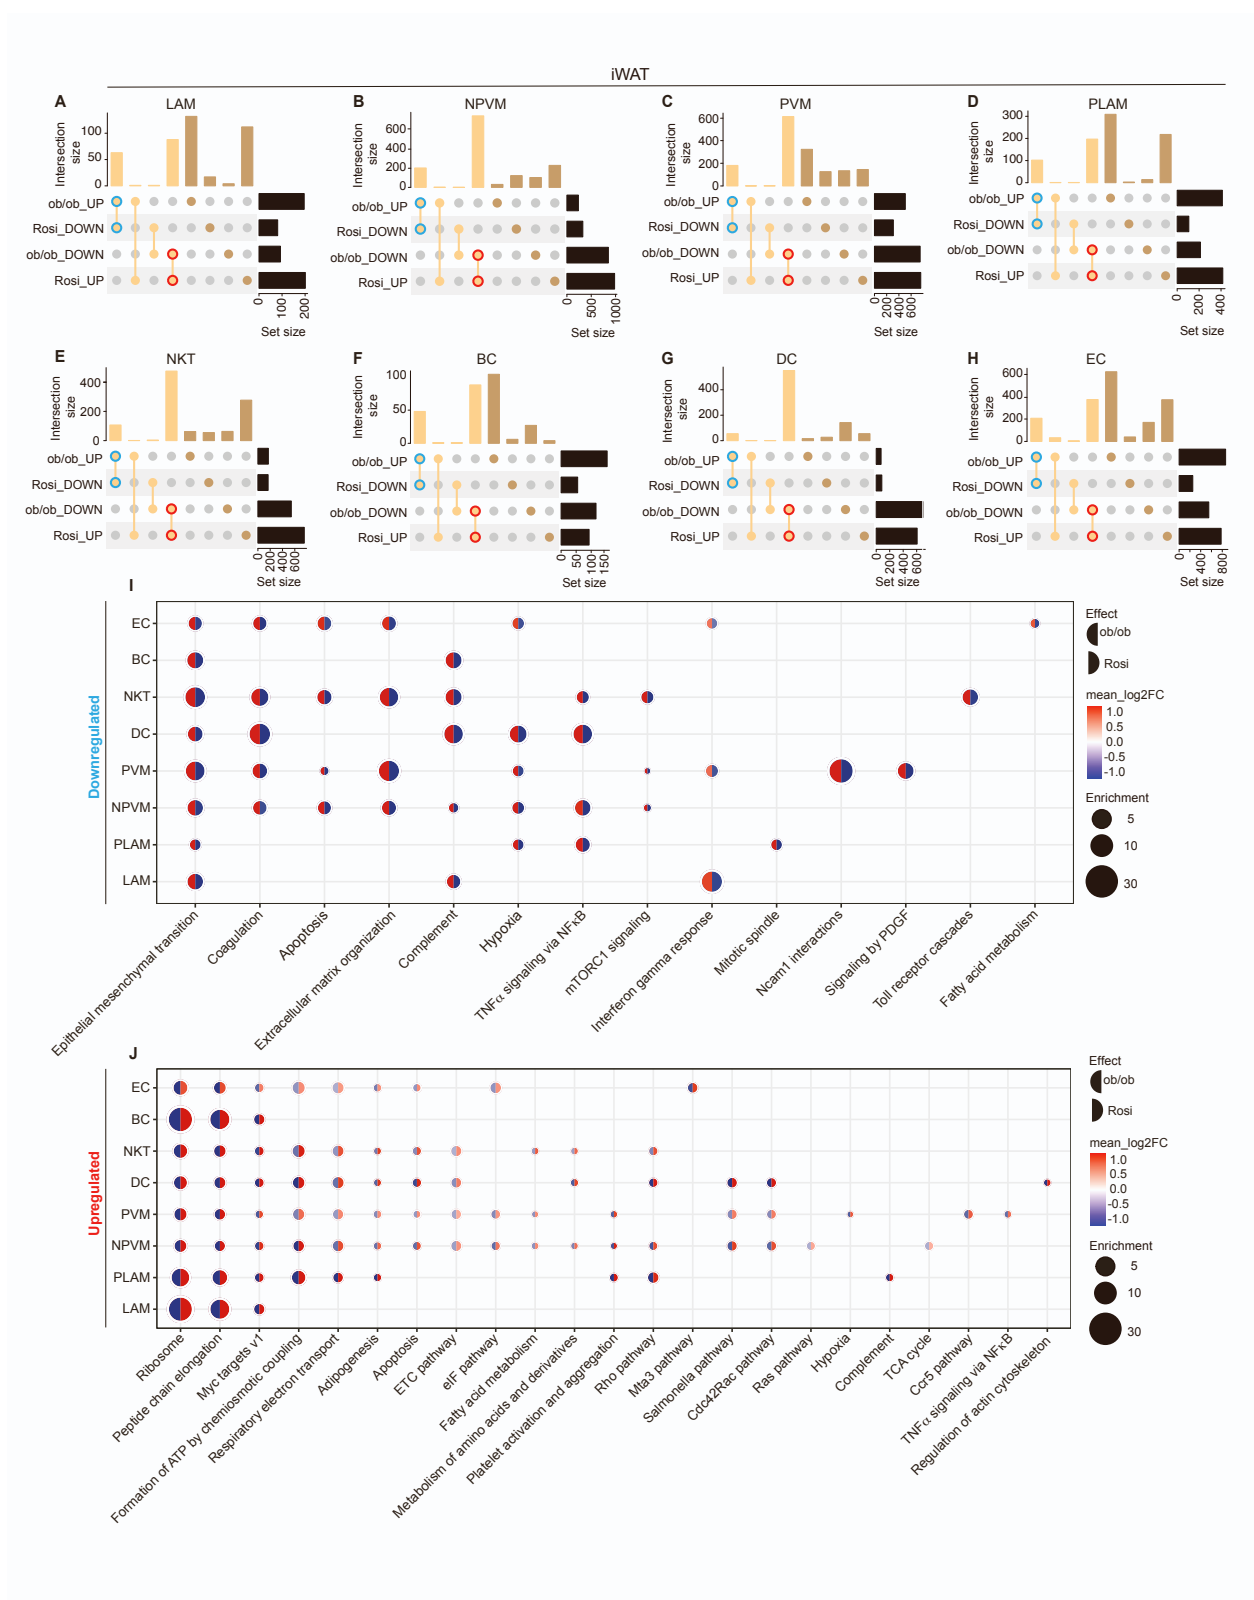

**Fig.S9| Effects of Rosiglitazone treatment in the stromal vascular fraction of inguinal adipose tissue. (A-H)** UpSet plot illustrates intersections of DEGs for the cell types in iWAT. **(I-J)** Dot plot illustrates the top enriched pathways in response to Rosi treatment in each cell type,

which acts to reverse the effects of obesity. (I) represent pathways enriched from DEGs that are upregulated in obese mice and downregulated following Rosi treatment. Conversely, (J) represents pathways enriched from DEGs that are downregulated in obese mice and upregulated following Rosi treatment.

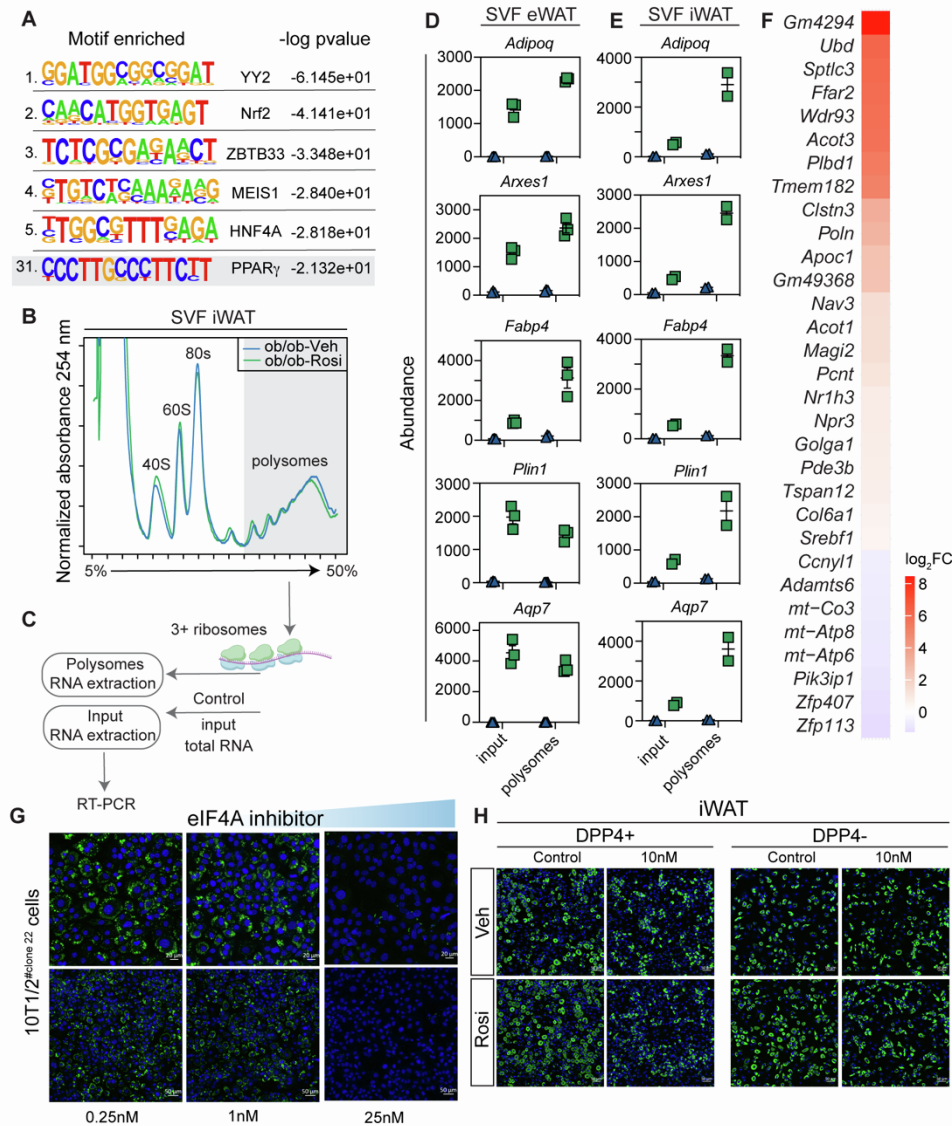

**Fig.S10| Adipose-specific polysome profile.** (A) Sequence motif enriched in the promoter regions of ribosome-related genes shown in Fig5A. (B) Polysome profile of primary stromal vascular fraction (SVF) of iWAT after four days of adipocyte differentiation. (C) Experimental design for the RT-PCR: fractions containing more than 3 ribosomes were pooled together for RNA extraction and cDNA synthesis. Control samples: input total RNA before samples were submitted to polysome fractionation. (D-E) Gene expression of *Adipoq*, *Arxes1*, *Fabp4*, *Plin1*, and *Aqp7* in the input (total RNA) vs polysomes in eWAT and iWAT (eWAT polysomes: triplicates, iWAT polysomes: duplicates). (F) Heatmap of 31 polysome fraction-unique DEGs affected by Rosi treatment in eWAT shown in Fig6F, ranked by log<sub>2</sub>FC value. (G) eIF4A inhibitor (CR-1-31-B) dose response in 10T1/2 clone#22 cells. Cells were differentiated with DMI+GW for 1 day, and then treated for 48h with different concentration of CR-1-31-B. DAPI (nuclei- blue), LipidTox (neutral lipids- green). (H) ob/ob mice were treated with Veh or Rosi for 3 days, and SVF from iWAT was isolated. Cells were sorted as lineage negative (CD45-, CD31-), PDGFR $\alpha$ +, DPP4+, and DPP4-. Cells were kept in DMEM + insulin for 24 hours and then treated for 48h with eIF4A inhibitor to block translation. Confocal images: 2 wells per condition, 2 representative images per well were acquired.

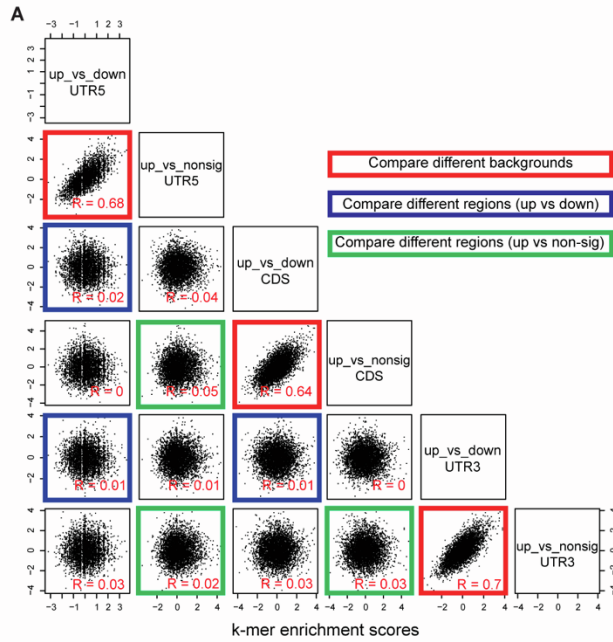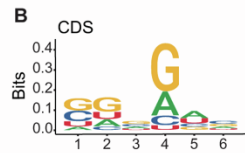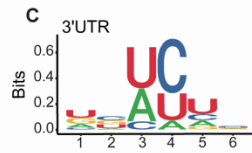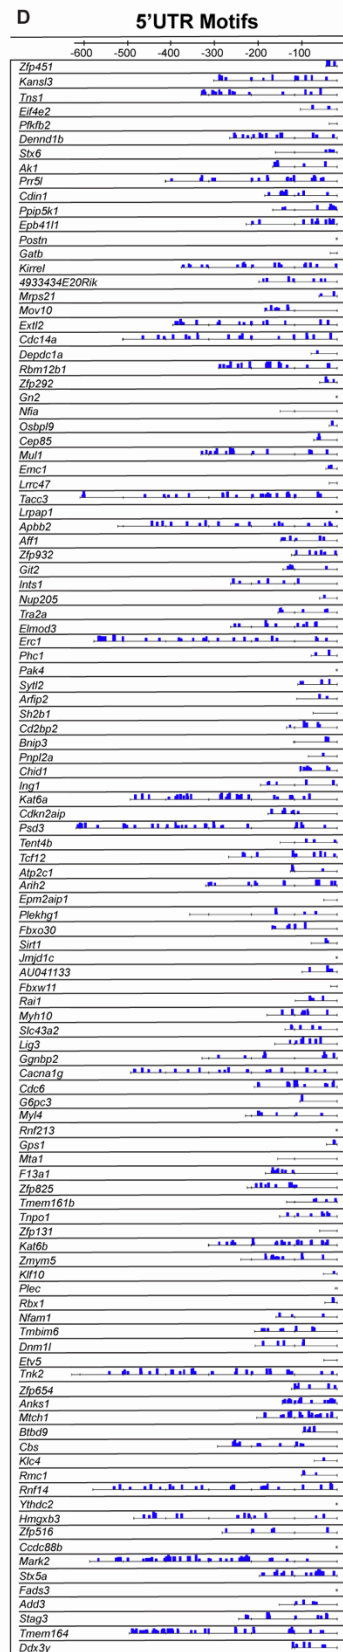

**Fig. S11| Motif analysis of the 5'UTR of up-regulated transcripts under the regulation of Rosiglitazone.** (A) The correlations of the hexamers enrichment scores between different regions (i.e., 5'UTR, CDS, and 3'UTR) or background choices regions (i.e., down-regulated transcripts and non-significantly expressed transcripts). The scatter plots in red squares highlight the correlations between different background choices during motif enrichment analysis (the X-axis represents the enrichment z-scores calculated using down-regulated transcripts as background, while the Y-axis represents the enrichment z-scores calculated using non-significantly expressed transcripts as background). The scatter plots in green squares highlight the correlations between different regions, the hexamer enrichment z-scores of which are calculated using non-significantly expressed transcripts as background. The scatter plots in blue squares highlight the correlations between different regions, the hexamer enrichment z-scores of which are calculated using down-regulated transcripts as background. (B) Sequence motif enriched in the CDS of up-regulated transcripts. (C) Sequence motif enriched in the 3'UTR of up-regulated transcripts. (D) The feature map of the 5'UTR in all up-regulated transcripts. Each deep blue bar indicates each significant site under the p-value lower than 0.05 calculated by the scan-matrix program.

| Gene                    | Sequence forward           | Sequence reverse          |
|-------------------------|----------------------------|---------------------------|
| <i>Adiponectin</i>      | CCGGAACCCCTGGCAG           | CTGAACGCTGAGCGATACACA     |
| <i>Arxes1</i>           | ACGTGCTGTAACAATTTATGTGTCG  | GCTTTACACGAGGTGAACAAACG   |
| <i>Fabp4</i>            | ACACCGAGATTTCTTCAAACG      | CCATCTAGGGTTATGATGCTCTTCA |
| <i>Plin1</i>            | AACGTGGTAGACACTGTGGTACA    | TCTCGGAATTCGCTCTCG        |
| <i>Aqp7</i>             | AATATGGTGCGAGAGTTTCTGG     | ACCCAAGTTGACACCGAGATA     |
| <i>Pdgfra</i>           | AGAAAATCCGATACCCGGAG       | AGAGGAGGAGCTTGAGGGAG      |
| <i>Ucp1</i>             | GGCCTCTACGACTCAGTCCA       | TAAGCCGGCTGAGATCTTGT      |
| <i>Cidea</i>            | ATCACAACCTGGCCTGGTTACG     | TACTACCCGGTGTCCATTTCT     |
| <i>Elovl3</i>           | TTCTCACGCGGGTTAAAAATGG     | GAGCAACAGATAGACGACCAC     |
| <i>Dio2</i>             | CAGTGTGGTGCACGTCTCCAATC    | TGAACCAAAGTTGACCACCAG     |
| <i>Cox8b</i>            | CCAGCCAAAACCTCCCACTT       | GAACCATGAAGCCAACGAC       |
| <i>Pgc1a</i>            | CCCTGCCATTGTTAAGACC        | TGCTGCTGTTCTCTGTTTTTC     |
| <i>36B4</i>             | GGCCCTGCACTCTCGCTTTC       | TGCCAGGACGCGCTTGT         |
| <i>Agpat2_PPPE</i>      | AGTCCTCAGACCACCTGACC       | TCCAGTCCTGTCCTTCTCCA      |
| <i>Rpl11_PPPE eWAT</i>  | CCCTGCAAGAATACTTTGCC       | CAAGGGCCTTAGGGAACCAC      |
| <i>Rpl23a_PPPE eWAT</i> | ACTGTAATATGAGGCTTCTTGGA    | CTTTCAAAGGGAAAGGTGGCG     |
| <i>Rps3a1_PPPE eWAT</i> | CCTCGGGTGTAAAACGGGAA       | TAGTCAGCACGTGAACAGCG      |
| <i>Rps27a_PPPE eWAT</i> | AGCTTTGTCAGAATAAAAGCCCC    | GGGCACACATCGGAGTAGTAG     |
| <i>Rps3a_PPPE BAT</i>   | CCTCGGGTGTAAAACGGGAA       | TAGTCAGCACGTGAACAGCG      |
| <i>Rpl11_PPPE iWAT</i>  | TAGTGGAATGTCCTCGAAACT      | GAGACTGTTCTTGAGTCATGG     |
| <i>Rpl23a_PPPE iWAT</i> | GCACTGATTGGATGAACTGTAATATG | GGTCTCCCACTCTAGGGAATTA    |

**Supplemental Table 2. Primer sequences.**

How the deposited data were processed for this re-analysis (not part of the article)

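Single-cell RNA sequencing of the SVF of eWAT and iWAT was the experiment analysed, with 12 libraries, 6 per depot. The labels name 3 groups, WT-Veh, ob/ob-Veh and ob/ob-Rosi, with 2 mice per group and depot and 1 library per mouse and depot. Rosiglitazone was given at 30 mg/kg for 3 days, and the mice were 12 weeks old. The authors made 10x Genomics 3-prime v3.1 libraries, aligned the reads to mm10 and counted UMIs with Cell Ranger 3.0.2. They deposited, per library, the raw UMI counts of 31053 genes in each barcode, without normalization and without pooling of libraries. The methods name no correction for free RNA and no removal of doublets. The deposited eWAT barcodes are those that Cell Ranger called cells. The deposited iWAT counts hold no barcode above 22000 UMIs or with 25% mitochondrial UMIs or more, so part of the filtering had been done on them. Of the 31053 genes, 31011 were found by Ensembl identifier in the GENCODE annotation of GRCm38, from which positions, transcript lengths and GC content were taken. The iWAT files list gene symbols in the same order as the eWAT files and took their identifiers from these.

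Cells were kept at 700 to 22000 UMIs, 200 to 6000 genes and less than 25% mitochondrial UMIs, the limits of the methods. Counts were normalized to the same total per cell and log-transformed, and the 2000 most variable genes, 25 principal components and 20 neighbours were used to cluster each depot by the Leiden algorithm at resolution 1, with 0.5 and 2 as alternatives (scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, python-igraph 0.11.9, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 in Python 3.11.15). APC-like cells were clustered again with 15 components at resolution 0.6. Libraries were not integrated. Clusters were named from lists of marker genes, and a cluster led by listed markers of another class, or with too few of its own, was left unnamed. Within the APC-like cells, a cluster took a class if at least 3 markers of the class were found in 20% of its cells or more and their mean level was ahead of that of the other class, and was left unnamed if 3 or more of its top 10 genes stood in the marker list of a single other lineage. No marker had to stand above the other APC-like clusters. Details of the naming rule were adjusted after the clusters had been seen and before any comparison of groups. Doublets were kept, and Scrublet calls were removed as an alternative. In the eWAT library labelled WT-Veh replicate 2 and the iWAT libraries labelled WT-Veh replicate 1 and ob/ob-Rosi replicate 1 its automatic threshold marked 0.139%, 0.0176% and 0.341% of the cells, so there the highest scores were taken up to the expected rate.

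UMI counts were summed per library and class where the library held at least 20 cells of the class. The sums of a depot were fitted together with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, no replicate block), with 3 residual degrees of freedom. The contrasts were ob/ob-Veh against WT-Veh, ob/ob-Rosi against ob/ob-Veh and ob/ob-Rosi against WT-Veh, and a gene was called at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a change of at least 1.1-fold. Numbers of cells per class were tested in the same way. Differences of an effect between classes were fitted with the library as a block, and differences between depots with the interaction of depot and group. The 13 gene lists were ribosomal proteins, initiation factors, elongation factors, TNF and NF-κB, TGF-β, PPAR and adipogenesis, oxidative phosphorylation, complement, extracellular matrix, hypoxia, cholesterol synthesis, the response to tissue dissociation and adipocyte RNA. They were written by hand and are not the pathways of the databases that the paper used. A list was tested with fry (limma 3.58.1) over the genes tested, adjusted over lists, classes and contrasts of a depot. The genes named in the text are, in each of the 4 progenitor-like and preadipocyte-like populations, the 3 with the largest change in each direction among the reversed genes that passed a minimum level and lay on the same side in both libraries, together with the genes that the paper names, and Lep, Adipoq and Xist as checks of the labels. Xist was nearly absent from every library.

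The alternatives were DESeq2 1.42.0, library size alone, TMM without ribosomal protein and mitochondrial genes, no filter on low counts, no minimum change, cells thinned to 700 UMIs, doublets removed, cells assigned singly to a class, a Wilcoxon test across cells, separate ob/ob-Veh libraries for the 2 effects, a replicate block, camera for the lists, each library left out in turn, each cell filter left out, and other definitions of LAM-like cells. These alternatives, the lists, the tests and the rule for the genes named were chosen before the data were examined. When a library was left out, the lone library of its group was assumed to vary like the other groups.

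The tests were tested on simulated data. Counts were drawn from the fitted means and library sizes with 200 genes changed by known folds. The 20 data sets without any effect gave the values that sharing the ob/ob-Veh libraries produces when genes vary independently. The interval of a UMI ratio covers counting error only. Reads were not available, so sequence variants that separate the strains could not be read from the libraries. Samples of other assays in the paper have no deposited counts among these and were left out, as were classes with too few cells. Clusters without a name were left out of the comparisons of gene levels, but shares and numbers of cells per class were taken over all cells of a library, these included, and over the cells with a class name as an alternative added later. UMIs of ribosomal protein pseudogenes and of near-identical gene copies follow the counting of the authors and were not reassigned.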

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

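Of the tests in this part, those of the PPAR and adipogenesis genes in EC-like cells and without adipocyte RNA genes, the refits of the differences between classes and depots with other scalings or without a library, and the criterion that decides on a GC bias in iWAT were chosen only after the results were seen.

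The first pattern lies in Cfd and Lep, taken per Adipoq, which the paper's text does not report for these libraries. Per 100 Adipoq UMIs, Cfd stood on average at 622 UMIs in the eWAT libraries labelled ob/ob-Veh, against 10.1 in those labelled WT-Veh and 119.6 in those labelled ob/ob-Rosi. In iWAT it stood at 877, against 19.4 and 166. Lep stood at 309.99 per 100 Adipoq UMIs in the eWAT libraries labelled ob/ob-Rosi and at 152 in the iWAT ones, against 54.9 and 26.0 in those labelled WT-Veh and 6.92 and 23.7 in those labelled ob/ob-Veh. Both libraries labelled ob/ob-Veh lay above all others in Cfd per Adipoq, and both labelled ob/ob-Rosi in Lep per Adipoq. Taken without Adipoq, Lep stood at 1.83 and 3.44 CPM in the eWAT libraries labelled ob/ob-Rosi and overlapped with WT-Veh (0.82 and 2.35 CPM), while Adipoq stood at 0.71 and 0.95 CPM against 2.70 and 2.97 CPM, so part of the eWAT ratio comes from low Adipoq. Fat of untreated ob/ob mice is known for much Lep and little Cfd, so in eWAT the libraries labelled ob/ob-Veh carry both ratios of lean fat, and in iWAT that of Cfd. In iWAT their Lep ratios of 33.3 and 14.0 overlap with the 20.5 and 31.4 of WT-Veh and rest on 12 and 57 Adipoq UMIs and on 4 and 8 Lep UMIs.

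A swap of the labels WT-Veh and ob/ob-Veh was weighed against this pattern and against the few LAM-like cells under the label ob/ob-Veh. With such a swap the libraries labelled ob/ob-Rosi and WT-Veh would be treated and untreated ob/ob mice, and the PPAR and adipogenesis genes would be higher in the former. Their median was lower in 20 of 21 populations (past a fry p of 0.05 in 7, and higher past it in 0). Free RNA of adipocytes, which was lower under ob/ob-Rosi than under WT-Veh for Plin1 (0.10 and 0.35 against 1.83 and 2.77 CPM in eWAT), would also lower them. Without the genes of the adipocyte RNA list the median was still lower in 20 of 21 populations (past the threshold in 6, and higher past it in 0). This argues against the swap only as far as the drug raises these genes and the genes left hold little adipocyte RNA. The populations of a depot come from the same 2 libraries per group, so here and below they are not independent results. A rotation of the labels, with lean mice under ob/ob-Veh, untreated ob/ob mice under ob/ob-Rosi and treated ob/ob mice under WT-Veh, would leave differences between the strains near Lep on chromosome 6. Between the libraries labelled ob/ob-Rosi and WT-Veh, 2 of 125 genes within 20000000 bases of Lep shifted alike across populations, against 82 of 11033 other genes (Fisher's exact test, p 0.242). The same test gave 0.512 for ob/ob-Veh against WT-Veh and 0.185 for ob/ob-Rosi against ob/ob-Veh. No pair of labels showed an excess near Lep, so the rotation and the labels as given cannot be told apart by this test, and a genotype call from reads would be needed.

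Rosiglitazone acting as the labels say would raise the PPAR and adipogenesis genes in EC-like cells, which hold the most Pparg. Their median Rosi effect was −0.50 in eWAT and −0.38 in iWAT, with 9 and 13 of 30 genes higher (fry p 8.71e-04 and 0.0241 before adjustment). Free RNA of adipocytes was much lower under ob/ob-Rosi in eWAT EC-like cells (median −4.96 over the adipocyte RNA list), and without the genes of that list the medians were −0.14 and 0.085, with 9 and 13 of 23 genes higher (fry p 0.0614 and 0.806). The drug acting in EC-like cells as the labels say and its absence therefore cannot be told apart by these genes. Over all populations the median was above 0 in 17 of 21 (past the threshold in 7, and below 0 past it in 2), and without the genes of the adipocyte RNA list in 20 of 21 (past it in 10, and below 0 past it in 0).

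The second pattern is a Rosi effect that differed between classes and depots. The ribosomal protein genes had a median effect 0.30 higher in preadipocyte-like than in progenitor-like cells of eWAT, 1.10 higher in iWAT than in eWAT progenitor-like cells (fry p 0.0208), and 0.90 higher in iWAT than in eWAT preadipocyte-like cells (fry p 0.0168), with all 79 genes on that side in each. These p values hang on single libraries. The first difference had p 0.0955 and 0.0654 without ob/ob-Veh replicate 1 and replicate 2. The depot difference in progenitor-like cells lay at p 0.0505 to 0.0610 in 6 of 12 fits without a library, and that in preadipocyte-like cells at p 0.0524 and 0.0549 without the eWAT libraries ob/ob-Veh replicate 1 and ob/ob-Rosi replicate 1. Single genes with a different effect in preadipocyte-like than in progenitor-like cells numbered 487 in eWAT (258 higher and 229 lower) and 494 in iWAT (226 and 268). Between depots they numbered 86 in progenitor-like cells (27 higher and 59 lower in iWAT) and 46 in preadipocyte-like cells (14 and 32). With library size alone, the 258 and 229 of eWAT became 169 and 317, and the 226 and 268 of iWAT became 316 and 201. The progenitor-like and preadipocyte-like clusters of a library were separated by expression, which may add to the counts between classes. The depots were deposited with different filters. Neither influence was tested.

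The ribosomal differences go back to lower ribosomal protein transcripts in most populations under the label ob/ob-Veh. After thinning, the lowest median Rosi effect among the populations with a median over 0.1 was 0.22 in eWAT and 1.12 in iWAT. Thinning keeps the expected share of each gene in a cell, so it speaks only against an effect of counting depth. It cannot exclude cells that are both low in depth and low in ribosomal transcripts. In eWAT median UMIs per cell were 4717 and 4401 under ob/ob-Veh, against 2341 and 4961 under ob/ob-Rosi. An even shift of whole libraries would move all populations alike, but the effect differed from that in progenitor-like cells by more than the summed ranges within the groups in 4 of 10 eWAT populations and in 5 of 7 iWAT populations. A shift that acts more on some cell types, such as a loss of cytoplasmic RNA in fragile cells, was not tested and stays open. In iWAT B cells (BC-like), for example, ribosomal protein genes made up 5.99% of UMIs and mitochondrial genes 13.9% under the label ob/ob-Veh, against 28.3% and 4.43% under ob/ob-Rosi.

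A stress response to warm digestion may contribute in eWAT, where the number of populations with lower ribosomal and not higher dissociation genes under ob/ob-Veh was 0 of 10. In iWAT it was 5 of 10, with LAM-like and PLAM-like cells from a single library labelled ob/ob-Veh, which argues against such a response as the whole cause there. Genes matched to the ribosomal protein genes in transcript length moved by 55.4% of the ribosomal shift in eWAT and by 40.8% in iWAT (medians over the populations), and genes matched in GC content by 26.0% and 19.3%. In iWAT the genes matched in GC content reached at most 40.1% in any of the 10 populations, which argues against a GC bias as the whole cause there, while in eWAT they reached 50% in 3 of 10 populations and up to 118.9%. The genes matched in length were longer than ribosomal protein genes, whose median transcript is 696.5 bases, and had lower counts, so a loss of short transcripts in either depot, or a GC bias in eWAT, and a change in ribosomal transcripts cannot be told apart by these values. Obesity and its treatment stay open as causes, as do the labels.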

How the results depend on the processing

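The genes found in at least 10% of cells, the genes without a higher level in another class, the alternatives for the differences between classes and depots, the normalizations for the other gene lists, the PPAR and adipogenesis genes without adipocyte RNA genes, and the LAM-like cells without the cells that have no class name were chosen only after the results were seen. Where an alternative changed a value, the cause was not tested. With edgeR on all libraries, eWAT progenitor-like cells had 46 genes reversed down, 143 reversed up, 101 higher in the ob/ob effect, 201 lower in the ob/ob effect, 195 higher in the Rosi effect, 78 lower in the Rosi effect and 0 changed between the labels ob/ob-Rosi and WT-Veh, and eWAT preadipocyte-like cells had 309 genes reversed down, 449 reversed up, 429 higher in the ob/ob effect, 577 lower in the ob/ob effect, 593 higher in the Rosi effect, 435 lower in the Rosi effect and 0 changed between the labels ob/ob-Rosi and WT-Veh. In iWAT, progenitor-like cells had 69 genes reversed down, 52 reversed up, 77 higher in the ob/ob effect, 69 lower in the ob/ob effect, 219 higher in the Rosi effect, 177 lower in the Rosi effect and 0 changed between the labels ob/ob-Rosi and WT-Veh, and preadipocyte-like cells had 10 genes reversed down, 6 reversed up, 12 higher in the ob/ob effect, 17 lower in the ob/ob effect, 98 higher in the Rosi effect, 93 lower in the Rosi effect and 0 changed between the labels ob/ob-Rosi and WT-Veh. Alternatives not named below left these counts within a factor of 1.5.

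With DESeq2 in place of edgeR, eWAT progenitor-like cells had 1 genes changed between the labels ob/ob-Rosi and WT-Veh. With DESeq2 in place of edgeR, eWAT preadipocyte-like cells had 5 genes changed between the labels ob/ob-Rosi and WT-Veh. With DESeq2 in place of edgeR, iWAT progenitor-like cells had 126 genes reversed down, 157 reversed up, 158 higher in the ob/ob effect, 206 lower in the ob/ob effect, 517 higher in the Rosi effect, 267 lower in the Rosi effect and 19 changed between the labels ob/ob-Rosi and WT-Veh. With DESeq2 in place of edgeR, iWAT preadipocyte-like cells had 117 genes reversed down, 178 reversed up, 168 higher in the ob/ob effect, 253 lower in the ob/ob effect, 425 higher in the Rosi effect, 239 lower in the Rosi effect and 23 changed between the labels ob/ob-Rosi and WT-Veh.

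Without a filter on low counts, eWAT progenitor-like cells had 176 genes reversed down, 284 reversed up, 314 higher in the ob/ob effect, 424 lower in the ob/ob effect, 427 higher in the Rosi effect, 323 lower in the Rosi effect and 15 changed between the labels ob/ob-Rosi and WT-Veh. Without a filter on low counts, eWAT preadipocyte-like cells had 617 genes reversed down, 781 reversed up, 848 higher in the ob/ob effect, 973 lower in the ob/ob effect, 1109 higher in the Rosi effect, 844 lower in the Rosi effect and 37 changed between the labels ob/ob-Rosi and WT-Veh. Without a filter on low counts, iWAT progenitor-like cells had 277 genes reversed down, 432 reversed up, 393 higher in the ob/ob effect, 561 lower in the ob/ob effect, 970 higher in the Rosi effect, 619 lower in the Rosi effect and 75 changed between the labels ob/ob-Rosi and WT-Veh. Without a filter on low counts, iWAT preadipocyte-like cells had 249 genes reversed down, 369 reversed up, 368 higher in the ob/ob effect, 522 lower in the ob/ob effect, 808 higher in the Rosi effect, 546 lower in the Rosi effect and 114 changed between the labels ob/ob-Rosi and WT-Veh.

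With every cell thinned to 700 UMIs, eWAT progenitor-like cells had 25 genes reversed down, 59 reversed up, 57 higher in the ob/ob effect, 75 lower in the ob/ob effect, 86 higher in the Rosi effect and 45 lower in the Rosi effect. With every cell thinned to 700 UMIs, eWAT preadipocyte-like cells had 179 genes reversed down, 257 reversed up, 256 higher in the ob/ob effect, 352 lower in the ob/ob effect, 330 higher in the Rosi effect and 252 lower in the Rosi effect. With every cell thinned to 700 UMIs, iWAT progenitor-like cells had 110 genes reversed down, 160 reversed up, 141 higher in the ob/ob effect, 194 lower in the ob/ob effect, 639 higher in the Rosi effect and 324 lower in the Rosi effect. With every cell thinned to 700 UMIs, iWAT preadipocyte-like cells had 13 genes reversed up.

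With cells assigned to classes singly, eWAT progenitor-like cells had 86 genes reversed down, 223 reversed up, 313 lower in the ob/ob effect, 295 higher in the Rosi effect and 164 lower in the Rosi effect.

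With library ob/ob-Veh replicate 1 used for the ob/ob effect alone and replicate 2 for the Rosi effect alone, eWAT progenitor-like cells had 18 genes reversed down, 50 reversed up, 50 higher in the ob/ob effect, 98 lower in the ob/ob effect, 61 higher in the Rosi effect and 23 lower in the Rosi effect. In the same fit, eWAT preadipocyte-like cells had 96 genes reversed down, 129 reversed up, 144 higher in the ob/ob effect, 234 lower in the ob/ob effect, 156 higher in the Rosi effect and 171 lower in the Rosi effect. In the same fit, iWAT progenitor-like cells had 0 genes reversed down, 0 reversed up, 0 higher in the ob/ob effect, 0 lower in the ob/ob effect, 0 higher in the Rosi effect and 0 lower in the Rosi effect. In the same fit, iWAT preadipocyte-like cells had 0 genes reversed down, 0 reversed up, 0 higher in the ob/ob effect, 0 lower in the ob/ob effect, 0 higher in the Rosi effect and 0 lower in the Rosi effect.

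With these libraries exchanged between the effects, eWAT progenitor-like cells had 19 genes reversed down, 49 reversed up, 25 higher in the ob/ob effect, 53 lower in the ob/ob effect, 129 higher in the Rosi effect and 44 lower in the Rosi effect. With these libraries exchanged between the effects, eWAT preadipocyte-like cells had 100 genes reversed down, 121 reversed up, 131 higher in the ob/ob effect, 144 lower in the ob/ob effect, 251 higher in the Rosi effect and 196 lower in the Rosi effect. With these libraries exchanged between the effects, iWAT progenitor-like cells had 0 genes reversed down, 0 reversed up, 0 higher in the ob/ob effect, 0 lower in the ob/ob effect, 5 higher in the Rosi effect and 9 lower in the Rosi effect. With these libraries exchanged between the effects, iWAT preadipocyte-like cells had 0 genes reversed down, 0 reversed up, 0 higher in the ob/ob effect, 0 lower in the ob/ob effect, 0 higher in the Rosi effect and 0 lower in the Rosi effect.

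Among genes in at least 10% of cells, eWAT progenitor-like cells had 30 genes reversed down, 64 higher in the ob/ob effect and 115 lower in the ob/ob effect. Among genes in at least 10% of cells, eWAT preadipocyte-like cells had 162 genes reversed down, 177 reversed up, 214 higher in the ob/ob effect, 219 lower in the ob/ob effect, 234 higher in the Rosi effect and 232 lower in the Rosi effect. Among genes in at least 10% of cells, iWAT progenitor-like cells had 45 genes reversed down, 24 reversed up, 46 higher in the ob/ob effect, 33 lower in the ob/ob effect, 101 higher in the Rosi effect and 117 lower in the Rosi effect. Among genes in at least 10% of cells, iWAT preadipocyte-like cells had 6 genes reversed down, 6 higher in the ob/ob effect and 6 lower in the ob/ob effect.

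Without genes 5-fold higher in another class, eWAT progenitor-like cells had 56 genes reversed up, 63 higher in the ob/ob effect, 81 lower in the ob/ob effect and 76 higher in the Rosi effect. Without genes 5-fold higher in another class, eWAT preadipocyte-like cells had 240 genes reversed up, 303 lower in the ob/ob effect and 322 higher in the Rosi effect. Without genes 5-fold higher in another class, iWAT preadipocyte-like cells had 5 genes reversed down and 6 higher in the ob/ob effect.

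With library size as the only normalization, iWAT preadipocyte-like cells had 151 genes lower in the Rosi effect.

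By the Wilcoxon test across cells, eWAT progenitor-like cells had 949 genes reversed down, 248 reversed up, 1452 higher in the ob/ob effect, 555 lower in the ob/ob effect, 489 higher in the Rosi effect and 1379 lower in the Rosi effect. By the Wilcoxon test across cells, eWAT preadipocyte-like cells had 1248 genes reversed down, 1758 higher in the ob/ob effect, 1050 higher in the Rosi effect and 1453 lower in the Rosi effect. By the Wilcoxon test across cells, iWAT progenitor-like cells had 1419 genes reversed down, 1279 reversed up, 1573 higher in the ob/ob effect, 1592 lower in the ob/ob effect, 1545 higher in the Rosi effect and 2025 lower in the Rosi effect. By the Wilcoxon test across cells, iWAT preadipocyte-like cells had 748 genes reversed down, 1314 reversed up, 851 higher in the ob/ob effect, 1763 lower in the ob/ob effect, 1606 higher in the Rosi effect and 1389 lower in the Rosi effect. This test takes the cells of a mouse as independent, and its counts measure differences between mice together with the effect.

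The number of eWAT cells passing the filters was 57613, and 63537 without the UMI limits. For LAM-like cells of iWAT, the ob/ob effect was −3.33, and −3.74 counting macrophage-like cells with LAM transcripts (p 0.0749) and −3.88 counting them after thinning (p 0.0737). On ribosomal protein genes in eWAT progenitor-like cells, the ob/ob effect was −2.1e-05, and 0.022 with library size alone, 0.083 without a filter on low counts and 0.00096 with doublets removed. For ribosomal protein genes of eWAT progenitor-like cells, the median Rosi effect was −0.037, and 0.040 after thinning and 0.062 with cells assigned singly. The ribosomal protein median of the Rosi effect in iWAT progenitor-like cells was 1.09, and 1.09 with DESeq2 (p 0.0491). On ribosomal protein genes in iWAT preadipocyte-like cells, the ob/ob effect was −0.94, and −0.92 with DESeq2 (p 0.0350) and −1.03 after thinning (p 0.0288). For ribosomal protein genes of iWAT preadipocyte-like cells, the median Rosi effect was 1.07, and 1.07 by camera (p 0.114). The PPAR and adipogenesis median of the Rosi effect in iWAT progenitor-like cells was 0.013, and −0.14 with library size alone and −0.11 after thinning. On PPAR and adipogenesis genes in iWAT preadipocyte-like cells, the Rosi effect was 0.16, and −0.058 after thinning. For TGF-β genes of iWAT progenitor-like cells, the median Rosi effect was −0.083, and 0.15 after thinning. The elongation factor median of the Rosi effect in eWAT progenitor-like cells was −0.062, and 0.10 after thinning. The sum of genes reversed down over the other eWAT populations was 1297, and 2303 without a filter on low counts and 415 after thinning.

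Over the other eWAT populations, the sum of genes reversed up was 1486, and 2790 without a filter on low counts and 530 after thinning. Over the other eWAT populations, the middle value of the ribosomal medians in the Rosi effect was 0.49, and 0.64 after thinning. The sum of genes reversed down over the other iWAT populations was 529, and 806 with DESeq2, 883 with library size alone, 1574 without a filter on low counts and 245 after thinning. Over the other iWAT populations, the sum of genes reversed up was 525, and 1663 with DESeq2, 263 with library size alone, 2693 without a filter on low counts and 229 after thinning. For PPAR and adipogenesis genes of iWAT EC-like cells, the median Rosi effect was −0.38, and 0.085 without the genes of the adipocyte RNA list. The ribosomal difference between preadipocyte-like and progenitor-like cells of iWAT in the Rosi effect was −0.046, and 0.070 with library size alone. For the Rosi effect, the number of genes higher, preadipocyte-like minus progenitor-like cells of eWAT, was 258, and 169 with library size alone. Rps3a1 in eWAT progenitor-like cells had a Rosi effect of −0.0041, and of 0.0083 with DESeq2 and 0.039 after thinning. Rps14 in eWAT preadipocyte-like cells had a Rosi effect of 0.058, and of −0.0089 with library size alone.

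The replicate numbers of different groups are not shown to pair the mice: the correlation of the replicate differences between groups was 0.21, 0.21 and 0.30 in eWAT progenitor-like cells, 0.17, 0.32 and 0.27 in eWAT preadipocyte-like cells, 0.04, 0.44 and 0.01 in iWAT progenitor-like cells and 0.06, 0.51 and 0.11 in iWAT preadipocyte-like cells (ob/ob-Rosi with ob/ob-Veh, ob/ob-Rosi with WT-Veh and ob/ob-Veh with WT-Veh), and with 2 numbers per group such a correlation does not show a shared batch or day. Whole-library UMI sums of WT-Veh lay nearer to the ob/ob-Rosi library of the same number than to the other (chi-square per degree of freedom 76.8 against 431 and 143 against 191 in eWAT, 264 against 727 and 113 against 272 in iWAT), so a link by number between these groups stays open. Both ob/ob-Veh libraries lay nearer to ob/ob-Rosi replicate 1 than to replicate 2 in eWAT (572 against 1620 and 500 against 1089) and in iWAT (488 against 860 and 320 against 528), which follows no number. A block for the replicate number was fitted all the same. With the block, eWAT progenitor-like cells had 145 genes reversed down, 251 reversed up, 256 higher in the ob/ob effect, 363 lower in the ob/ob effect, 383 higher in the Rosi effect, 265 lower in the Rosi effect and 3 changed between the labels ob/ob-Rosi and WT-Veh. With the block, eWAT preadipocyte-like cells had 615 genes reversed down, 771 reversed up, 795 higher in the ob/ob effect, 963 lower in the ob/ob effect, 1059 higher in the Rosi effect, 860 lower in the Rosi effect and 3 changed between the labels ob/ob-Rosi and WT-Veh. With the block, iWAT progenitor-like cells had 157 genes reversed down, 148 reversed up, 176 higher in the ob/ob effect, 179 lower in the ob/ob effect, 744 higher in the Rosi effect and 496 lower in the Rosi effect. With the block, iWAT preadipocyte-like cells had 235 genes reversed down, 360 reversed up, 296 higher in the ob/ob effect, 466 lower in the ob/ob effect, 940 higher in the Rosi effect, 627 lower in the Rosi effect and 33 changed between the labels ob/ob-Rosi and WT-Veh. For LAM-like cells of iWAT, the ob/ob effect was −3.54 with the block (adjusted p 0.127). On ribosomal protein genes in eWAT progenitor-like cells, the ob/ob effect was 0.0024 with the block. For the other eWAT populations together, the sum of genes reversed down was 2312 with the block. The sum of genes reversed up over the other eWAT populations was 2955 with the block. Over the other iWAT populations, the sum of genes reversed down was 1335 with the block. For the other iWAT populations together, the sum of genes reversed up was 1809 with the block.

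Leaving out each library in turn gave the following ranges, each with the library whose absence gave its ends. In eWAT progenitor-like cells they were genes reversed down 10 (WT-Veh replicate 2) to 144 (ob/ob-Rosi replicate 1), genes reversed up 44 (ob/ob-Veh replicate 1) to 240 (ob/ob-Rosi replicate 1), genes higher in the ob/ob effect 11 (WT-Veh replicate 2) to 238 (ob/ob-Rosi replicate 1), genes lower in the ob/ob effect 55 (ob/ob-Veh replicate 1) to 357 (ob/ob-Rosi replicate 1), genes higher in the Rosi effect 66 (ob/ob-Veh replicate 1) to 525 (ob/ob-Rosi replicate 1), genes lower in the Rosi effect 23 (ob/ob-Veh replicate 1) to 360 (ob/ob-Rosi replicate 1). In eWAT preadipocyte-like cells they were genes reversed down 104 (ob/ob-Veh replicate 1) to 549 (ob/ob-Rosi replicate 1), genes reversed up 141 (ob/ob-Veh replicate 1) to 640 (ob/ob-Rosi replicate 1), genes higher in the ob/ob effect 123 (WT-Veh replicate 1) to 708 (ob/ob-Rosi replicate 2), genes lower in the ob/ob effect 179 (ob/ob-Veh replicate 1) to 859 (ob/ob-Rosi replicate 1), genes higher in the Rosi effect 172 (ob/ob-Veh replicate 1) to 1300 (ob/ob-Rosi replicate 1), genes lower in the Rosi effect 146 (ob/ob-Rosi replicate 2) to 1117 (ob/ob-Rosi replicate 1). In iWAT progenitor-like cells they were genes reversed down 0 (ob/ob-Veh replicate 1) to 256 (WT-Veh replicate 1), genes reversed up 0 (ob/ob-Veh replicate 1) to 581 (WT-Veh replicate 1), genes higher in the ob/ob effect 0 (ob/ob-Veh replicate 1) to 370 (WT-Veh replicate 1), genes lower in the ob/ob effect 0 (ob/ob-Veh replicate 1) to 739 (WT-Veh replicate 1), genes higher in the Rosi effect 0 (ob/ob-Veh replicate 1) to 1106 (WT-Veh replicate 1), genes lower in the Rosi effect 0 (ob/ob-Veh replicate 1) to 676 (WT-Veh replicate 2), genes changed between the labels ob/ob-Rosi and WT-Veh 0 (ob/ob-Veh replicate 1) to 16 (WT-Veh replicate 2). In iWAT preadipocyte-like cells they were genes reversed down 0 (ob/ob-Veh replicate 1) to 214 (WT-Veh replicate 1), genes reversed up 0 (ob/ob-Veh replicate 1) to 540 (WT-Veh replicate 1), genes higher in the ob/ob effect 0 (ob/ob-Veh replicate 1) to 353 (WT-Veh replicate 1), genes lower in the ob/ob effect 0 (ob/ob-Veh replicate 1) to 763 (WT-Veh replicate 1), genes higher in the Rosi effect 0 (ob/ob-Veh replicate 1) to 879 (WT-Veh replicate 1), genes lower in the Rosi effect 0 (ob/ob-Veh replicate 1) to 499 (WT-Veh replicate 2), genes changed between the labels ob/ob-Rosi and WT-Veh 0 (ob/ob-Veh replicate 1) to 20 (WT-Veh replicate 1).

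Leaving out the cells that have no class name kept the calls in the LAM-like cells of both depots, with −3.65 (adjusted p 0.00863) for the ob/ob effect and 4.62 (adjusted p 0.00236) for the Rosi effect in iWAT; it was not refitted without single libraries. Over all cells, calls in the iWAT LAM-like cells were lost in 4 of 6 fits that left out a library, with an adjusted p of 0.151, 0.193, 0.107 and 0.107 for the ob/ob effect and of 0.137, 0.211, 0.146 and 0.0629 for the Rosi effect (without ob/ob-Veh replicate 1, ob/ob-Veh replicate 2, ob/ob-Rosi replicate 1 and ob/ob-Rosi replicate 2). The ribosomal difference between classes of eWAT had p 0.0955 and 0.0654 without ob/ob-Veh replicate 1 and replicate 2. That of iWAT from eWAT in progenitor-like cells had p 0.0505 to 0.0610 in 6 of 12 fits, and in preadipocyte-like cells p 0.0524 and 0.0549 without eWAT ob/ob-Veh replicate 1 and eWAT ob/ob-Rosi replicate 1.

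For LAM-like cells of iWAT, the ob/ob effect ran from −4.51 (ob/ob-Veh replicate 1) to −2.37 (WT-Veh replicate 2). For LAM-like cells of iWAT, the Rosi effect ran from 3.97 (ob/ob-Veh replicate 2) to 5.79 (ob/ob-Veh replicate 1). For ribosomal protein genes of eWAT progenitor-like cells, the median ob/ob effect ran from −0.084 (ob/ob-Veh replicate 1) to 0.076 (ob/ob-Veh replicate 2). The ribosomal protein median of the Rosi effect in eWAT progenitor-like cells ran from −0.080 (ob/ob-Rosi replicate 2) to 0.049 (ob/ob-Veh replicate 1). On ribosomal protein genes in iWAT preadipocyte-like cells, the ob/ob effect ran from −1.16 (WT-Veh replicate 1) to −0.46 (WT-Veh replicate 2). For ribosomal protein genes of iWAT preadipocyte-like cells, the median Rosi effect ran from 0.99 (ob/ob-Rosi replicate 2) to 1.13 (ob/ob-Rosi replicate 1). Its unadjusted fry result did not hold in 4 of these fits. The ribosomal protein median of the Rosi effect in eWAT BC-like cells ran from −0.098 (ob/ob-Veh replicate 2) to 0.53 (ob/ob-Veh replicate 1). On ribosomal protein genes in eWAT NKT-like cells, the Rosi effect ran from −0.14 (ob/ob-Rosi replicate 2) to 0.77 (ob/ob-Rosi replicate 1). For ribosomal protein genes of eWAT DC-like cells, the median Rosi effect ran from −0.084 (ob/ob-Rosi replicate 2) to 0.54 (ob/ob-Rosi replicate 1). The PPAR and adipogenesis median of the Rosi effect in iWAT progenitor-like cells ran from −0.27 (ob/ob-Veh replicate 1) to 0.12 (ob/ob-Rosi replicate 2). On PPAR and adipogenesis genes in iWAT preadipocyte-like cells, the Rosi effect ran from −0.011 (ob/ob-Veh replicate 1) to 0.28 (ob/ob-Veh replicate 2). For TGF-β genes of iWAT preadipocyte-like cells, the median Rosi effect ran from −0.23 (ob/ob-Rosi replicate 1) to 0.072 (ob/ob-Veh replicate 1).

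The elongation factor median of the Rosi effect in eWAT progenitor-like cells ran from −0.22 (ob/ob-Rosi replicate 2) to 0.15 (ob/ob-Rosi replicate 1). The sum of genes reversed down over the other eWAT populations ran from 519 (ob/ob-Rosi replicate 2) to 1993 (ob/ob-Rosi replicate 1). Over the other eWAT populations, the sum of genes reversed up ran from 625 (WT-Veh replicate 1) to 2324 (ob/ob-Rosi replicate 1). For the other iWAT populations together, the sum of genes reversed down ran from 3 (ob/ob-Veh replicate 1) to 2217 (WT-Veh replicate 1). The sum of genes reversed up over the other iWAT populations ran from 0 (ob/ob-Veh replicate 1) to 4132 (WT-Veh replicate 1). The ribosomal difference between preadipocyte-like and progenitor-like cells of eWAT in the Rosi effect ran from 0.25 (ob/ob-Rosi replicate 2) to 0.37 (ob/ob-Rosi replicate 1). The ribosomal difference between preadipocyte-like and progenitor-like cells of iWAT in the Rosi effect ran from −0.11 (ob/ob-Rosi replicate 1) to 0.11 (ob/ob-Rosi replicate 2). The ribosomal difference of iWAT from eWAT in progenitor-like cells in the Rosi effect ran from 0.83 (iWAT ob/ob-Rosi replicate 2) to 1.30 (iWAT ob/ob-Rosi replicate 1). The ribosomal difference of iWAT from eWAT in preadipocyte-like cells in the Rosi effect ran from 0.78 (iWAT ob/ob-Rosi replicate 2) to 1.00 (eWAT ob/ob-Rosi replicate 2). For the Rosi effect, the number of genes higher, preadipocyte-like minus progenitor-like cells of eWAT, ran from 103 (ob/ob-Rosi replicate 2) to 370 (ob/ob-Rosi replicate 1). The number of genes lower in the Rosi effect, preadipocyte-like minus progenitor-like cells of eWAT, ran from 95 (ob/ob-Rosi replicate 2) to 292 (ob/ob-Rosi replicate 1). The count of genes higher in the Rosi effect, preadipocyte-like minus progenitor-like cells of iWAT, ran from 104 (ob/ob-Veh replicate 2) to 271 (WT-Veh replicate 1).

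For the Rosi effect, the number of genes lower, preadipocyte-like minus progenitor-like cells of iWAT, ran from 67 (ob/ob-Veh replicate 1) to 330 (WT-Veh replicate 1). The number of genes higher in the Rosi effect, iWAT minus eWAT in progenitor-like cells, ran from 2 (eWAT ob/ob-Rosi replicate 2) to 55 (iWAT WT-Veh replicate 1). The count of genes lower in the Rosi effect, iWAT minus eWAT in progenitor-like cells, ran from 5 (eWAT ob/ob-Veh replicate 1) to 92 (iWAT WT-Veh replicate 1). For the Rosi effect, the number of genes higher, iWAT minus eWAT in preadipocyte-like cells, ran from 1 (eWAT ob/ob-Veh replicate 2) to 32 (eWAT ob/ob-Rosi replicate 1). The number of genes lower in the Rosi effect, iWAT minus eWAT in preadipocyte-like cells, ran from 1 (eWAT ob/ob-Veh replicate 2) to 44 (iWAT WT-Veh replicate 1). Rps3a1 in eWAT progenitor-like cells had a Rosi effect from −0.19 (ob/ob-Rosi replicate 2) to 0.16 (ob/ob-Rosi replicate 1). Rps14 in eWAT progenitor-like cells had a Rosi effect from −0.19 (ob/ob-Veh replicate 2) to 0.083 (ob/ob-Veh replicate 1). Rps14 in eWAT preadipocyte-like cells had a Rosi effect from −0.067 (ob/ob-Veh replicate 2) to 0.22 (ob/ob-Veh replicate 1).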

Differences from the paper's values

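All the alternatives named here were chosen before the data were examined, except where stated, and no test of a cause was made. The paper compared cells, and the values here compare libraries. The paper's numbers of reversed genes were read by eye from its UpSet plots, to at most 2 significant digits. Of the alternatives chosen before the data were examined, those not named as coming within 1.5 times of the paper's number did not.

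For genes reversed down in eWAT progenitor-like cells the paper has about 480 in Fig. 4A, read by eye, and the value here was 46. None of the alternatives came within 1.5 times of it, from 10 without library WT-Veh replicate 2 to 949 with the Wilcoxon test across cells. For genes reversed up the paper has about 90 in Fig. 4A, read by eye, and the value here was 143. The alternatives within reach were library size alone (126), and the fits without WT-Veh replicate 1 (97), WT-Veh replicate 2 (64), ob/ob-Veh replicate 2 (91) and ob/ob-Rosi replicate 2 (80).

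In eWAT preadipocyte-like cells the paper has about 690 genes reversed down in Fig. 4B, read by eye, against 309 here, and 617 without a filter on low counts and 549 without ob/ob-Rosi replicate 1 came within reach, as did the replicate block. The paper has about 240 reversed up in Fig. 4B, read by eye, against 449 here. Without genes 5-fold higher in another class 240 were left, and among genes in at least 10% of cells 177. Both came within reach, and both filters were chosen after the results were seen. Library size alone (359), thinned cells (257), and the fits without WT-Veh replicate 1 (249), WT-Veh replicate 2 (326), ob/ob-Veh replicate 2 (208) and ob/ob-Rosi replicate 2 (307) came within reach.

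In iWAT progenitor-like cells the paper has about 750 genes reversed down in Fig. S7A, read by eye, against 69 here, with no alternative within reach. The paper has about 740 reversed up in Fig. S7A, read by eye, against 52 here and 581 without WT-Veh replicate 1, the only alternative within reach. In iWAT preadipocyte-like cells the paper has about 310 reversed down in Fig. S7B, read by eye, against 10 here; 249 without a filter on low counts, 214 without WT-Veh replicate 1 and the replicate block came within reach. The paper has about 700 reversed up in Fig. S7B, read by eye, against 6 here and 540 without WT-Veh replicate 1, the only alternative within reach.

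The remaining differences are of direction, with groups taken by their labels. For pathways they lie between unlike measures. The paper tested the overlap of reversed genes with a pathway, and the medians here cover whole lists written by hand. A list median of the other sign does not rule out such an overlap. The paper states that in eWAT progenitors and preadipocytes the drug mostly lowered genes that obesity had raised, while 143 against 46 and 449 against 309 genes were reversed up here; the Wilcoxon test across cells gave the paper's direction in both, with 949 down and 248 up, and 1248 and 553. It states that the drug mostly raised genes in iWAT preadipocytes, while 6 genes were reversed up and 10 down here. DESeq2 gave the paper's direction with 178 up and 117 down, as did the Wilcoxon test across cells (1314 and 748). EdgeR without a filter on low counts (369 and 249) and with the replicate block (360 and 235) gave it too. Library size alone (7 up and 14 down) and cells assigned singly (7 and 9) did not. For the TGF-β genes of eWAT progenitors the paper has a fall, and the median here was 0.21. For the rest of the eWAT SVF the paper has more genes lowered, and here 1297 were reversed down and 1486 up. For the iWAT stromal cells it has mainly a rise, and here 529 were reversed down and 525 up, with 1663 up and 806 down by DESeq2. The replicate block and the fit without a filter on low counts also gave the direction of the paper. Library size alone and thinned cells did not. For cholesterol metabolism in eWAT macrophages and NKT cells it has a rise, and the medians over the synthesis genes here were −0.03 in PLAM-like, −0.04 in NPVM-like, 0.12 in PVM-like and −0.20 in NKT-like cells. For TNF signaling and hypoxia in several iWAT populations it has a fall. The TNF medians here were 0.35 in NPVM-like and 0.02 in PVM-like cells, and −0.46 in NKT-like and −0.12 in EC-like cells, the latter in the paper's direction, and the hypoxia medians were 0.55, 0.25, 0.35 and 0.41 in this order. For adipogenesis in iWAT progenitors it has a rise, and the median here was 0.01. For single ribosomal protein genes of iWAT progenitors and preadipocytes it has significant rises, and none of the 6 genes named from the figure was called by edgeR here, though all had positive effects; with p adjusted over the list alone 61 and 62 of 79 were called.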

Other observations

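The test of free RNA from LAM-like cells was chosen only after the result was seen, as were the counts without genes that stand higher in another class.

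By edgeR more genes were reversed up than down in eWAT progenitor-like and preadipocyte-like cells, and many of those reversed up are macrophage genes. Free RNA from LAM-like cells, which are few under the label ob/ob-Veh, is a candidate explanation for part of this. Such RNA would raise abundant LAM transcripts in every other population of eWAT. Over up to 50 such transcripts the median Rosi effect was 2.57 in progenitor-like, 2.55 in preadipocyte-like, 1.98 in SMC-like, 2.31 in EC-like, 1.70 in BC-like and 2.07 in NKT-like cells, so the lowest value was 1.70. In iWAT, where LAM-like cells are fewer, the values were 0.24, 0.21, 1.35, 0.17 and 0.08 in progenitor-like, preadipocyte-like, EC-like, BC-like and NKT-like cells. Of the genes reversed up in eWAT, 45 of 143 in progenitor-like and 109 of 449 in preadipocyte-like cells stood highest in LAM-like or PLAM-like cells. Without genes at least 5-fold higher in another class, 33 genes were reversed down and 56 up in progenitor-like cells, and 221 and 240 in preadipocyte-like cells. The genes left after this filter were still more often reversed up, so free RNA is not shown to be the whole cause. Doublets of macrophages with APCs were not separated from it.

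Gene lists that belong to no claim in the progenitor-like and preadipocyte-like cells had the following median Rosi effects, in that order of classes. Hypoxia genes had 0.33 and 0.22 in eWAT and 0.43 and 0.02 in iWAT. Cholesterol synthesis genes had −0.16 and −0.03 in eWAT and 0.24 and 0.73 in iWAT. Oxidative phosphorylation genes had 0.44 and 0.35 in eWAT and 1.05 and 1.05 in iWAT, with 58, 62, 65 and 65 of 66 genes higher. Initiation factor genes had 0.15 and 0.24 in eWAT, extracellular matrix genes −0.15 and 0.19 in iWAT, and TGF-β genes −0.08 and −0.16 in iWAT. Dissociation genes had −0.15 and 0.01 in iWAT. The adipocyte RNA list had 0.57 in eWAT preadipocyte-like cells and −0.06 and 0.13 in iWAT, over 6 to 8 genes, and too few of its genes could be tested in eWAT progenitor-like cells. Of these, oxidative phosphorylation in iWAT had the lowest adjusted p of fry, 0.158.

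The correlation between the ob/ob effect and the Rosi effect was stronger than in simulated groups without an effect, where genes varied independently. A deviation common to both ob/ob-Veh libraries was not simulated, so a response to the drug is not told apart from it. The effects had opposite signs for 76.7% of genes in eWAT progenitor-like, 85.0% in eWAT preadipocyte-like, 82.2% in iWAT progenitor-like and 83.2% in iWAT preadipocyte-like cells. Simulated groups without an effect gave 60.9%, 65.9%, 64.8% and 67.1% on average.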
